# Spatial transcriptomics in embryonic mouse diaphragm muscle reveals regional gradients and subdomains of developmental gene expression

**DOI:** 10.1016/j.isci.2024.110018

**Published:** 2024-05-17

**Authors:** Mehmet Mahsum Kaplan, Maximilian Zeidler, Annabella Knapp, Martina Hölzl, Michaela Kress, Helga Fritsch, Anne Krogsdam, Bernhard E. Flucher

**Keywords:** Molecular physiology, Developmental biology, Transcriptomics, Model organism

## Abstract

The murine embryonic diaphragm is a primary model for studying myogenesis and neuro-muscular synaptogenesis, both representing processes regulated by spatially organized genetic programs of myonuclei located in distinct myodomains. However, a spatial gene expression pattern of embryonic mouse diaphragm has not been reported. Here, we provide spatially resolved gene expression data for horizontally sectioned embryonic mouse diaphragms at embryonic days E14.5 and E18.5. These data reveal gene signatures for specific muscle regions with distinct maturity and fiber type composition, as well as for a central neuromuscular junction (NMJ) and a peripheral myotendinous junction (MTJ) compartment. Comparing spatial expression patterns of wild-type mice with those of transgenic mice lacking either the skeletal muscle calcium channel Ca_V_1.1 or β-catenin, reveals curtailed muscle development and dysregulated expression of genes potentially involved in NMJ formation. Altogether, these datasets provide a powerful resource for further studies of muscle development and NMJ formation in the mouse.

## Highlights

• Spatial atlas for gene expression in embryonic and fetal mouse diaphragm
• Documentation of novel gene expression spatially correlated with *Chrna1*
• Spatial alterations of NMJ genes in mice lacking Ca_V_1.1 or muscle β-catenin
• Spatial aspects of diaphragm muscle development controlled by β-catenin

## Introduction

In multinucleated skeletal muscle fibers, nuclei are arrayed from end to end. Although sharing the same sarcoplasm, these nuclei have distinct transcriptional programs depending on their position in the muscle fiber. For example, nuclei close to the myotendinous junction (MTJ) express genes crucial for its function as a structural focal point connecting tendon and muscle.^1^ Likewise, nuclei underneath the neuromuscular junction (NMJ), which are located at the middle of the myofibers, express genes that are important for formation, function, and maintenance of nerve-muscle synapses.^2^^,^^3^^,^^4^ It is well established that spatial compartmentalization of myodomains during embryonic development is instrumental for the regulation of diverse and mutually interdependent developmental processes. For example, genes involved in myogenesis are vital also for neuromuscular synaptogenesis,^5^ while conversely synaptic transmission, muscle activity, and excitation-contraction coupling (ECC) initiated at the NMJ are critical for myogenesis^6^^,^^7^ and even for the proper development of the tendon,^8^ which in turn is required for correct muscle development.^9^ Therefore, it is important to spatially resolve the transcriptional signatures of functionally distinct compartments of developing muscle and tendon to better understand the regulation of these critical processes.

Taking advantage of the advances in single nucleus RNA-sequencing (snRNA-seq), single nucleus ATAC-sequencing (snATAC-seq) and spatial transcriptomics (ST), recent studies reported gene expression data for heterogeneous nuclei populations in adult muscle fibers and how particular types of nuclei transcriptionally responded to denervation, aging or muscular dystrophy.^10^^,^^11^^,^^12^^,^^13^^,^^14^^,^^15^^,^^16^ More recently, snRNA-seq and snATAC-seq of embryonic and adult hindlimb muscle revealed opposing genetic mechanisms for muscle development and maturation.^17^ While spatial transcriptomics in human embryonic limb^18^ and snRNA-seq in developing mouse diaphragms have been reported,^19^ a spatially resolved global gene expression profile of developing mouse diaphragm, which is widely used as a model for myogenesis and neuro-muscular development due to its accessibility, flat shape, and clear separation of anatomical structures mentioned previously, has hitherto not been reported. To this end, we studied spatial gene expression in mouse embryonic and fetal diaphragms. Our findings support distinct transcriptomic signatures of separable muscle domains at E14.5 and E18.5. Particularly, we identified centrally expressed genes which were highly correlated with AChR expression and thus could possibly be involved in NMJ formation. Furthermore, we demonstrated how the lack of critical regulators of muscle and NMJ formation, Ca_V_1.1 or β-catenin, impacts gene expression during late embryonic development in mouse diaphragm.

## Results

### Gene expression profiles of distinct anatomical structures in developing mouse diaphragms

#### Overview of the approach

To spatially analyze gene expression patterns in developing skeletal muscle, we utilized the *10X Genomics Visium FFPE* (formaldehyde-fixed paraffin-embedded) *spatial gene expression* platform on horizontal sections of E14.5 and E18.5 mouse diaphragms. Data presented for control diaphragms were integrated from three samples of E14.5 and two samples of E18.5 mouse embryos. One representative sample from each time point is shown to visualize spatial plots. Despite the spatial limitation of *10X Genomics Visium FFPE* which does not allow single cell resolution, 55 μm spot diameter and 100 μm between centers of spots were sufficient to identify spatially distinct anatomical regions with specific gene expression profiles within the embryonic diaphragm preparation. The number of Visium spots covered by the tissue sections, median reads, UMI counts, and their distribution across the tissues can be accessed in the Table S1 and in processed datasets (GSE244014). Figure 1A depicts the morphology of mouse diaphragm with the lateral costal muscles and the dorsal crural muscles flanking the central tendinous plate. The muscle fibers are radially oriented, spanning the entire length between the central tendon and the rib cage. The interface between the muscles and the central tendon, as well as peripherally toward the rib cage contains the myotendinous junctions. In their center, the muscle fibers contain a single neuro-muscular junction, resulting in an endplate band running in the middle of the muscles perpendicular to the orientation of the muscle fibers.

**Figure 1:**
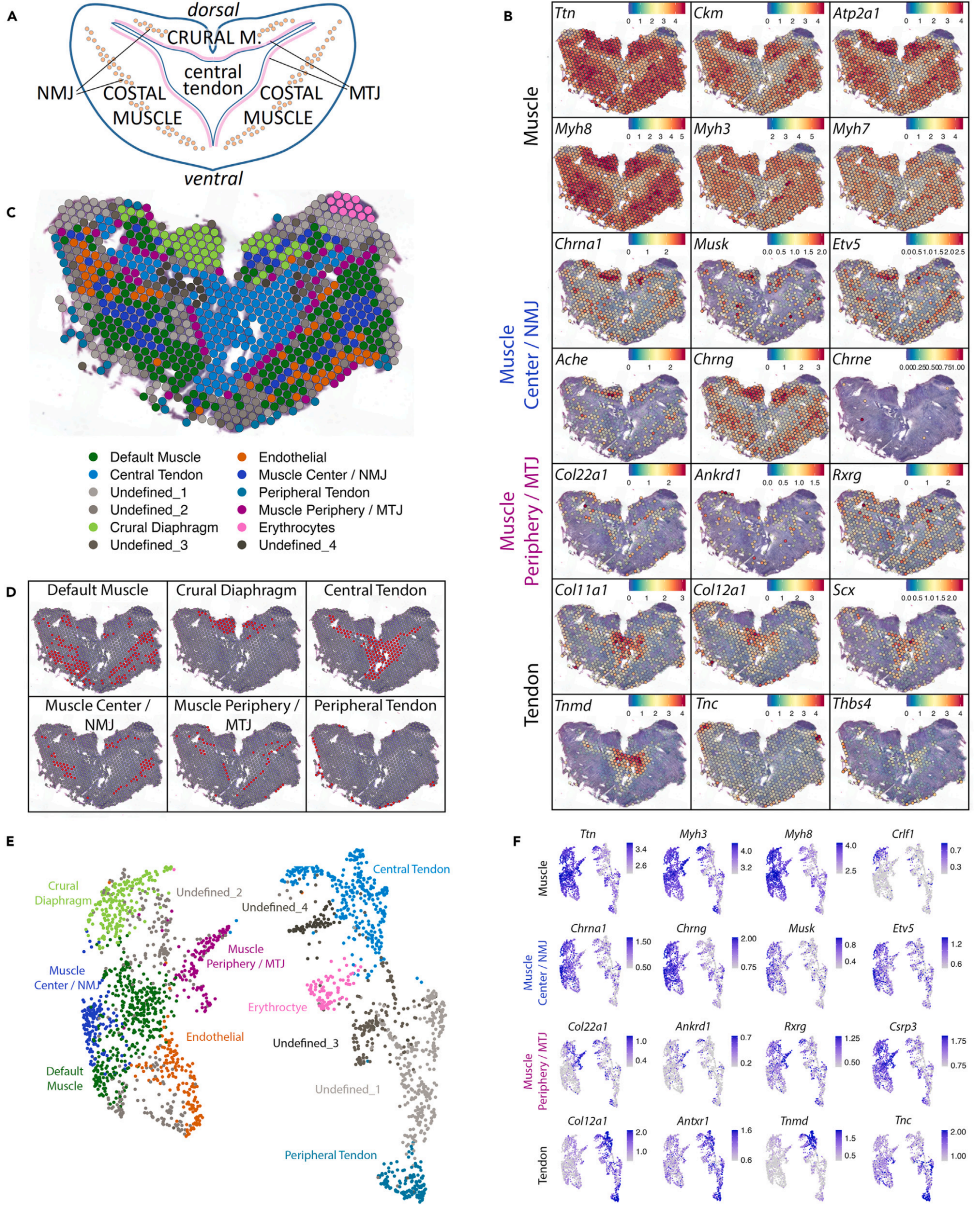
Spatial Transcriptomics in horizontally sectioned E14.5 mouse diaphragm identifies distinct tissues and muscle domains (A) Schematic representation of embryonic mouse diaphragm in which relevant anatomical regions are indicated. NMJ: Neuromuscular junction, MTJ: Myotendinous junction. (B) SpatialFeaturePlots demonstrating expression levels and distributions of representative genes for muscle, NMJ, MTJ and tendon. (C) SpatialDimPlot demonstrating the distribution of all the identified clusters within the diaphragm tissue. (D) Spatial distribution of representative Seurat clusters differentiating genetically specific domains in developing mouse diaphragm. (E) Uniform Manifold Approximation and Projection (UMAP) diagram of identified clusters of spatial RNA sequencing with muscle and endothelial clusters at the left and tendon and erythrocyte clusters at right. (F) FeaturePlots showing expression of muscle (*Ttn*, *Myh3*, *Myh8*), crural diaphragm (*Crlf1*), NMJ (*Chrna1*, *Chrng*, *Musk, Etv5*), MTJ (*Col22a1*, *Ankrd1*, *Rxrg*, *Csrp3*) and tendon (*Col12a1*, Antxr1, *Tnmd*, *Tnc*) markers displayed by UMAP.

#### Assessment of markers with known distributions in E14.5 diaphragm

To assess the validity of our method we first visualized genes with known distributions within the E14.5 diaphragm. 

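The E14.5 data are 3 Visium sections of control diaphragm, each from its own embryo. Every section is 5 µm thick and was read on 55 µm spots spaced 100 µm apart, with probes for 19465 genes. The authors deposited UMI counts per gene and spot for the spots under tissue, made with Space Ranger on the mm10 reference (GRCm38). Controls 1, 2 and 3 hold 30618837, 38967220 and 14179161 UMIs over 815, 842 and 703 spots. The median spot holds 18315, 45284 and 20245 UMIs, whereas the paper's Table S1 gives 20274 and 50194 for controls 1 and 2, and all values here use the counts in the files. Spots with fewer than 1000 UMIs were left out, which kept 813, 842 and 683 spots. Muscle spots are those whose mean log-normalized value of 9 sarcomere genes lies above the Otsu threshold of their section, which gives 549, 571 and 581 spots. The muscle center is the 15% of muscle spots with the highest score of 8 endplate genes, and the muscle periphery the 15% with the highest score of 4 myotendinous genes. UMIs were summed per section and region, because spots of one section are not replicates. They were compared with edgeR's quasi-likelihood test, with the section as a block within each comparison of regions, and a gene is called changed where the Benjamini-Hochberg-adjusted p is below 0.05. A gene that helps to define a region was tested on regions defined without it, and the defining genes do not enter any count of called genes. These choices and their alternatives were set before the data were examined, except where another time is given.

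**Figure D1:**
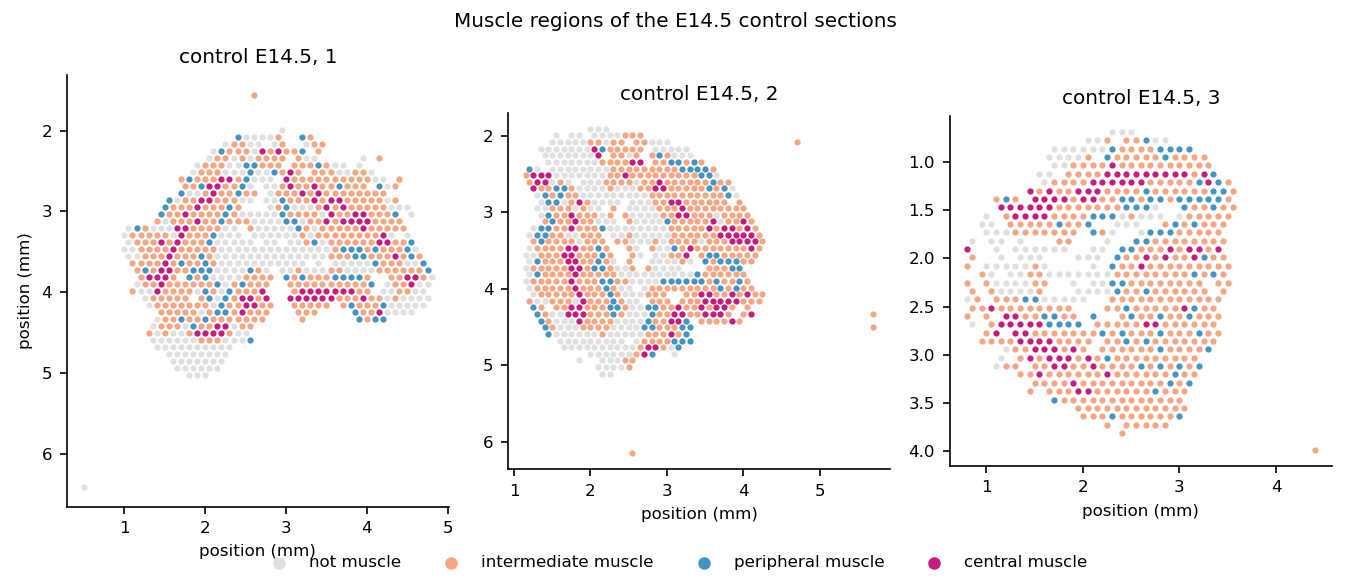
Spots of the 3 E14.5 control sections in array coordinates (mm), colored by region. Muscle holds 549, 571 and 581 spots in controls 1, 2 and 3.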

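In raw CPM, UMIs scaled to the total of the spots concerned, *Ttn* is 2.96, 3.59 and 3.17 times as abundant in the muscle spots of E14.5 controls 1, 2 and 3 as in the other spots. The same ratio is 4.17, 4.9 and 5.13 for *Ckm*, 3.29, 4.04 and 4.39 for *Atp2a1*, 3.45, 4.41 and 4.35 for *Myh8* and 2.65, 3.26 and 2.47 for *Myh3*. None of the 5 genes is confined to muscle spots by these counts, and the ratios carry no test. *Myh3* and *Myh7* are lower in the muscle center than in the periphery in 3 of 3 sections (log2 fold change −0.29 and −0.46, edgeR adjusted p = 2.8e-04 and 2.5e-06). Where the periphery is taken as the muscle spots within 150 µm of other spots instead, the log2 fold change is 0.02 for *Myh3* and 0.02 for *Myh7*, and neither is called.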

Expression of known muscle genes (*Ttn*, *Ckm*, *Atp2a1*) and the embryonic myosin heavy chain isoforms (*Myh8*, *Myh3*) characterized the entire muscle domain, including costal and crural muscles (Figure 1B); *Myh3* and *Myh7* were expressed higher at the muscle periphery (Figure 1B) as previously published for day E15.5 forelimb muscle fibers.^10^ Also, a number of genes involved in NMJ formation and function (*Chrna1*,^20^ *Musk*^21^, *Etv5*,^22^ *Ache*^23^, *Chrng*^24^) (Figure 1B) were enriched near the muscle center. 

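*Chrna1* (ENSMUSG00000027107, GRCm38 chromosome 2:73563281-73580338) is higher in the muscle center than in the periphery in 3 of 3 sections, with TMM-scaled CPM of 455, 372 and 394 against 182, 142 and 211 in E14.5 controls 1, 2 and 3 (log2 fold change 1.23, SE 0.07, edgeR adjusted p = 2.9e-13). *Ache* has the largest of the 5 changes at 1.86 (SE 0.12). *Musk* and *Etv5* change by 1.08 and 1.09 in 3 of 3 sections (edgeR adjusted p = 8.7e-08 and 2.6e-09). *Chrng* stands at 733, 624 and 532 in the center against 329, 239 and 341 (SE of the log2 fold change 0.08, edgeR adjusted p = 5.7e-11). Across the alternatives the 5 genes keep their direction, and the smallest change of any is 0.49, for *Etv5*. The 5 genes help to define the center, so each was left out of the score of the regions it was tested on.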

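The section files hold *Chrne* UMIs at E14.5: 22, 27 and 15 over all spots of controls 1, 2 and 3, of which 11, 10 and 1 lie in the muscle center. In the center this is 2.79 raw CPM in control 1 (exact Poisson 95% interval 1.39 to 4.98), 2.04 in control 2 (0.978 to 3.75) and 0.49 in control 3 (0.0124 to 2.73). Exact Poisson and binomial intervals, here and elsewhere, cover the error of counting alone and not the spread between embryos.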

Consistent with the developmental stage, the epsilon subunit of mature nicotinic acetylcholine receptors (AChR; *Chrne*) (Figure 1B) was not detected.^24^ MTJ-associated genes *Col22a1*^25^ and *Ankrd1*^26^ (Figure 1B) were expressed at the perimeters of the muscle domains. 

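*Col22a1* (ENSMUSG00000079022, GRCm38 chromosome 15:71795795-72150979) reaches TMM-scaled CPM of 172, 209 and 109.9 in the periphery of E14.5 controls 1, 2 and 3 against 23.9, 30.4 and 19.7 in the center. The center minus periphery log2 fold change is −2.74 (SE 0.15, edgeR adjusted p = 5.7e-12), and for *Ankrd1* it is −2.09 (SE 0.19, edgeR adjusted p = 7.7e-09), both in 3 of 3 sections. With the periphery taken by distance from other tissue, the changes are smallest, at −0.71 and −0.48. Both genes belong to the score of the periphery and were left out of it for their own test.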

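Central tendon spots are non-muscle spots above the Otsu threshold of 4 tendon genes that lie farther from the outline of the section than the median of such spots. They number 62, 62 and 30 in E14.5 controls 1, 2 and 3. *Tnmd*, which does not enter the tendon score, stands at 991, 694 and 1103 raw CPM there against 47.5, 55.6 and 66 in muscle spots. *Col11a1*, *Col12a1* and *Scx* enter the score, so their contrast is partly built in. It is 4.92, 3.72 and 5.63 times for *Col12a1*, 4.75, 4.43 and 4.97 times for *Col11a1* and 4.02, 3.91 and 5.07 times for *Scx*.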

Consistent with the location of the central tendon the middle of the diaphragm was dominated by tendon genes (*Col11a1*,^27^ *Col12a1*,^28^ *Scx*,^29^ *Tnmd*^30^) (Figure 1B). Overall, these spatial expression patterns recapitulated the known morphology and developmentally expressed genes of mouse diaphragm and demonstrate an accurate and sound methodology.

#### Identification of the spatially distinguished clusters in E14.5 diaphragm

We performed integration, dimensionality reduction, clustering, and visualization for three E14.5 diaphragms (Figure S1A) using the standard workflow of *Seurat*^31^, and used the *Clustree R*^32^ package (0.5.0) to determine the optimal cluster number according to developer’s instructions. This approach revealed 12 spatially resolved clusters with distinct expression patterns (Figures 1C–1E). 

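SCTransform and anchor integration of the 3 sections with 30 components, as the paper's methods describe, were run again with Seurat 5.3.0 on the 2360 spots under tissue. At resolution 0.4 they give 8 clusters, and at 0.3 and 0.6, both added after the data had been seen, 8 and 10. The resolution that the authors used for this stage is not stated. By leading genes, the largest region holds 653 spots and is led by *Myl2*, Myh7b and *Ufsp1*, and the next holds 463 spots and is led by *Tnmd*, *Prss35* and *Fmod*. A region of 122 spots is led by *Col22a1* and *Ankrd1*, one of 135 by Wfdc18 and Pamr1 and one of 388 by Fabp4 and *Cdh5*. Further regions, of 276 and 68 spots, are led by *Fmo2* and Myrf and by Ly6d and Cyp11a1. Cluster borders carry no test and enter no comparison except where named.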

Based on their location in the diaphragm and the expression of known marker genes, eight clusters could be unequivocally identified (Figures 1 and S1B). Four of these were classified as belonging to muscle tissue. First, “Crural Diaphragm” displayed the characteristic localization in the dorso-medial sector of the tissue and expressed *Crlf1* as top marker gene. *Crlf1* mRNA expression was specific for the crural diaphragm and absent from costal diaphragm (Figures 1F, S1B and S1C). Second, “Muscle Center/NMJ” was characterized by NMJ-related genes and was located near the center of the costal diaphragm (Figures 1C–1F and S1B). Extracting markers for this cluster resulted in 347 highly expressed genes in the central muscle domain where normally NMJ formation is initiated (Table S2). These included well known NMJ genes and genes recently identified to be associated with the NMJ by snRNA-seq studies in adult muscles (such as *Prkar1a*, *Ufsp1*, *Apobec2*)^10^^,^^11^^,^^12^ as well as congenital myasthenic syndrome associated NMJ gene *Scn4a*.^33^^,^^34^ In addition, novel genes were identified, which were hitherto not known to be expressed in this domain, such as another voltage-gated sodium channel *Scn3b***,** two mTOR signaling inhibitors *Ddit4l*^35^ and *Prkaa2*^36^ and *Tead4* which interacts with myogenin during myogenesis^17^ (Figure S1C; Table S2). 

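Between the center and the periphery of the muscle, edgeR's quasi-likelihood test over 12287 genes calls 1358 genes higher in the center and 1348 higher in the periphery. The alternative that moves the sum of 2706 most is regions taken from the graph clusters, at 1163. It is 1536 without control 1, 1513 without control 2, 1678 with DESeq2 and 1341 without the section as a block. Scaling to the 9 muscle genes shifts the median of all genes by −0.13, and then 545 genes are higher in the center. In 1 of the 10 ways to divide the 6 sums into groups of 3, the real one, any gene is called. Of the paper's 347 center genes, 338 could be tested, 325 are higher in the center and 306 are called there, with 3 called in the other direction. That list was chosen on these same sections, so its tally is not independent evidence. Among called genes with a mean log2 CPM of at least 5 that the paper does not name, *Mylk2* rises most (log2 fold change 1.65, SE 0.13, edgeR adjusted p = 2.5e-10), in 3 of 3 sections.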

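*Prkar1a*, *Ufsp1*, *Apobec2* and *Scn4a* are higher in the center in 3 of 3 sections, by log2 fold changes of 1.09, 2.12, 1.14 and 1.63 (edgeR adjusted p = 3.0e-15, 2.2e-12, 1.2e-11 and 5.3e-09). *Ddit4l* shows the largest change of the genes given here, with TMM-scaled CPM of 84.3, 68.5 and 51.1 in the center of E14.5 controls 1, 2 and 3 and 10.6, 9.66 and 24.2 in the periphery (log2 fold change 2.38, SE 0.20, edgeR adjusted p = 9.6e-10). *Prkaa2* is at 1.61 (SE 0.11) and *Scn3b* at 1.00 (SE 0.06), again in 3 of 3 sections (edgeR adjusted p = 3.7e-11 and 5.6e-12). With regions from the graph clusters *Scn3b* falls to 0.18 and is no longer called. *Prkar1a* and *Ufsp1* belong to the score of the center and were tested without their own part in it.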

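Of 186 genes that the paper lists for this region, 182 could be tested against the center. In the periphery 105 of them are higher and 76 are called, while 52 are called higher in the center by edgeR's quasi-likelihood test. The list was drawn by comparing the cluster with all others, whereas the contrast here is with the center alone, and it was chosen on these same sections. Outside the genes that the paper names, and among called genes with the same mean level, *Prss23*, *Aspn* and *Map3k7cl* fall most from periphery to center, each in 3 of 3 sections, with log2 fold changes of −2.35 for *Prss23* and −1.90 for *Map3k7cl* (edgeR adjusted p = 2.4e-11 and 5.9e-12).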

Third, “Muscle Periphery/MTJ” was marked by 186 genes including known MTJ genes such as *Col22a1* and *Ankrd1*. Fourth, “Default Muscle” cluster was localized within the costal diaphragm, on both sides between central and peripheral cluster. This cluster expressed *Myh8*, *Ckm*, and *Atp2a1* as top markers (Figure S1B) and displayed a default muscle rather than a specialized transcriptomic signature like the other muscle clusters (Figure S2).

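In the muscle spots between center and periphery, TMM-scaled CPM of *Myh8* are 5226, 3766 and 4097 in E14.5 controls 1, 2 and 3, against 6228, 4903 and 4886 in the center and 3932, 2990.2 and 3620.3 in the periphery. *Ckm* stands at 1519, 1017 and 1078 in these spots, and *Atp2a1* at 1419, 923 and 1103. *Myh8* and *Atp2a1* are higher in the center than in the periphery in 3 of 3 sections, by 0.60 and 0.88 (edgeR adjusted p = 3.5e-10 and 3.7e-11). The spots between were not tested on their own against each of the other regions.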

In addition to the muscle regions, we also could annotate two tendon clusters. “Central tendon” was located in the middle of the diaphragm, whereas “Peripheral Tendon” was laterally encircling the diaphragm (Figures 1C and 1D). Both of these clusters expressed known tendon genes (like *Col12a1*, *Antxr1*); yet they also displayed differential gene expression (DEG) profiles (Figure S1B; Table S2), documenting different genetic programs for central and peripheral parts of the diaphragmatic tendon. For example, *Tnmd* expression was specific to central tendon, whereas *Tnc*^37^ and *Thbs4* expression was more specific to peripheral tendon (Figures 1B–1F and S1B). In addition, clusters expressing known endothelial cell markers (such as *Pecam1*, *Kdr*, *Cdh5*) and erythrocyte markers (such as hemoglobins) were identified. 

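Central and peripheral tendon spots were compared in the 3 sections, with 62, 62 and 30 spots in each of both parts. edgeR's quasi-likelihood test calls 377 genes higher in central and 441 higher in peripheral tendon, of 11573 tested. The sum of 818 is 228 without the section as a block, 240 with DESeq2 and 450 without control 2. *Tnmd* is higher centrally in 3 of 3 sections, at TMM-scaled CPM of 1034, 701 and 1126 against 178, 112 and 242 (log2 fold change 2.50, SE 0.10, edgeR adjusted p = 1.0e-09). *Tnc* and *Thbs4* are lower centrally in 3 of 3 sections (−2.33 and −1.62, edgeR adjusted p = 1.7e-08 and 0.0030), and DESeq2 does not call *Thbs4*. *Col12a1* (0.22, SE 0.10) and *Antxr1* (−0.18, SE 0.10) are called in neither direction (edgeR adjusted p = 0.24 and 0.33), though *Col12a1* is called without control 2 and without the filter on low counts. Among called genes with a mean log2 CPM of at least 5 and all sections on one side, *Bmper* falls most (log2 fold change −3.80, SE 0.29, edgeR adjusted p = 1.1e-06), in 3 of 3 sections.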

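In raw CPM, *Pecam1* stands at 31, 47.6 and 35.5 in the muscle spots of E14.5 controls 1, 2 and 3 and at 50.0, 31.1 and 32.2 in the other spots. For *Kdr* the values are 62.4, 89.8 and 72.7 and 115, 99.3 and 68.9, and for *Cdh5* 109.5, 155 and 122 and 170.5, 121 and 122. The region whose leading genes include *Cdh5* and *Pecam1* holds 388 spots, of which 87.1% are muscle spots, so vessels and muscle share spots there. No region at E14.5 is led by a hemoglobin gene in the clustering at resolution 0.4, though *Hba-a2* is present in muscle spots at 39.7, 1012 and 356 raw CPM.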

The endothelial cluster also expressed lower levels of skeletal muscle markers (Figure S1B), a mixture of tissues, which is to be expected from the blood vessels distributed throughout the muscle tissue. Altogether, these data characterize spatially separable transcriptomic signatures of various cell types in horizontally sectioned embryonic mouse diaphragms and within the muscular portion reveals three functionally distinct subregions along the muscle fibers at E14.5. The expression patterns of the latter are indicative of their dual roles in muscle function and attachment to the tendon or formation of NMJs, respectively.

### Spatially divergent muscle differentiation in E14.5 diaphragms

#### Expression gradients of developmental markers indicate a center-to-periphery progression of myogenesis

Expression of a number of essential transcripts for terminal differentiation of muscle (*Myog*, *Myf5*, and *Myf6*),^38^ myoblast fusion (*Mymx*),^39^ cell cycle withdrawal during myogenesis (*Cdkn1a*^40^^,^^41^ and *Cdkn1c*^41^), end-state myonuclear differentiation factors (*Myh1*, *Myh4*, and *Ckm*)^12^ was lower at the peripheral MTJ cluster compared to the central NMJ cluster (Figures 2A and 2B), suggesting a differential progression of muscle differentiation between ends and the center of the fibers. 

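Among the 9 genes, *Myh1* and *Myf6* differ most between center and periphery, by 1.42 (SE 0.09) and 1.33 (SE 0.09, edgeR adjusted p = 4.6e-12 and 7.9e-11). *Mymx* and *Myf5* are higher in the center by 0.82 and 0.79, and *Myog*, *Cdkn1c*, *Ckm* and *Cdkn1a* by 0.60, 0.60, 0.60 and 0.55. Each of the 9 is higher in the center in 3 of 3 sections, and the largest edgeR adjusted p among them is 1.8e-04, for *Myh4* (0.92, SE 0.17). Only *Myf5* loses its call under an alternative, with regions from the graph clusters (0.26).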

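The genes of early myofibril assembly change less than the genes of the center. *Nrap* is lower in the center (log2 fold change −0.26, SE 0.09, edgeR adjusted p = 0.038) in 3 of 3 sections, and *Enah* (log2 fold change −0.17, SE 0.05, edgeR adjusted p = 0.019) in 2 of 3. *Flnc*, at −0.13 in 2 of 3 sections, is not called (edgeR adjusted p = 0.085). Its adjusted p runs from 0.0037 to 0.72 over the alternatives, and it is called without control 3, for example. *Nrap* loses its call when any one of the 3 controls is left out and is higher in the center when regions come from distance or from the graph clusters, by up to 0.57. *Enah* and *Flnc* also change direction with distance, to 0.03 and 0.18. *Csrp3*, another gene of the myofibril in the periphery, is lower in the center in 3 of 3 sections (log2 fold change −0.57, edgeR adjusted p = 4.6e-08), and it too changes direction with distance, to 0.19. *Myh3* has TMM-scaled CPM of 8783, 7968 and 6087 in the periphery and 7042, 6177 and 5452 in the center.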

Expression of the immature muscle fiber marker *Myh3*^42^ (Figure 1B) and genes associated with early myofibrillogenesis (*Nrap*, *Enah*, *Flnc*)^12^^,^^43^ was higher in the periphery, i.e., the MTJ. *Klhl41*, a crucial factor for degradation of Nrap during myofibril maturation,^44^ marked the central cluster. 

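*Klhl41* has TMM-scaled CPM of 839, 698 and 739 in the center of E14.5 controls 1, 2 and 3, 621, 444 and 553 between, and 529, 405 and 507 in the periphery (log2 fold change 0.67, SE 0.05, edgeR adjusted p = 1.5e-10). It is called under every alternative run, with log2 fold changes from 0.41 to 0.73.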

Fast muscle fiber type markers *Myh1* and *Myh4*, which replace *Myh3* and *Myh7* during muscle type specification, were detectable in the center of the muscle and this indicates that muscle fiber specification is already ongoing as early as E14.5. 

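*Myh1* has TMM-scaled CPM of 218, 174 and 188 in the center of E14.5 controls 1, 2 and 3, 145, 112 and 135 between, and 77.9, 53.9 and 95.6 in the periphery. *Myh4* has 42.3, 42.4 and 38.8, 40.0, 37 and 25.8 and 21.6, 17.6 and 30.3. Both genes thus hold UMIs in the periphery as well, at lower levels. For scale, *Myh7* has 1160.4, 1184 and 1137 in the center.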

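The muscle spots between center and periphery hold an intermediate mean level for 1234 of the 1358 genes called higher in the center (90.9%) and for 1250 of the 1348 called higher in the periphery (92.7%). Asked of every section alone, this leaves 677 and 701 genes. All 10 genes named for the center lie between by the mean, and 9 of them in every section. The regions were ranked by scores of endplate and myotendinous genes, so genes that follow those scores tend to lie between by construction. With regions from the distance to other tissue the shares are 59.8% and 48.2%, and 177 and 171 genes lie between in every section. Of the 10 genes named for the center, 6 then lie between by the mean and 0 in every section. With region shares of 10% and 25% the shares of genes between by the mean are 89.8% and 88.4% for the center and 91.2% and 92.1% for the periphery.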

Most of the expressed genes showed gradients increasing from muscle center to periphery or vice versa with intermediate expression levels in the default muscle cluster in between (Figures 2A and 2B). Together, our data clearly indicated a progression of muscle fiber differentiation from the central region towards the muscle periphery with fiber type specification commencing centrally at E14.5. 

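The paper reasons from higher differentiation genes in the center, higher *Myh3* and assembly genes in the periphery, and levels between them in the intervening muscle, to a progression of differentiation from center to ends. A measure of position that uses no marker gene of either region is the distance of a muscle spot to the nearest other tissue. Over raw CPM, *Myf6* goes from 90.1, 69.4 and 59.3 within 100 µm to 178, 133 and 143 at 200 to 300 µm in E14.5 controls 1, 2 and 3. Over the same step, *Myog* goes from 806, 635 and 621 to 1011, 808 and 937, while *Myh3* goes from 6596, 5733 and 4976 to 6853, 5019.5 and 5351. On this measure raw CPM of *Myh3* fall toward the inside of the muscle in control 2 alone, and these profiles were not tested. They were also not corrected for dilution, and the paper expects tenocyte RNA to dilute muscle RNA where muscle meets tendon. Spots near other tissue may thus read low for any muscle gene. The rise of *Myog* and the missing fall of *Myh3* in controls 1 and 3 may reflect such dilution, so they do not decide on a gradient.

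**Figure D2:**
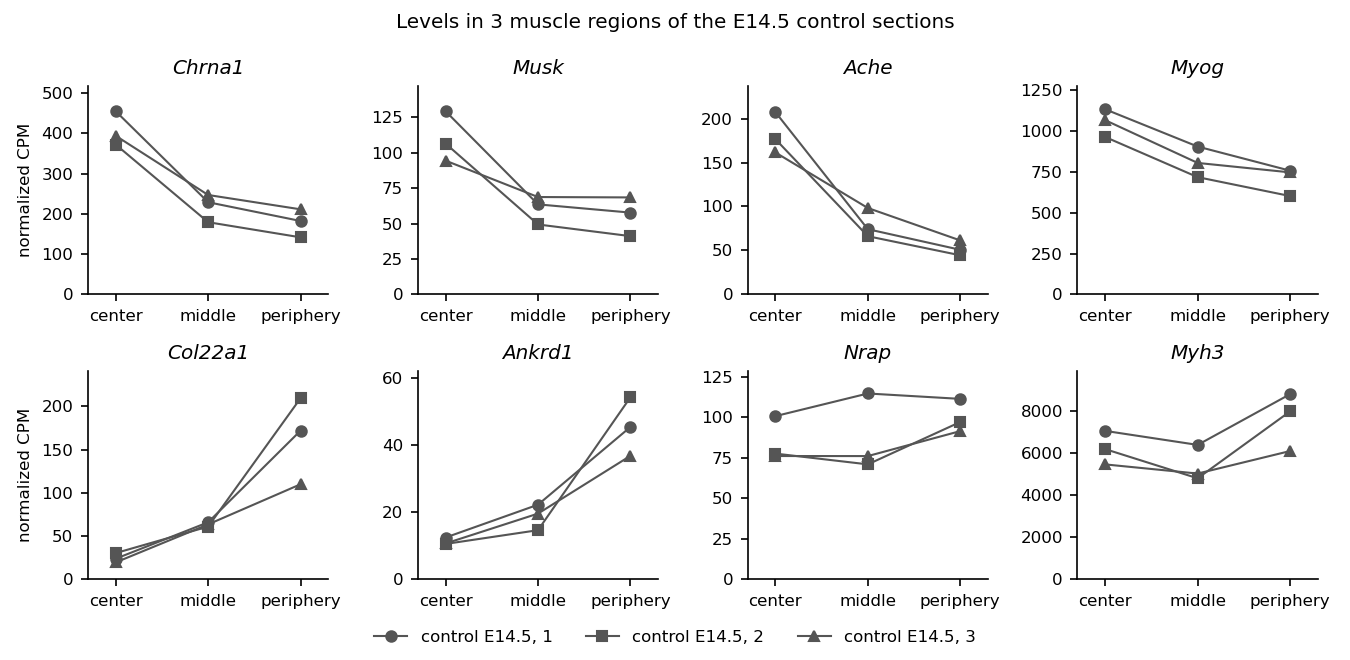
TMM-scaled CPM of 8 genes in the muscle center, the muscle between and the periphery, 1 line per E14.5 control section. Log2 fold changes of center over periphery run from −2.74 for *Col22a1* to 1.86 for *Ache*.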

Numerous differentiation markers were highly expressed in the crural muscle cluster (Figure 2A), indicating an even more advanced differentiation of crural muscles compared to costal muscles.

**Figure 2:**
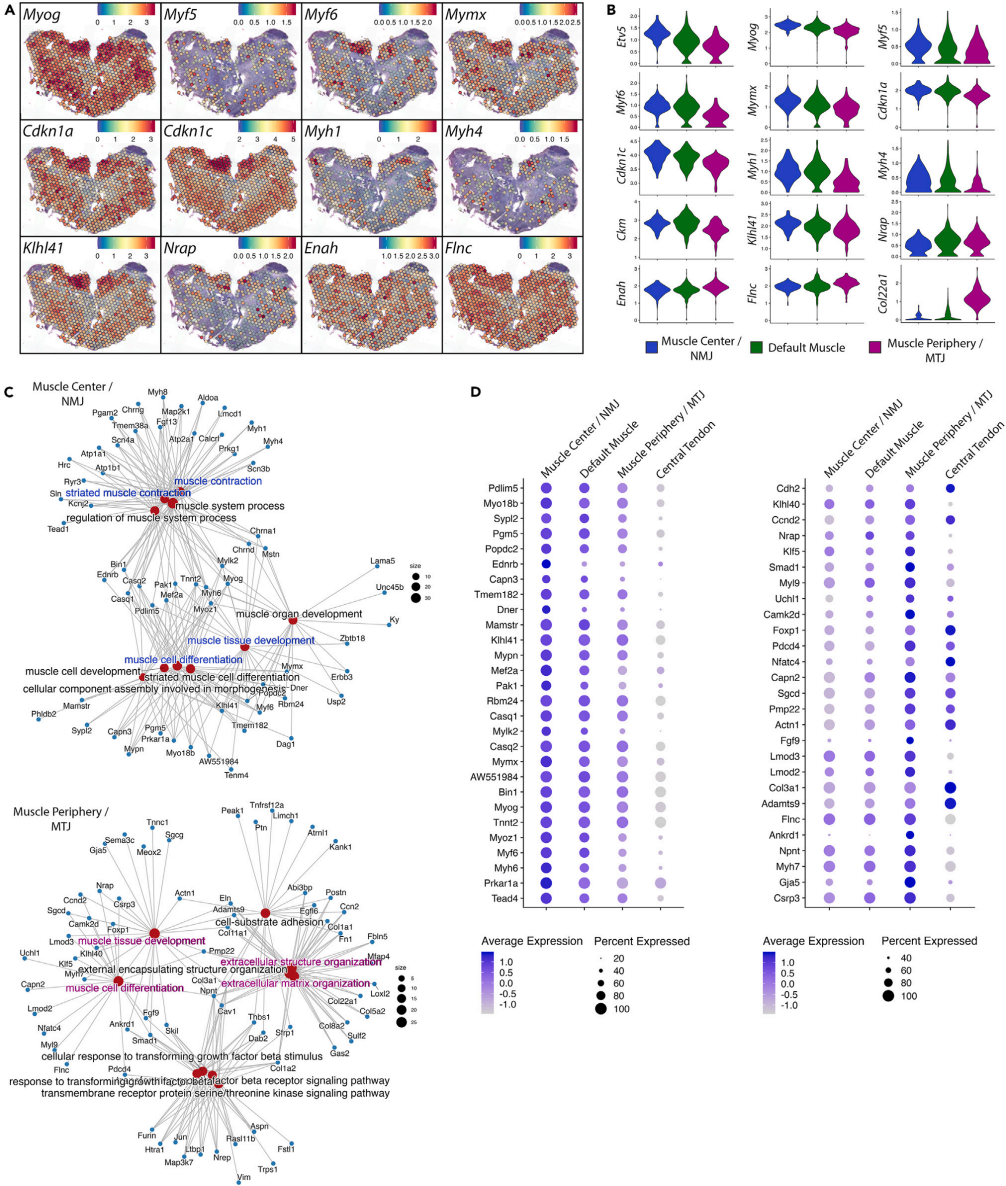
Spatial Transcriptomics reveals distinct myogenic processes in the muscle center and periphery in E14.5 mouse diaphragm (A) SpatialFeaturePlots demonstrating expression levels and distributions of myogenic differentiation markers. (B) VlnPlots of expression levels of genes in clusters identified as muscle center, default muscle, and muscle periphery show an overall increase or decrease in expression of genes involved in muscle development from the center to the periphery. Y axis indicates expression levels. (C) Cnetplots showing GO terms in biological processes (red nodes) and their associated genes (blue nodes) for the upregulated genes in clusters annotated as muscle center compared to muscle periphery (top) or muscle periphery compared to muscle center (bottom). (D) Dotplots of expression of genes involved in myogenesis displaying a declining (right) or increasing (left) gradient in clusters from the muscle center, over default muscle (muscle middle), to the muscle periphery.

#### Regulation of myogenesis by distinct factors in muscle center and periphery

To describe the biological processes taking place specifically in the muscle center and periphery, we performed DEG analysis between central and peripheral clusters followed by gene ontology (GO) enrichment analysis in biological processes terms for DEGs using the *clusterProfiler R* package (4.6.0).^45^ GO for genes upregulated in the central cluster revealed terms related to muscle contraction (GO:0006936) as well as neuromuscular processes (GO: 0050905) and development (GO:0007528). GO for genes upregulated in the peripheral cluster revealed the terms enriched extracellular matrix structure and organization (GO:0030198, GO:0043062) (Figure 2C; Table S3). These data highlight genes involved in the assembly of NMJ and MTJ structures captured by spots at the center and periphery, respectively. In addition to identified GO terms, GO analysis using DEGs between central and peripheral clusters also resulted in shared terms in biological processes, related to muscle cell differentiation (GO:0042692) and development (GO:0055001). However, in the two clusters these terms were brought about by different sets of genes involved in myogenesis, suggesting that distinct myogenic programs are active in the center and periphery of the muscle at the time of tissue preparation (Figure 2C). 

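Enrichment over ontology terms was not run again, and the genes that Table S3 lists under each term were looked up instead. Of the 27 listed for muscle contraction, 23 could be tested, all higher in the center and all called by edgeR's quasi-likelihood test (median log2 fold change 0.78). For the neuromuscular process it is 7 of 7 tested (median 0.78), and for development of the neuromuscular junction 2 of 2 (median 1.17), with the genes of the region scores left out. For organization of the extracellular matrix, 21 of 21 are called higher in the periphery (median −0.87). The genes were selected by the authors on these sections, so the tallies are not independent evidence.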

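Under muscle cell differentiation and development Table S3 lists 27 genes for the center and 23 for the periphery. All 26 center genes that could be tested are called in the center (median log2 fold change 0.76), and 21 of 22 periphery genes are higher in the periphery, 19 of them called (median −0.41). Klhl40 is the exception, at 0.025 and not called. The muscle between holds an intermediate mean for 26 of the 26 and 18 of the 22, and in every section for 23 and 12. With regions by distance the mean is intermediate for 19 and 11, and in every section for only 6 and 1.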

Interestingly, genes associated with muscle cell differentiation and development GO terms (Table S3) for the center (Figure 2D, left) and the periphery (Figure 2D, right) displayed a gradient increasing or decreasing between these two muscle regions. Moreover, *Taed4* and *Klf5*, which were recently identified by snRNA-seq to form a transcriptional complex with myogenin during embryonic development,^17^ also displayed spatial segregation in that *Tead4* expression was enriched in the muscle center whereas *Klf5* in the periphery (Figure 2D). 

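*Tead4* is higher in the center in 3 of 3 sections, with TMM-scaled CPM of 197, 155 and 179 against 117, 92.3 and 112 in E14.5 controls 1, 2 and 3 (log2 fold change 0.73, SE 0.06, edgeR adjusted p = 9.8e-10). *Klf5* is lower in the center in 2 of 3 sections, at 84, 70.6 and 82 against 129, 91.8 and 78.1 (log2 fold change −0.37, SE 0.09, edgeR adjusted p = 0.0038). *Klf5* rests on control 1: without it the edgeR adjusted p is 0.24, and it is not called with regions by distance either, where its log2 fold change is −0.04.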

In fact, we noted that spatial segregation of *Tead4* and *Klf5* was observable also in the snRNA-seq E14.5 data.^17^ Because gene expression data above suggest a more advanced differentiation in the muscle center, the distinct expression of genes involved in myogenesis likely represent their functions at different stages of muscle development. However, it must be noted that, due to large capture spot size (55 μm), in transition areas between muscle and tendon, muscle mRNAs are expected to be diluted by the mRNAs from tenocytes which can result in myogenic genes to be underrepresented in peripheral MTJ cluster. Nevertheless, intermediate expression levels of many of the critical myogenic genes in the default muscle cluster located between NMJ and MTJ (Figure 2B) and detection of other myogenic genes highly expressed in the peripheral domain compared to the rest of the muscle (Figure 2D, right) strongly suggest that myogenic processes proceed from central to peripheral muscle where they are controlled by distinct sets of genes. Moreover, the majority of myogenic genes showing increasing gradients from center to periphery do not correlate with high expression in the central tendon, excluding the possibility that their gradient is due to a contamination by tenocyte mRNAs (Figure 2D, right). This further indicates their involvement in myogenesis through their specific enrichment in the muscle periphery.

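The share of tenocyte RNA in a muscle region can be estimated from 4 tendon genes, by setting their raw CPM against those of central tendon spots. On this measure tendon makes up 34.5%, 41.5% and 29.6% of the periphery in E14.5 controls 1, 2 and 3 and 17.8%, 19.2% and 14.9% of the center. Expression of these genes by other cells raises the shares, and the choice of tendon spots by the same 4 genes lowers them, so they are neither upper nor lower bounds. The 9 muscle genes in the periphery nevertheless stand at 0.957, 0.961 and 0.904 times their level in the center. A dilution by that factor lowers every muscle gene alike, whereas *Myf6* and *Myh1* differ between center and periphery by log2 fold changes of 1.33 and 1.42.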

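For the 23 periphery genes of the myogenic terms, the level in peripheral muscle was set beside that in central tendon spots. In 15 of the 23 it is higher in peripheral muscle in every section, as with *Csrp3* at a mean of 498 against 149 TMM-scaled CPM. The other 8 are Actn1, Ccnd2, Cdh2, Foxp1, Nfatc4, Pdcd4, Pmp22 and Sgcd, which stand higher in central tendon in at least 1 section, Nfatc4 at 235 against 84. The paper concludes from the genes without high tendon expression that mixing with tenocytes does not explain their gradient. Of the 22 that could be tested, edgeR's quasi-likelihood test calls 19 higher in the periphery than in the center.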

### Spatially divergent muscle differentiation in E18.5 diaphragms

#### Assessment of markers with known distributions

To determine the progression of gene expression during late embryonic to fetal development of mouse diaphragm, we performed spatial transcriptomics and analyses using two E18.5 diaphragm samples (Figure S3A) and compared the results with those of E14.5 diaphragms. 

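The E18.5 data are Visium sections of 2 control diaphragms, each from its own embryo, with probes, spot size and section thickness as at E14.5. E18.5 controls 1 and 2 hold 82859104 and 69837233 UMIs over 3478 and 2527 spots, and the median spot holds 22899.5 and 27184. The counts were made and deposited by the authors in the same way, 3460 and 2525 spots were kept, and 3092 and 2199 are muscle spots by the rule used at E14.5. The center holds 444 and 319 spots and the periphery 436 and 320. Center and periphery were each compared with the muscle between them. For the comparison of stages, the muscle spots of all 8 sections, mutants included, entered one edgeR fit with 5 groups and 3 residual degrees of freedom. Stages are thus compared between different embryos.

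**Figure D3:**
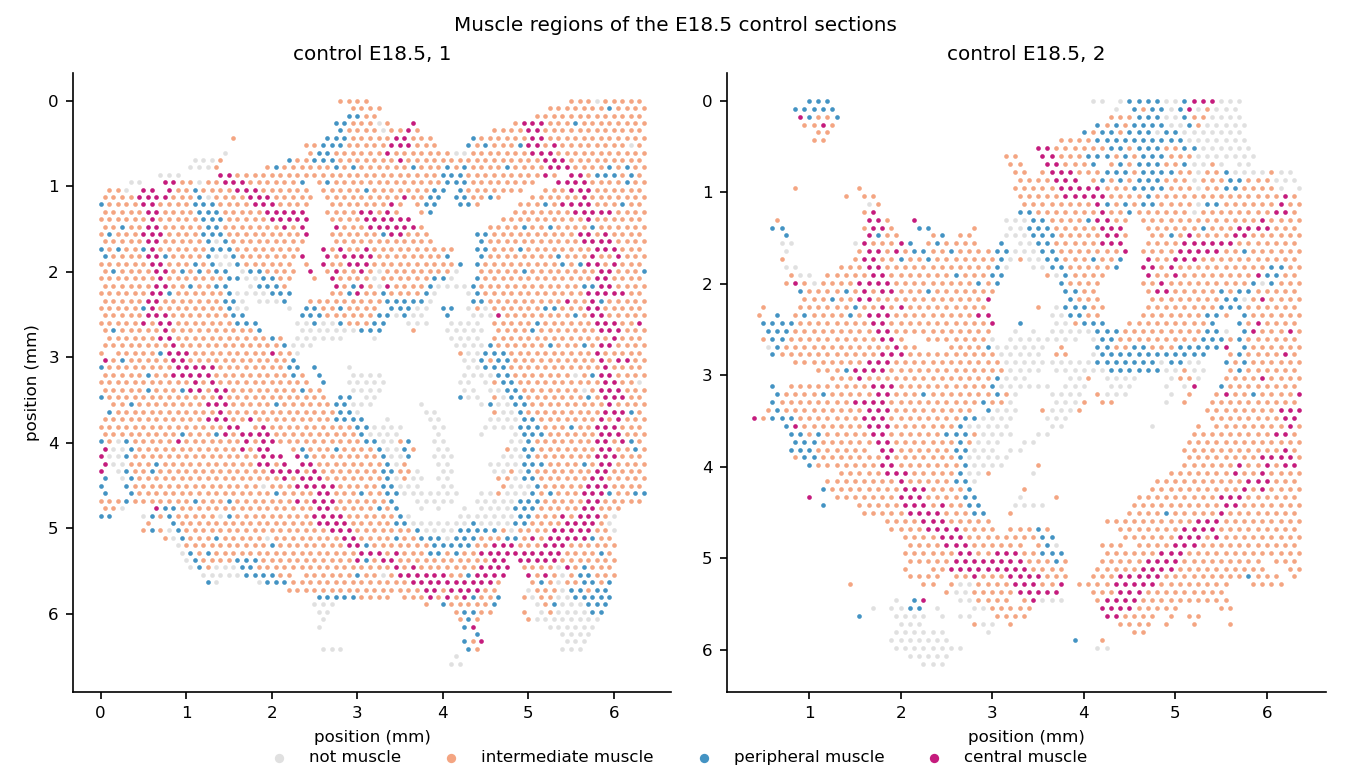
Spots of the 2 E18.5 control sections in array coordinates (mm), colored by region. Muscle holds 3092 and 2199 spots in controls 1 and 2.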

The transcript expression pattern was similar to the known tissue distribution as expected at this developmental stage.^20^^,^^21^^,^^22^^,^^23^^,^^24^^,^^25^^,^^26^^,^^29^^,^^30^ For example, NMJ gene transcripts were specifically expressed in a narrow endplate band located at the center of the radially oriented muscle fibers and included low levels of the mature acetylcholine receptor isoform *Chrne*^24^ (Figure 3A). 

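Of 12888 genes, edgeR's quasi-likelihood test calls 700 higher and 769 lower in the center than in the muscle between center and periphery. The alternative that moves the sum of 1469 most is regions by distance, with 13 calls and 599 genes at unadjusted p under 0.05. Without the section as a block it is 73, with DESeq2 614 and without control 1 518. Scaling to the 9 muscle genes shifts the median of all genes by 0.24, with 6934 calls. *Ache*, *Etv5* and *Chrna1* rise by 2.85, 2.34 and 2.30 (SE 0.06, 0.04 and 0.04) in 2 of 2 sections, and so do *Musk* and *Chrng*, from TMM-scaled CPM of 75.4 and 64.1 between to 165 and 156 in the center for *Chrng* (edgeR adjusted p = 3.3e-09) and by 1.05 for *Musk* (edgeR adjusted p = 7.1e-10). All 5 help to define the center and were tested on regions defined without them. *Chrne* (ENSMUSG00000014609, GRCm38 chromosome 11:70614883-70619213) holds 302 and 268 UMIs over all spots of E18.5 controls 1 and 2. In the center it stands at 18.3 and 18.9 raw CPM (exact Poisson 95% intervals 15.9 to 20.9 and 16.3 to 21.9), a log2 fold change of 3.66 over the muscle between (SE 0.14, edgeR adjusted p = 1.2e-09). With regions by distance only *Ache* of these genes stays called. Of the paper's 121 genes for this region, 110 of 113 tested are higher in the center and 93 are called, on the sections the list was drawn from.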

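In the muscle center, between and periphery of E18.5 control 1, *Myh8* has TMM-scaled CPM of 30237, 38436 and 28614, and in control 2 31181, 36760 and 27340. It is lower in the center (log2 fold change −0.29, SE 0.05, edgeR adjusted p = 0.0019) and in the periphery (log2 fold change −0.43, SE 0.05, edgeR adjusted p = 2.5e-05) than between, in 2 of 2 sections each. The call in the center is lost without control 1 and turns to 0.11 with regions by distance. *Myh3* is higher than between in both regions in 2 of 2 sections, by 0.66 in the center (SE 0.05, edgeR adjusted p = 9.3e-07) and by 0.30 in the periphery (SE 0.05, edgeR adjusted p = 2.3e-04). With regions by distance *Myh3* turns to −0.02 and −0.11, and its call in the periphery is lost without control 1.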

Interestingly, while the fetal/neonatal *Myh8* isoform was uniformly expressed throughout the muscle clusters, the embryonic *Myh3* was upregulated in both the NMJ and MTJ region (Figure 3A). This is in line with previous experimental data where *Myh3* transcripts were detected at both the muscle center and periphery of P2 forelimb muscles.^10^ Such distribution of *Myh3* is proposed to be transient in newly accrued myonuclei during fetal (secondary) myotube growth in these regions.^10^ 

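*Tnnt2* is higher than in the muscle between in the center (log2 fold change 0.57, SE 0.04, edgeR adjusted p = 1.2e-06) and in the periphery (log2 fold change 0.36, SE 0.04, edgeR adjusted p = 2.0e-05), in 2 of 2 sections each. Its TMM-scaled CPM in the center are 820.1 and 1002, against 564 and 659 between and 736 and 833 in the periphery of E18.5 controls 1 and 2. With regions by distance it is not called in the center (0.12) and turns to −0.09 in the periphery.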

The developmental troponin T isoform (*Tnnt2*) displayed a similar pattern (Figure 3A). *Myh3* distribution in the muscle center was remarkably correlated with that of *Chrna1* (Figure 3A) whose expression is under control of motor innervation at this developmental stage,^2^ which can be explained by the demonstrated association between sites of innervation and secondary myotube formation in murine muscle.^46^ Therefore, we suppose that there is a common mechanism for NMJ development and secondary myotube formation regulated upon motor innervation.

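Over muscle spots outside the periphery, the Pearson correlation of log-normalized *Myh3* with *Chrna1* is 0.371 in E18.5 control 1 and 0.367 in control 2, over 2656 and 1879 spots. For *Tnnt2* it is 0.356 and 0.452, and for *Myh8* −0.253 and −0.0639. Over all spots the values for *Myh3* are 0.322 and 0.331. At E14.5, outside the periphery, *Myh3* gives 0.0375, 0.234 and 0.264 in controls 1, 2 and 3. Spots are not replicates, so no p is attached to these values. The paper proposes that the known link between sites of innervation and secondary myotubes can account for the shared pattern. That link was not tested here.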

**Figure 3:**
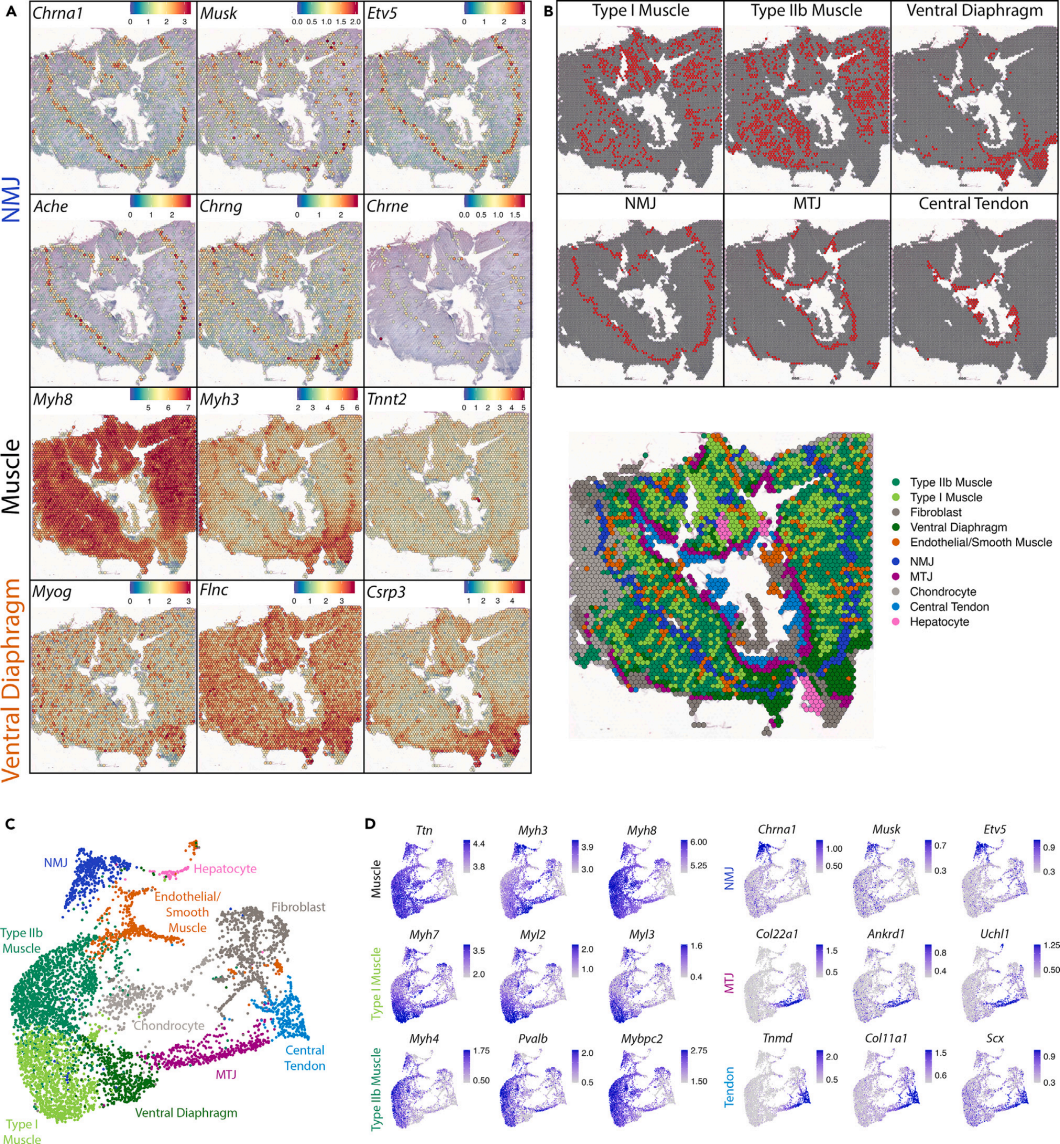
Spatial Transcriptomics in horizontally sectioned E18.5 mouse diaphragm identifies specific functional muscle domains and fiber types (A) SpatialFeaturePlots demonstrating expression levels and distributions of NMJ genes (*Chrna1*, *Musk*, *Etv5*, *Ache*, Chrng, *Chrne*), neonatal (*Myh8*) and embryonic (*Myh3*) myosin heavy chains, developmental troponin *Tnnt2*, and ventral diaphragm markers (*Myog*, *Flnc*, *Csrp3*). (B) Spatial distribution of Seurat clusters of distinct muscle and tendon domains. (C) UMAP representation of identified clusters of spatial RNA sequencing indicates spatially and functionally divergent differentiation of diaphragm muscle. (D) FeaturePlots demonstrating expression of muscle (*Ttn*, *Myh3*, *Myh8*), type I muscle (*Myh7, Myl2, Myl3*), type IIb muscle (*Myh4*, *Pvalb*, *Mybpc2*), NMJ (*Chrna1*, *Musk*, *Etv5*), MTJ (*Col22a1*, *Ankrd1*, *Uchl1*) and tendon (*Tnmd*, *Col11a1*, *Scx*) markers displayed by UMAP.

#### Identification of the spatially distinguished clusters in E18.5 diaphragm

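Integration and clustering of the E18.5 control sections at resolution 0.4 give 13 clusters over 6005 spots under tissue, and 11 and 14 at resolutions 0.3 and 0.6, which were added after the data had been seen. By leading genes, regions of 433 and 423 spots are led by *Ufsp1* and *Ache* and by *Col22a1* and Tigd4. Regions led by *Myh4* and *Pvalb* and by *Myl3*, *Myl2* and *Myh7* hold 1023 and 837 spots, and a region of 447 is led by *Csrp3*, *Peg10*, *Myh2* and *Myh3*.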

The E18.5 mouse diaphragms revealed 10 transcriptomic clusters (Figures 3B, 3C, and S3B), which partially overlapped with those identified at E14.5. 

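A region led by *Slpi* and *Krt7* holds 699 spots, one led by *Ahsg*, *Fga* and *Fgb* 62, one led by *Col2a1* and *Col9a3* 328, and one led by *Hbb-bs* and *Hba-a2* 182. In raw CPM over spots outside muscle, *Alb* stands at 5871 and 0.145 in E18.5 controls 1 and 2 and *Col2a1* at 825 and 1008. *Clec3b* and *Sulf1* stand at 533 and 827 and 458 and 251 there, and *Tagln* and *Myh11* at 183 and 401 and 28.5 and 52. *Alb* is thus nearly absent from control 2.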

Clusters of non-muscle and non-tendon tissues included “Fibroblast” (*Clec3b*, *Sulf1*), “Hepatocyte” (*Alb*, *Ashg*, *Apoa1*), “Chondrocyte” (*Col2a1*, *Col9a1*, *Col9a3*) and one cluster which expressed a mixed signature of endothelial (*Ptprb*, *Cdh5*, *Pecam1*) and smooth muscle cells (*Tagln*, *Acta2*, *Myh11*) (Table S4). This mixed gene expression signature at E18.5, compared to the exclusively endothelial cluster at E14.5, supports a sequential recruitment of first endothelial and then smooth muscle cell during muscle vascularization.^47^

At E18.5, we again found specialized muscle and tendon clusters (“NMJ”, “MTJ”, and “Central Tendon”) similar to E14.5 diaphragms. Interestingly, crural diaphragm was no longer discerned as a distinct cluster at E18.5 (Figure 3B), yet *Crlf1* expression was still specific to crural diaphragm (Figure S3C). In addition to NMJ and MTJ, the muscle domain in E18.5 diaphragm was separated into three further distinct clusters. Two of these clusters appeared scattered between NMJ and MTJ (Figure 3B). Top markers for one of these clusters (*Myh4*, *Pvalb*, *Mybpc2*, *Actn3*, and *Atp2a1*) are typical of type IIb myonuclei, whereas for the other muscle cluster (*Myh7*, *Myl2*, *Myl3*, *Tnnc1*, Tnnt1, *Tnni1*) are characteristic of type I myonuclei^11^^,^^12^ (Figures 3C, 3D, and S3B; Table S4). Therefore, these two muscle clusters could readily be annotated as “Type IIb Muscle” and “Type I Muscle”. These data show that slow and fast muscle type specifications are first detectable in the diaphragm during fetal development. 

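Leading genes separate both kinds of muscle spots in the clustering. The region of 1023 spots is led by *Myh4*, *Pvalb* and *Ddit4l*, with mean z-scores of 0.675 over the 5 type IIb genes and −0.0438 over the 6 type I genes. The region of 837 spots is led by *Myl3*, *Myl2* and *Myh7*, with 0.374 and 1.03. A further 799 spots are led by *Chrna9*, *Myh4* and Aplnr, with 0.495 and −0.208. Aplnr and most of the next leading genes, such as Fabp4, Gpihbp1 and *Cdh5*, are endothelial, and the mean z-score of the endothelial markers is 0.34 there. A spot of 55 µm covers several fibers, so these regions are mixtures in which one set of genes is higher.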

Interestingly, snRNA-seq data from mouse hindlimb muscle reported a small number of nuclei with *Myh4* and *Myh7* expression at E18.5^17^, whereas in diaphragm muscle abundant expression of these genes was detected (Figure 3D). This suggests early maturation of diaphragm during development, consistent with the immediate need of functional respiration right after birth. Because spots composing these clusters were scattered in random patterns throughout the diaphragm muscle (Figure 3B), we conclude that this specification does not display horizontally discernable regionalization, consistent with the scattered distribution of fast and slow fibers in mature murine diaphragm.^48^ We further noted that costal diaphragm predominantly contained spots of type IIb muscle cluster, whereas most of the spots located at the crural diaphragm represented type I muscle cluster (Figure 3B). By manually counting the spots in the two samples, we found that the ratio of type I to type IIb was about 2:1 in crural diaphragm and about 1:2 in costal diaphragm (Figure S3D). This indicates that the two muscles composing the diaphragm exhibit distinct muscle fiber specifications, which might reflect the functional divergence between these two diaphragm domains.^49^ In contrast, the third muscle cluster was specifically located in the ventral part of the costal diaphragm (“Ventral Diaphragm”) (Figure 3B). This region preferentially expressed embryonic muscle markers *Myh3* and *Myog*, the AChR gamma subunit (*Chrng*), early myofibrillogenesis genes (*Nrap*, *Enah*, and *Flnc*) and another less mature peripheral muscle marker at E14.5 *Csrp3* (Figures 3A and S3B; Table S4). This suggests that the ventral diaphragm was less developed at day E18.5 compared to the other regions. Taken together, these spatial expression profiles not only indicate different fiber type compositions in crural and costal diaphragm muscles, but also point toward a differential dorsoventral developmental progression of fiber differentiation in costal diaphragm muscle.

#### Comparison of E18.5 gene expression to E14.5

To further explore developmentally regulated gene expression in diaphragm muscle, we integrated E14.5 and E18.5 datasets (Figure S4A) and analyzed GO enrichment in biological processes terms with the top 200 DEGs (based on avg_log2FC) between muscle clusters of E14.5 and E18.5 diaphragms. These data revealed terms related to RNA processing and splicing (GO: 0008380, GO: 0006397), chromatin remodeling (GO:0006338), DNA replication (GO: 0006260), and nuclear division (GO: 0000280) for E14.5, versus ATP metabolism (GO:0046034, GO: 0006754), oxidative phosphorylation (GO: 0006119), electron transport chain (GO: 0022900), and cellular respiration (GO:0045333) for E18.5 (Figure S4B; Tables S5 and S6). 

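In muscle spots, edgeR's quasi-likelihood test calls 4930 genes higher and 4796 lower at E18.5 than at E14.5, of 14832 tested. The sum of 9726 moves most when counts are scaled to the 9 muscle genes, to 14207. Those genes rise with age themselves, so this scaling shifts the median of all genes by −3.19 and nearly all genes are then called. Without TMM, on library size alone, which was tried after the results were seen, edgeR calls 11292, 2259 higher and 9033 lower, with a median of −0.73. The changes given here are relative to TMM scaling, in which that median is near 0. The genes that Table S6 lists under each term were tallied in place of a new enrichment. For E14.5, 24 of 24 genes of RNA splicing are called lower at E18.5, 25 of 25 of mRNA processing, 15 of 15 of chromatin remodeling, 15 of 15 of DNA replication and 16 of 16 of nuclear division, with medians from −1.76 to −1.20. For E18.5, 27 of 27 of ATP metabolism, 29 of 29 of oxidative phosphorylation, 21 of 21 of electron transport and 44 of 44 of cellular respiration are called higher, with medians from 2.17 to 2.23. The authors chose these genes on the same sections, so the tallies are not independent evidence.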

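Of the S phase genes of the Seurat list, 39 could be tested and all are called lower at E18.5 (median log2 fold change −1.76). Of the G2M genes 46 of 47 are (median −1.67), and limma's camera gives adjusted p = 4.1e-20 and 2.1e-19 for the S and G2M sets over 14 tests. Under limma's fry both sets hold, at adjusted p = 0.0045 and 0.0045. Of the other 12 sets tested, those of the mutant comparisons, the late genes in the E18.5 section labelled CaV1.1−/− are the only ones that fry also calls. *Ckm* rises from TMM-scaled CPM of 1309.9, 869 and 898 in the E14.5 controls to 27138 and 25589 in the E18.5 controls (log2 fold change 4.68, SE 0.21, edgeR adjusted p = 1.8e-06), and *Ckmt2* by 6.06 (SE 0.25, edgeR adjusted p = 1.3e-06), with every E18.5 control above every E14.5 control for both.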

Cell cycle gene scores decreased, while muscle energy metabolism transcripts *Ckm* and *Ckmt2* increased from E14.5 and E18.5 (Figure S4C). This was accompanied by a decline in expression of genes involved in myonuclear positioning (*Kif5b*^50^ and *Macf1*^51^) and three tubulin beta genes involved in cell cycle^52^ (*Tubb6*, *Tubb2b*, *Tubb2a*) from E14.5 to E18.5 (Figure S4D), suggesting a decrease in myonuclear movements and/or cytoskeletal organization during development. Conversely, expression of muscle type specifying myosin genes (*Myh7*, *Myh4*, *Myh2*, *Myh1*, *Myl2*, *Myl3*) markedly increased between E14.5 and E18.5. 

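The 3 tubulin genes fall from E14.5 to E18.5 in muscle spots, with log2 fold changes of −1.56 for *Tubb6*, −1.73 for *Tubb2b* and −1.67 for *Tubb2a* (edgeR adjusted p = 1.6e-04, 2.3e-04 and 5.3e-05), and *Macf1* has −0.72 (edgeR adjusted p = 7.8e-04). In all 4, both E18.5 controls lie below all 3 E14.5 controls. *Kif5b* has TMM-scaled CPM of 252, 215 and 201 in E14.5 controls 1, 2 and 3 and 242 and 197 in E18.5 controls 1 and 2 (log2 fold change −0.02, SE 0.13, edgeR adjusted p = 0.91). In raw CPM it has 289, 262 and 249 and 176 and 144, so that its fall depends on the scaling: it is called lower on library size alone (−0.74) and when counts are scaled to the 9 muscle genes (−3.18).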

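Among the myosins, *Myh2* rises most, from TMM-scaled CPM of 0.76, 0.639 and 0.503 to 44.4 and 73 (log2 fold change 6.50, SE 0.27, edgeR adjusted p = 1.4e-06). *Myh1*, *Myl2*, *Myh4*, *Myl3* and *Myh7* rise by 4.23, 4.17, 3.35, 2.64 and 1.82, with the largest edgeR adjusted p = 3.1e-05 for *Myh7*. For each of the 6, both E18.5 controls lie above all 3 E14.5 controls. Scaled to the 9 muscle genes, *Myh7* and *Myl3* turn to −1.35 and −0.51, so both rise less than those sarcomere genes do, and *Myh4* is no longer called. *Eef1a2* has the largest change of all expressed genes, 11.02 (SE 0.19, edgeR adjusted p = 1.7e-07).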

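*Tnni2*, *Tnnt3* and *Tnnc2* rise by 4.93, 3.79 and 3.34 (edgeR adjusted p = 6.4e-07, 1.3e-06 and 2.7e-06). *Tnnc1* (−0.25, SE 0.15) and *Tnni1* (−0.37, SE 0.17) are not called (edgeR adjusted p = 0.17 and 0.081), though DESeq2 calls *Tnni1* lower and library size alone both (−0.96 and −1.09). *Tnnt1* is called higher, with TMM-scaled CPM of 3008, 2155 and 2195 in E14.5 controls 1, 2 and 3 and 3556 and 3911 in E18.5 controls 1 and 2 (log2 fold change 0.61, SE 0.17, edgeR adjusted p = 0.014). That call is lost without E14.5 control 3 or E18.5 control 2, on library size alone the gene has −0.11 without a call, and on muscle scaling it turns to −2.55.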

While fast muscle troponin transcripts *Tnni2*, *Tnnt3*, and *Tnnc2* increased, slow muscle troponin *Tnnc1*, *Tnnt1*, and *Tnni1* expression declined or did not change (Figure S4D). 

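The paper reasons from falling cell cycle genes and RNA processing terms, and from rising energy metabolism and fiber type genes, to a change from a proliferative to a differentiated state. Outside the genes the paper names, *Bex2*, *Il17b* and *Crabp1* are the expressed genes that fall most from E14.5 to E18.5, with log2 fold changes of −4.24, −4.07 and −3.87 (edgeR adjusted p = 1.5e-06, 3.1e-06 and 1.3e-06), and *Smtnl1* rises by 8.63. *Mybpc2*, which the paper names among the markers of type IIb fibers, rises by 8.98. The number of calls stays between 8534 and 9732 over the alternatives other than muscle scaling and library size alone. With 3 and 2 embryos, no section of one stage overlaps the other for these 5 genes.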

Overall, these data reflect the switch from a proliferative state in embryonic diaphragm at E14.5 to a functionally differentiated state in fetal diaphragm at E18.5.

### Identification of genes spatially correlated with AChR expression

Expression of many genes involved in NMJ formation is characteristic for the muscle center and identification of such molecules enabled researchers to describe essential molecular mechanisms of the development of the NMJ and of synapse formation at large.^2^^,^^3^^,^^4^ For example, *Etv5*^22^ and *MuSK*^21^ mRNAs are restricted to the muscle center and their expression in this domain is crucial for proper gene expression in subsynaptic nuclei and thus to establish neuromuscular synaptic patterning. Mouse embryonic diaphragm has been a prime model for the study of NMJ formation due to its flat morphology and stereotypical motor innervation pattern. Thus, having spatial transcriptomics data from embryonic mouse diaphragms prompted us to identify novel genes showing similar expression patterns as AChRs during the period of NMJ patterning. To this end, we determined the Pearson correlation of all covered genes with *Chrna1* transcript at E14.5 and E18.5 diaphragms (Table S7). FeatureScatter plotting of known NMJ genes with *Chrna1* indicated that in such datasets moderate correlation can be considered as biologically significant. For example, correlation values for *Chrna1* and *Musk*, a critical determinant for central AChR patterning, was around 0.34 at both E14.5 and E18.5 (Figure 4A) (Table S7). 

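Over all spots of the 3 E14.5 controls, the Pearson correlation of log-normalized *Musk* with *Chrna1* is 0.334, rank 157 of 18652 genes, and over the E18.5 controls 0.334, rank 17 of 18198. Section by section it is 0.237, 0.454 and 0.301 at E14.5 and 0.301 and 0.384 at E18.5. When each spot is thinned to 5000 UMIs, *Musk* falls to 0.119 and 0.108, and over muscle spots alone it is 0.238 and 0.319. *Etv5* gives 0.294 and 0.46, and *Chrne* 0.0239 and 0.39.

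**Figure D4:**
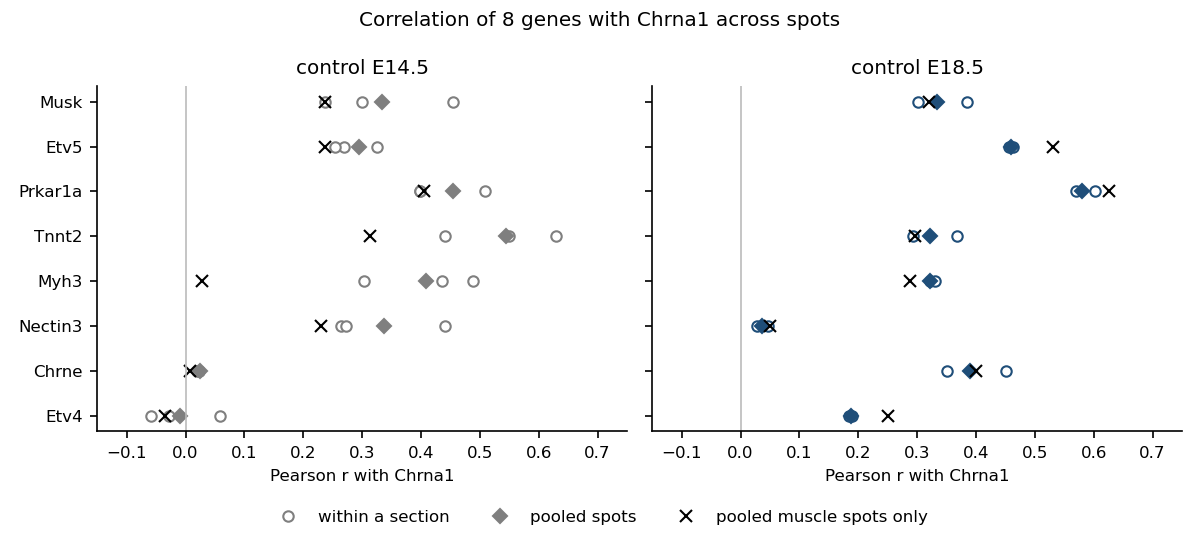
Pearson correlation (x) with *Chrna1* of *Musk*, *Etv5*, *Prkar1a*, *Tnnt2*, *Myh3*, *Nectin3*, *Chrne* and *Etv4*, with a panel for each of E14.5 and E18.5. Points show all control spots pooled, each control section, and pooled muscle spots alone. Over all pooled spots *Musk* stands at 0.334 and 0.334, *Prkar1a* at 0.454 and 0.58.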

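At E14.5 217 genes correlate with *Chrna1* above 0.3, and at E18.5 22. The 500th gene has r 0.209 at E14.5 and 0.0995 at E18.5. Within muscle spots alone the numbers above 0.3 are 26 and 27, and on spots thinned to 5000 UMIs 17 and 0. Thinning left out 84, 69 and 35 spots of E14.5 controls 1, 2 and 3 and 41 and 7 of E18.5 controls 1 and 2. Leaving out control 2 lowers the E14.5 number to 117, leaving out control 1 raises it to 327, and without E18.5 control 1 that of E18.5 is 33. Of the muscle spots thinned to this depth, 61%, 59% and 70.2% hold a *Chrna1* UMI at E14.5 and 26.9% and 26.7% at E18.5, against 40.7%, 24% and 31.2%, and 14.9% and 12.1%, of the other spots. Without thinning, 87.1%, 93% and 96.6%, and 66.6% and 71.7%, of muscle spots do.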

Due to the wide expression of *Chrna1* throughout the E14.5 diaphragm, the number of highly correlated genes was higher compared to the clearly separated domains at E18.5 (Figure S4E; Table S7), resulting from less Visium spots co-expressing *Chrna1* and other genes. Among the top 500 genes highly correlated with *Chrna1* expression, we focused our attention on the genes associated with GO terms neuron projection development and synapse (retrieved from Jax informatics at https://www.informatics.jax.org/index.shtml) because such genes expressed by muscle are expected to play potential roles in building postsynaptic structures, guiding motor axons to establish central innervation pattern and retrogradely trigger presynaptic differentiation of the motor axon terminals. 

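All 9 genes given for E14.5 lie among the 500 most correlated there, from rank 83 (*Cap2*, r 0.399) to rank 273 (*Sema6b*, 0.277). All 9 given for E18.5 do so at E18.5, from rank 14 (*Cd24a*, 0.369) to rank 436 (*Efnb1*, 0.108), and none of them does at E14.5. Of the E14.5 genes, *Cap2*, *Prkaca*, *Dag1* and *Sema6b* also lie among the first 500 at E18.5. *Map2k1*, *Prkar1a*, *Ank3*, *Lrtm1* and *Ndn* do so at both stages, *Map2k1* with 0.339 and 0.474 and *Ndn* with 0.249 and 0.283. Within muscle spots alone, *Ablim3* is at 0.122 at E14.5 and *Lrtm1* at 0.125 and 0.253. The genes were drawn by the authors from these correlations, so their ranks are not independent evidence.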

Examples of such *Chrna1*-correlated genes are: At E14.5: *Cap2*, *Prkaca*, *Ablim3*, *Nectin3*, *Itga7*, *Macf1*, *Vasp*, *Dag1*, *Sema6b*, at E18.5: *Efnb1*, *Cd24a*, *Mt3*, *Etv4*, *Metrn*, *Trak2*, *Vac14*, *Shc4*, *Sipa1l1:* and at both developmental stages: *Prkar1a*, *Map2k1*, *Lrtm1*, *Ndn*, Ank3 (Figure 4B). 

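The correlation of *Nectin3* with *Chrna1* is 0.337 at E14.5 and 0.0359 at E18.5, that of *Etv4* −0.00917 and 0.187, and that of *Prkar1a* 0.454 and 0.58. In the E18.5 center *Etv4* is higher than in the muscle between in 2 of 2 sections (log2 fold change 2.35, SE 0.11, edgeR adjusted p = 9.5e-09), and so is *Prkar1a* (1.83, SE 0.05, edgeR adjusted p = 5.6e-12). *Nectin3* changes by 0.15 in 2 of 2 sections without a call (edgeR adjusted p = 0.23). Its adjusted p runs from 3.4e-04 to 1.00 over the alternatives, and it is called with regions from the graph clusters and on library size alone. *Prkar1a* belongs to the score of the center and was tested without its own part in it.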

In Figure 4C, *Nectin3* represents an example for centrally expressed genes only at E14.5, *Etv4* only at E18.5 and *Prkar1a* at both developmental stages. In addition, these data revealed correlations of centrally expressed genes with each other, which might be suggestive of their regulation by shared upstream pathways and/or their functions in common processes. For example, at E18.5 *Ank3*, *Lrtm1*, *Chrnb1*, *Kremen1*, *Gpc4*, *Prkar2a* show high correlation with each other; *Prkar1a*, *Ache*, *Chrna1*, *Chrnd*, *Map2k1* represent another such group of correlated genes (Figure 4B, right). This novel dataset is indicative of the highly complex molecular regulation of nerve-muscle synapse formation, and it represents a valuable resource for developing testable hypotheses regarding the potential involvement of each of these molecules in neuromuscular synaptogenesis. Additionally, we considered that genes negatively correlated with *Chrna1* might also represent physiologically important genes in that exclusion of axon guidance molecules specifically from the central NMJ region might indicate their roles in determining the central innervation pattern. However, by visually inspecting the top 500 negatively correlated genes, we failed to detect even a single gene with such an expression pattern.

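Among *Ank3*, *Lrtm1*, Chrnb1, Kremen1, Gpc4 and Prkar2a, the mean Pearson correlation over the 15 pairs is 0.209 over all E18.5 control spots (lowest 0.139, highest 0.338). Among *Prkar1a*, *Ache*, *Chrna1*, *Chrnd* and *Map2k1* it is 0.512 over 10 pairs (0.402 to 0.615), and over the 30 pairs between the groups 0.162. Over muscle spots alone the first group falls to 0.102, below the 0.144 between the groups, while the second is at 0.541. The groups were chosen by the authors on these spots.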

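The 500 genes with the most negative correlation to *Chrna1* at E18.5 have r from −0.178 (*Fmod*) to −0.0718. Of the 498 that could be tested in the center against the muscle between, edgeR's quasi-likelihood test calls 34 lower and 3 higher, and 365 are called higher in the periphery. A gene kept out of the center alone would be lower in the center without being higher in the periphery, and 0 of the 498 are called so by edgeR. The list was ranked over all spots, other tissue included, so this result does not extend to genes outside it. Among those, *Chrna9* and *Pvalb* are called lower in the center by edgeR (log2 fold change −0.71 and −0.70) and are not higher in the periphery. Both change sign with regions by distance.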

**Figure 4:**
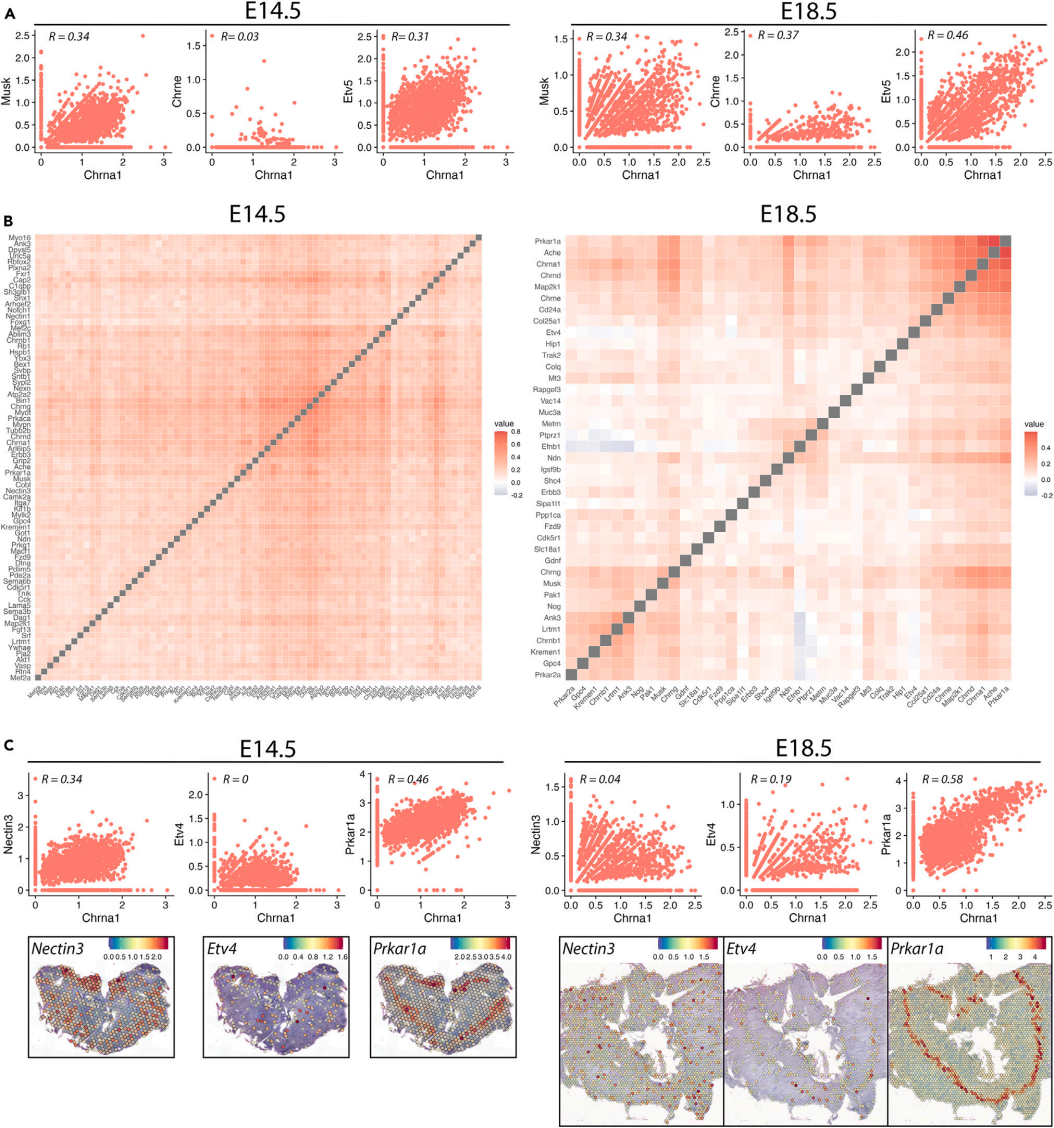
Correlation of synapse and axon genes with *Chrna1* (A) FeatureScatter plots demonstrating correlation between *Musk*, *Chrne* and *Etv5* with *Chrna1* expression levels in the E14.5 (left) and E18.5 (right) spatial dataset; each dot represents one capture spot, and the axes show the expression values of indicated genes. (B) Correlation matrix (Pearson) of genes associated with synapse development and neuron projection within the top 500 highest correlations with *Chrna1* at E14.5 (left) and at E18.5 (right). Diagonally ordered gray squares represent correlation value of 1 for the same genes. (C) FeatureScatter plots demonstrating correlation between *Nectin3*, *Etv4* and *Prkar1a* with *Chrna1* in the E14.5 (left) and E18.5 (right) spatial dataset and SpatialFeaturePlots of these genes.

### Compromised diaphragm muscle development in Ca_V_1.1^−/−^ mice

The skeletal muscle L-type calcium channel Ca_V_1.1, also known as skeletal muscle dihydropyridine receptor (DHPR), is the voltage-sensor of excitation-contraction coupling^6^ and one of the key regulators of activity-dependent processes in skeletal muscle, NMJ and tendon development.^8^^,^^53^^,^^54^^,^^55^^,^^56^^,^^57^ Its expression is specific to skeletal muscle.^58^ Despite lacking Ca_V_1.1, skeletal muscles of *dysgenic* (*mdg*/*mdg*)^59^ mice show regular spontaneous electrical activity but lack activity-dependent calcium signals and mechanical contractions.^6^ Therefore, we performed spatial transcriptomics experiments on one diaphragm each of E14.5 and E18.5 mice lacking Ca_V_1.1. 

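The section labelled CaV1.1−/− at each stage comes from a single embryo and was made and counted like the controls. The E14.5 and the E18.5 section labelled CaV1.1−/− hold 35139640 and 23949267 UMIs over 904 and 1336 spots, with 15434 and 17096 in the median spot. After the filter on UMIs 892 and 1331 spots were left, of which 491 and 813 are muscle. They split into 73 and 121 central and 73 and 114 peripheral spots, with the rest between. A region holds a fixed share of the muscle spots in each section, so a section always has a center, however its genes are spread. With no replicate, the single mutant section is assumed in edgeR to vary like the controls, and an embryo's own peculiarities cannot be separated from the genotype. UMIs of the muscle spots were compared in the fit of all 8 sections. *Cacna1s* (ENSMUSG00000026407, GRCm38 chromosome 1:136052806-136119822), which encodes CaV1.1, is still counted in the sections labelled CaV1.1−/−. It has TMM-scaled CPM of 13.4 at E14.5, against 16.5, 15 and 18.4 in controls 1, 2 and 3 (log2 fold change −0.30, SE 0.14, edgeR adjusted p = 0.34), below 3 of 3. At E18.5 it has 29.7, against 84.4 and 87.3 in controls 1 and 2 (log2 fold change −1.53, SE 0.15, edgeR adjusted p = 0.0013), below 2 of 2. RNA from this gene therefore does not settle the label of either section. Genes of the Y chromosome hold 8 and 0 UMIs in them, and 1, 9225 and 3583 in the E14.5 controls and 12922 and 9239 in the E18.5 controls. Of 14832 genes, edgeR's quasi-likelihood test calls 79 higher and 229 lower at E14.5, and 1568 higher and 2251 lower at E18.5. The sum of 308 at E14.5 is 65 without E14.5 control 3, 536 without the filter on low counts and 731 with DESeq2. The sum of 3819 at E18.5 is 2398 when only E18.5 sections labelled CaV1.1−/− and control are fitted. Scaling to the 9 muscle genes raises both most, to 4939 and 12468, because it shifts the median of all genes by 0.56 at E14.5 and 1.40 at E18.5. Without TMM, on library size alone, edgeR calls 355 at E14.5 and 7997 at E18.5, 7245 of them higher, with medians of all genes of 0.01 and 0.54. All changes given here are relative to TMM scaling, in which that median is near 0.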

We integrated the Ca_V_1.1^−/−^ datasets with the control datasets at corresponding time points (Figure S5A), then performed standard clustering workflow, and assessed the effects of disrupted excitation-contraction coupling on gene expression in developing muscle. 

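In muscle of the E14.5 section labelled CaV1.1−/−, *Chrna1* changes by 0.06 (SE 0.16, edgeR adjusted p = 0.90), inside the range of the controls. *Musk* rises by 0.56 (SE 0.15, edgeR adjusted p = 0.13), above 3 of 3. At E18.5 *Chrna1* rises by 0.72 (SE 0.17, edgeR adjusted p = 0.020) and *Musk* by 0.54 (SE 0.17, edgeR adjusted p = 0.051), each above 2 of 2 controls. The call of *Chrna1* is lost over all tissue spots, and that of *Musk* is made with DESeq2, with the filter off, on library size alone (log2 fold change 1.07) and under other alternatives, with adjusted p from 1.7e-13 to 0.35. For the spread within muscle, spots were thinned to 5000 UMIs, which left 791 of the 813 muscle spots at E18.5. Of these, 55.1% (exact binomial 95% interval 51.6 to 58.6) have a *Chrna1* UMI, and 34.3% (31 to 37.7) a *Musk* UMI. For *Musk* the controls have 543 of 3064 and 406 of 2195 thinned muscle spots. Spots outside muscle have 30.3% and 14.8% for *Chrna1* and *Musk*, and unthinned muscle spots 87.2% and 72.3%. At E14.5 thinning left 334 of 491 muscle spots in the mutant section and 513 of 549, 515 of 571 and 568 of 581 in the controls. There *Musk* is found in 40.4% of thinned spots, against 26.9%, 22.5% and 30.5% in the controls. The center holds 35.9% of the *Chrna1* UMIs of muscle at E18.5, against 48% and 50.8% in controls 1 and 2, and at E14.5 31.2%, against 32.1%, 29.9% and 23.2%.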

Ca_V_1.1 depletion resulted in increased expression of the synaptic markers *Musk* and *Chrna1* (Figures 5A and 5B), which are suppressed by muscle activity in extrasynaptic regions of developing skeletal muscles.^55^^,^^56^^,^^60^ In Ca_V_1.1^−/−^ diaphragm at E18.5 but not E14.5 *Chrna1* and *Musk* expression was no longer restricted to the center of the muscle fibers, but broadly expressed in Ttn-expressing capture spots, which represent skeletal muscle (Figures 5A and S5B).

**Figure 5:**
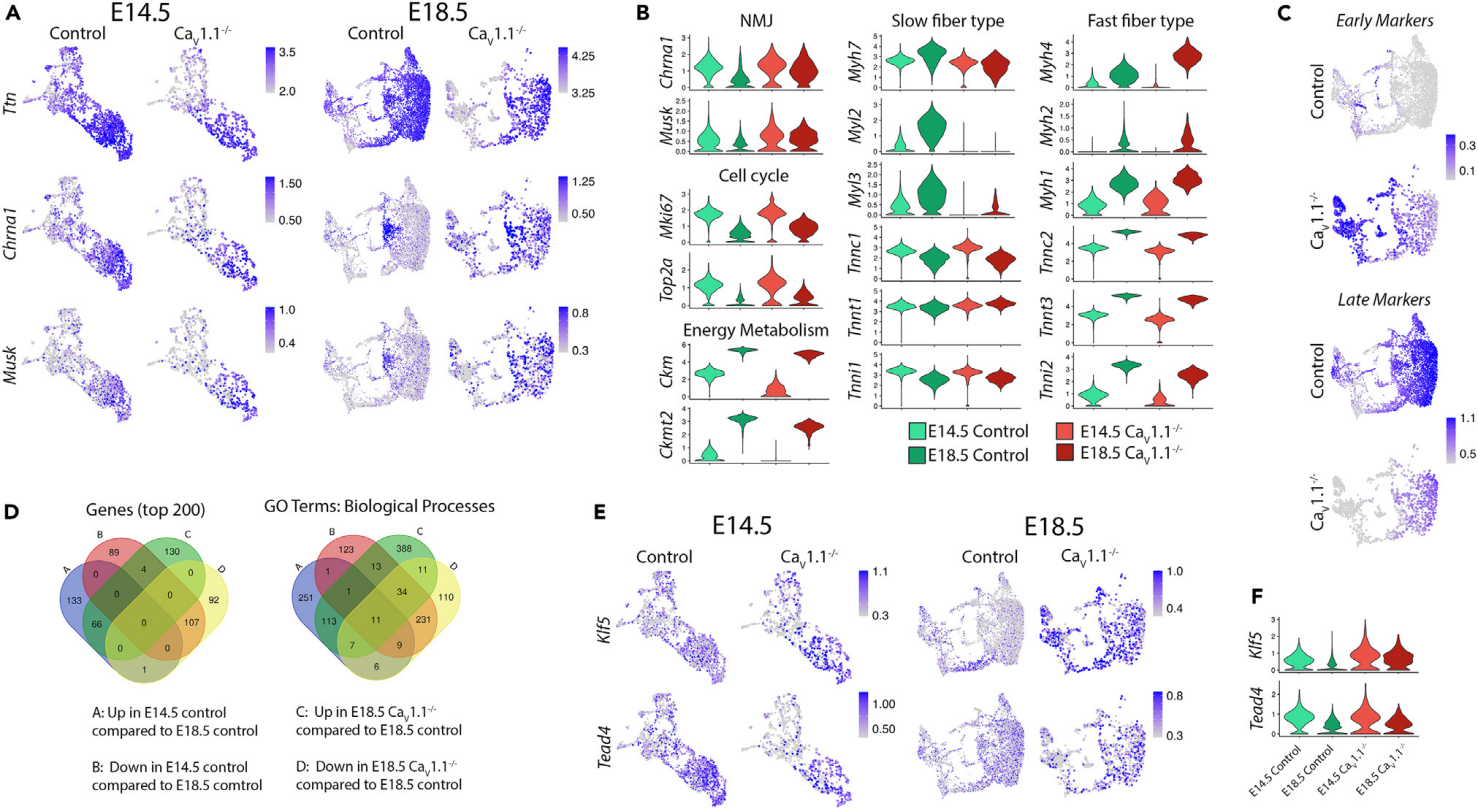
Spatial transcriptomics reveals aberrant regulation of myogenic genes in Ca_V_1.1^−/−^ mice (A) FeaturePlots showing expression of *Ttn* (muscle), *Chrna1* and *Musk* (NMJ) displayed by UMAP in control and Ca_V_1.1^−/−^ integrated dataset at E14.5 (left) and E18.5 (right). (B) Violin plots showing expression of representative genes differentially expressed in control and Ca_V_1.1^−/−^ samples at E14.5 and E18.5. Y axis indicates expression level. (C) FeaturePlots of module scores of muscle differentiation markers displayed by UMAP in E18.5 control and Ca_V_1.1^−/−^ integrated dataset show increased expression of early markers (top) and a decreased expression of late markers (bottom) in Ca_V_1.1^−/−^ muscles. (D) Venn diagrams of top 200 DEGs genes and GO terms for these genes between E14.5 control and E18.5 control and between E18.5 Ca_V_1.1^−/−^ and E18.5 control muscles indicate more shared genes and GO terms for upregulated genes in E18.5 Ca_V_1.1^−/−^ with E14.5 control muscle and for downregulated genes in E18.5 Ca_V_1.1^−/−^ with E18.5 control muscle. (E) FeaturePlots showing expression of *Klf5* and *Tead4* displayed by UMAP in control and Ca_V_1.1^−/−^ integrated dataset at E14.5 (left) and E18.5 (right). (F) Violin plots of *Klf5* and *Tead4* expression in muscle clusters of E14.5 and E18.5 control and Ca_V_1.1^−/−^ spatial datasets. Y axis indicates expression level.

#### Transcriptional profile of Ca_V_1.1^−/−^ mice recapitulates truncated muscle development

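*Mki67* (ENSMUSG00000031004, GRCm38 chromosome 7:135689784-135716450) and *Top2a* (ENSMUSG00000020914, GRCm38 chromosome 11:98992947-99024199) rise by 0.08 and 0.18 in muscle of the E14.5 section labelled CaV1.1−/− (SE 0.20 and 0.15, edgeR adjusted p = 0.89 and 0.61), each above 3 of 3 controls. At E18.5 they rise by 0.50 and 0.46 (SE 0.21 and 0.16, edgeR adjusted p = 0.12 and 0.072), above 2 of 2 controls. Both are called at E18.5 without E18.5 control 1, with the muscle spots of higher muscle score only, scaled to the 9 muscle genes and on library size alone (1.04 and 1.00), with adjusted p from 2.1e-16 to 0.27 and from 8.2e-14 to 0.18 over the alternatives. As sets, the S phase and G2M genes are not called by limma's fry at either stage. Of 39 S phase and 47 G2M genes, 28 and 26 are higher at E14.5, with medians of 0.08 and 0.02. At E18.5 37 and 37 are higher, 14 and 8 of them called, with medians of 0.50 and 0.32. limma's camera gives adjusted p = 0.12 and 0.60 for the S and G2M genes at E14.5, and 1.8e-07 and 4.6e-04 at E18.5.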

Because Ca_V_1.1^−/−^ mice display aberrant muscle development^59^ and cell cycle exit is important for proper myogenesis,^61^ we analyzed cell cycle scores and expression of cell cycle markers (*Mki67*^62^ and *Top2a*^63^), all of which were found to be enhanced at both E14.5 and E18.5 (Figures 5B and S5C). This was accompanied by upregulation of genes encoding histone proteins in Ca_V_1.1^−/−^ muscle at both E14.5 and E18.5 (Table S8). Furthermore, two of the important energy metabolism genes, *Ckm* and *Ckmt2*, showed a strong reduction in the absence of Ca_V_1.1 (Figure 5B). 

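Of 37 genes of the histone clusters, 34 are higher in muscle of the E14.5 section labelled CaV1.1−/− (median log2 fold change 0.23). Of 10 histone genes outside the clusters 8 are higher, and edgeR calls 1 of these genes. At E18.5 24 of the clustered genes are higher (median 0.15, range −1.08 to 1.00), with 2 called higher and 2 called lower, and 9 of the others, with 3 called higher. Of the paper's 403 genes for the mutant at E14.5, 402 of 402 tested change in the listed direction and 115 are called. Of the 1738 genes at E18.5, 1548 of 1736 do and 767 are called. Both lists were drawn from the same sections, so these shares are not independent evidence.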

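*Ckm* (ENSMUSG00000030399, GRCm38 chromosome 7:19411094-19421583) falls in muscle of the E14.5 section labelled CaV1.1−/− to TMM-scaled CPM of 88.4 (log2 fold change −3.54, SE 0.31, edgeR adjusted p = 0.0058), below 3 of 3. *Ckmt2* (ENSMUSG00000021622, GRCm38 chromosome 13:91853386-91876923) changes by −2.84 (SE 0.35, edgeR adjusted p = 0.013), also below 3 of 3. At E18.5 *Ckm* has 10627 (log2 fold change −1.31, SE 0.28, edgeR adjusted p = 0.014), and *Ckmt2* changes by −1.50 (SE 0.31, edgeR adjusted p = 0.013), each below 2 of 2. Scaled to the 9 muscle genes, which fall too, *Ckm* turns to 0.09 at E18.5 and *Ckmt2* is not called (−0.10), while both stay called at E14.5. Of the genes with large changes at E14.5, *Yipf7* changes by −4.38 (edgeR adjusted p = 0.0088), with 12 UMIs in the mutant section and 319, 315 and 122 in controls 1, 2 and 3, and *Gadd45a* and *Fst* rise by 1.28 and 1.17 (edgeR adjusted p = 0.0055 and 0.0082), each beyond 3 of 3 controls. At E18.5 *Fst* and *Alcam* rise by 2.40 and 3.04 (edgeR adjusted p = 5.5e-04 and 5.5e-04), above 2 of 2, although their raw CPM are higher outside muscle than in it, with ratios of muscle to other spots of 0.605 and 0.352.

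**Figure D5:**
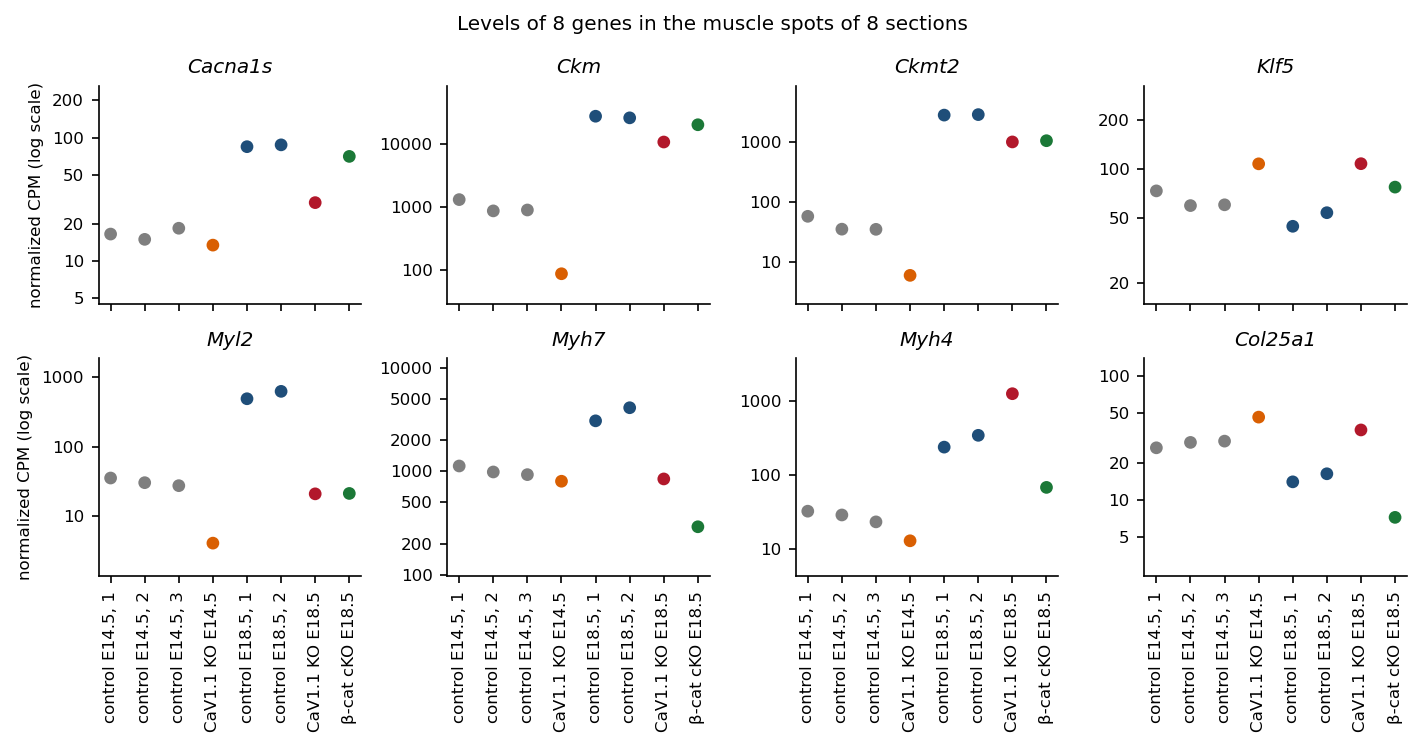
TMM-scaled CPM of 8 genes in muscle spots (log axis), 1 point per section, colored by stage and genotype. *Ckmt2* stands at 6.06 in the E14.5 section labelled CaV1.1−/− and at 58.5, 35.7 and 35.5 in the E14.5 controls.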

We hypothesized that genes that mark early or late embryonic muscle development (Table S5) would be deregulated if muscle development is delayed or truncated in Ca_V_1.1^−/−^ mice at later developmental stages. An “Early markers” module score was generated with the top 100 genes (based on avg_log2FC) whose expression declined from E14.5 to E18.5, and a “Late markers” module score was generated with the top 100 genes whose expression increased from E14.5 to E18.5 in controls. As expected, FeaturePlots for these module scores revealed an increase in early markers and a decrease in late markers in Ttn-expressing capture spots of E18.5 Ca_V_1.1^−/−^ diaphragm compared to that of E18.5 controls (Figure 5C). This is also displayed in the heatmaps for these genes (Figure S8A). 

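The 100 genes highest at E14.5 relative to E18.5 hold 34534 raw CPM in muscle of the E18.5 section labelled CaV1.1−/−, against 20640 and 18306 in E18.5 controls 1 and 2. Of these genes 80 are higher and 24 are called higher by edgeR, with a median log2 fold change of 0.29 and adjusted p = 1.9e-06 from limma's camera. Of 99 genes that are highest at E18.5, 97 are lower and 88 are called lower, with a median of −1.19 and adjusted p = 7.5e-50 from limma's camera. Scaled to the 9 muscle genes, the median of the late genes is 0.21, and after the shift of all genes by that scaling is taken off it stays negative. At E14.5 79 early genes are higher (median 0.18) and 97 late genes lower (median −0.71), 27 of them called. The lists rest on the same control sections that the mutants are compared with. limma's fry calls the late genes at E18.5, but not the early genes at E18.5 or either list at E14.5.

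**Figure D6:**
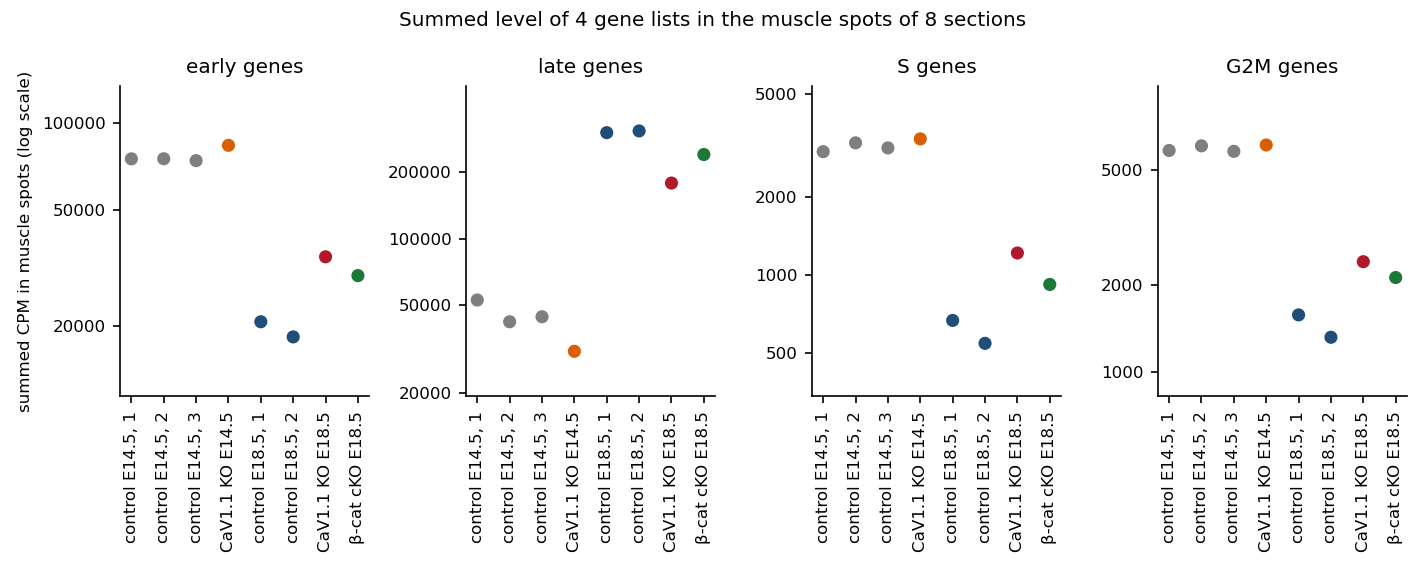
Summed raw CPM of 4 gene lists in muscle spots (log axis), 1 point per section, colored by stage and genotype. The early genes stand at 83515 and 34534 in the E14.5 and E18.5 sections labelled CaV1.1−/−.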

We performed GO analysis for the top 200 DEGs in E18.5 Ca_V_1.1^−/−^ muscles (Table S9). The biological processes GO terms for upregulated genes matched those for E14.5 compared to E18.5 controls (Figure S4B), mostly related to RNA processing. Conversely, terms for downregulated genes in E18.5 Ca_V_1.1^−/−^ muscle were similar to terms for E18.5 compared to E14.5 (Figure S4B), such as ATP metabolism and cellular respiration. 

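The terms themselves were not tested again. Instead, the genes that the paper's tables list under a term were counted. Of 17 RNA splicing and 19 mRNA processing genes, all are higher in muscle of the E18.5 section labelled CaV1.1−/−, and edgeR calls 6 and 7 of them, with medians of 0.41 and 0.39 log2. Of the genes for ATP metabolism and cellular respiration, 18 and 27 were tested, and all are lower and called, with medians of −1.22 and −1.19. These medians are smaller than the shift that scaling to the 9 muscle genes brings, and both lie below the median of all genes under either scaling. The listed genes were chosen on these sections by their change.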

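Because the E18.5 controls enter both comparisons, overlaps were read against 30 simulations with shared controls and no true change. Of the 200 genes that rise most in the E18.5 section labelled CaV1.1−/−, 63 are among the 200 that fall most from E14.5 to E18.5 (simulated 10 to 19) and 1 among the 200 that rise most (simulated 6 to 20). Of the 200 genes that fall most in the mutant, 90 are among those that rise most with age (simulated 12 to 26) and 0 among those that fall most (simulated 6 to 17). Across expressed genes the log2 fold changes of age and mutant correlate at r = −0.601 (simulated −0.0942 to 0.0107). Genes are not independent replicates, so no p is given.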

Venn diagrams also highlighted more shared genes and GO terms between upregulated genes in E18.5 Ca_V_1.1^−/−^ muscles and early (E14.5) markers, and between downregulated genes in E18.5 Ca_V_1.1^−/−^ muscles and late (E18.5) markers (Figure 5D). These data are consistent with the notion that muscle differentiation in Ca_V_1.1^−/−^ mice is truncated at the end of embryonic development, because the lack of activity-induced calcium signals and contractile activity fails to downregulate early-stage muscle genes and upregulate late-stage muscle genes during myogenesis. Additionally, consistent with the recent snRNA-seq study of E18.5 Ca_V_1.1^−/−^ hindlimb muscles,^17^ we also observed increased *Klf5* but normal *Tead4* expression in Ca_V_1.1^−/−^ diaphragm (Figures 5E and 5F; Table S8), indicating a shared activity-dependent mechanism involving Klf5 function by hindlimb and diaphragm muscles during muscle development.

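Over all genes, edgeR calls 3122 in both comparisons, of age and of the E18.5 section labelled CaV1.1−/−. Of these, 2812 change in opposite directions and 310 in the same one. At E14.5 the corresponding counts are 225 and 37. From higher early genes and lower late genes at E18.5, the paper proposes that muscle differentiation in the mutant stops short at the end of embryonic development, since early genes are not turned down and late genes not turned up without activity-induced calcium signals and contraction.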

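*Klf5* (ENSMUSG00000005148, GRCm38 chromosome 14:99298691-99313412) has TMM-scaled CPM of 108 in muscle of the E18.5 section labelled CaV1.1−/−, against 44.5 and 53.9 in controls 1 and 2 (log2 fold change 1.13, SE 0.16, edgeR adjusted p = 0.0037), above 2 of 2. At E14.5 it has 108 against 73.3, 59.6 and 60.2 (log2 fold change 0.74, SE 0.15, edgeR adjusted p = 0.057), above 3 of 3, and is called with DESeq2, without E14.5 control 1 and under further alternatives (adjusted p from 1.4e-06 to 0.25). *Tead4* changes by −0.33 at E18.5 (SE 0.17, edgeR adjusted p = 0.18) and by −0.17 at E14.5 (SE 0.15, edgeR adjusted p = 0.65).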

#### Impact of Ca_V_1.1 knockout on muscle contractile gene expressions

Ca_V_1.1 knockout also led to notable diverging changes in myosin and troponin gene expressions. Whereas slow myosin heavy and light chain genes (*Myh7*, *Myl2*, *Myl3*) appeared to be strongly downregulated in Ca_V_1.1^−/−^ diaphragm muscle, this was not the case for slow muscle type troponin genes (*Tnnc1*, *Tnnt1*, and *Tnni1*). 

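In muscle of the E18.5 section labelled CaV1.1−/−, *Myl2* stands at TMM-scaled CPM of 20.9, against 490.5 and 627 in controls 1 and 2 (log2 fold change −4.74, SE 0.25, edgeR adjusted p = 5.5e-04). *Myl3* and *Myh7* change by −3.21 and −2.09 (SE 0.31 and 0.23, edgeR adjusted p = 0.0014 and 0.0019), all below 2 of 2 controls and called under every alternative run. Of the slow troponin genes, *Tnnt1* changes by 0.08 and *Tnni1* by −0.41 (SE 0.23 and 0.22, edgeR adjusted p = 0.83 and 0.22), with *Tnni1* called over all tissue spots and without E14.5 control 1 (adjusted p from 1.8e-08 to 0.54). *Tnnc1* is lower (log2 fold change −0.77, SE 0.20, edgeR adjusted p = 0.029), below 2 of 2 controls, and loses its call without E14.5 control 3 or E18.5 control 2 and on library size alone (−0.23), where *Tnnt1* is called higher (0.61). Scaled to the 9 muscle genes, *Tnnc1* and *Tnni1* turn to 0.64 and 1.00.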

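*Myh4* rises in muscle of the E18.5 section labelled CaV1.1−/− from TMM-scaled CPM of 238 and 344 in controls 1 and 2 to 1249 (log2 fold change 2.10, SE 0.24, edgeR adjusted p = 0.0019), above 2 of 2. *Myh1* and *Myh2* change by −0.05 and −0.13 (SE 0.26 and 0.26, edgeR adjusted p = 0.90 and 0.75), and are called higher only when scaled to the 9 muscle genes, by 1.35 and 1.28. On library size alone they rise by 0.48 and 0.41 without a call, with 2141 and 56.8 raw CPM against 1226 and 1838 and 32.3 and 53.4 in the controls. The fast troponin genes *Tnnc2*, *Tnnt3* and *Tnni2* change by −1.25, −1.19 and −1.97 (SE 0.23, 0.21 and 0.21, edgeR adjusted p = 0.0089, 0.0074 and 0.0017), each below 2 of 2 controls. Under the same scaling, of which *Tnnt3* is part, *Tnnc2* and *Tnnt3* turn to 0.16 and 0.21.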

Fast muscle type troponins (*Tnnc2*, *Tnnt3*, and *Tnni2*) were slightly changed in mutant muscle, whereas fast myosin heavy chains (*Myh4*, *Myh1*, *Myh2)* showed a strong increase in expression at E18.5 Ca_V_1.1^−/−^ muscles (Figure 5B). These data indicate that these muscle fiber type genes are differentially controlled by Ca_V_1.1-dependent calcium signaling and excitation-contraction coupling.

### Effects of Ca_V_1.1 knockout on synaptogenic gene expression

Because of the established roles of Ca_V_1.1 in postsynaptic AChR clustering and patterning as well as retrograde regulation of presynaptic differentiation of the motor axons at the NMJ,^54^^,^^55^^,^^56^^,^^57^^,^^64^ we were particularly interested in identifying axon- and synapse-related genes whose expression levels and/or distribution in muscle are affected by Ca_V_1.1 function. Analysis of DEGs between NMJ clusters of control and Ca_V_1.1^−/−^ diaphragms at E18.5 followed by clusterProfiler GO (Table S10) revealed no terms related to synaptic processes and only a small number of terms related to axonogenesis for genes downregulated in Ca_V_1.1^−/−^ mice. On the other hand, a large number of upregulated genes associated with axonogenesis- and synapse-related terms were detected in Ca_V_1.1^−/−^ mice. This is consistent with the increased number, wide distribution, and the precocious maturation of NMJs accompanied by increased motor innervation in the absence of neuromuscular synaptic activity^7^^,^^65^ or Ca_V_1.1 function at E18.5.^55^ 

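In the center of the E18.5 section labelled CaV1.1−/−, compared with the center of the controls over 12934 genes, edgeR's quasi-likelihood test calls 555 genes higher and 1005 lower. The sum of 1560 is 2278 without the filter on low counts, 890 with DESeq2 and 1064 without E14.5 control 2, which shares the fit. It is 3577 on library size alone, 3111 higher and 466 lower. *Ptprz1*, *Matn4*, *Col25a1* and *Sema6b* are called, higher by 1.00, 1.69, 1.24 and 0.81 (SE 0.23, 0.24, 0.17 and 0.18, edgeR adjusted p = 0.017, 0.0013, 0.0013 and 0.016), each above 2 of 2 controls. *Chrna1* and *Musk* rise by 0.42 and 0.35 there without a call (edgeR adjusted p = 0.10 and 0.21), though *Chrna1* is called with a center of 25% of the muscle spots and without E14.5 control 1 (adjusted p from 0.0021 to 0.23), and both are on library size alone (0.81 and 0.74). *Tceal6* rises as well, by 2.03 (SE 0.23, edgeR adjusted p = 4.5e-04), above 2 of 2 controls.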

Because NMJs in Ca_V_1.1^−/−^ diaphragms become broadly scattered throughout the muscle fibers, also the genes involved in NMJ formation and motor innervation downstream of Ca_V_1.1 are expected to display a dispersed distribution pattern. Therefore, we visually inspected the distribution of synaptic genes revealed by GO analysis and genes classified as centrally expressed (Figure 4) together with *Chrna1* in order to assess their potential regulation by Ca_V_1.1 during NMJ formation. Although the thinner and narrower diaphragm muscles of dysgenic Ca_V_1.1^−/−^ mice and the related difficulty of obtaining complete horizontal sections, made it more challenging to analyze the distribution of the transcripts of interest, a number of genes associated with NMJ formation showed clearly irregular location and altered expression levels in E14.5 and E18.5 mutant muscle. A complete list of such genes with comments is provided in the Table S11; representative examples are shown in Figure 6. 

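Of 20 genes in the paper's Table S11, the ratio of the center to the muscle between center and periphery lies below both E18.5 controls for 17 in the E18.5 section labelled CaV1.1−/−, above both for 2 and between them for 1. At E14.5 8 lie below the 3 controls, 1 above and 11 within. The ratios are in log2 and of raw CPM. *Etv5* has 1.39 at E18.5, against a mean of 2.43 in the controls, *Ufsp1* 1.67 against 2.79, *Ache* 2.20 against 2.94, *Macf1* 0.08 against 0.46 and *Col25a1* 1.62 against 2.25. *Cdh13* goes the other way, with 0.39 against 0.21. By level in all muscle, *Ache* and *Ufsp1* are lower at E14.5, with −1.55 and −1.33 (edgeR adjusted p = 0.0095 and 0.022), below 3 of 3 controls, and *Ufsp1* loses its call without E14.5 control 3. *Etv5* is higher at E18.5 (log2 fold change 0.57, SE 0.14, edgeR adjusted p = 0.022), above 2 of 2, and loses its call without E18.5 control 2. *Macf1* changes by −0.03 and 0.19 at E14.5 and E18.5 (edgeR adjusted p = 0.94 and 0.37).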

The affected genes include a number of crucial players of NMJ development and function, whose distribution and/or level of expression were impacted by Ca_V_1.1 knockout at E14.5 and/or E18.5, such as *Etv5*,^22^ *Col25a1*,^66^ *Cdh13*,^67^ *Ufsp1*,^12^ *Ache*,^23^ *Macf1*,^68^ and *Musk*.^69^ In addition, this analysis also revealed several novel molecules with centrally enriched expression in controls but not Ca_V_1.1 diaphragms, such as *Map2k1*, *Sema6b*, *Lrtm1*, *Ndn*, *Efnb1*, *Matn4*, *Etv4* (Figures 6 and S5D). This differential expression pattern is suggestive of their roles in NMJ formation and their regulation by Ca_V_1.1.

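The ratio of center to the muscle between falls most for *Etv4* among these genes in the E18.5 section labelled CaV1.1−/−, to 1.14 from a control mean of 2.44 log2, and for *Efnb1* to 0.27 from 1.27. *Matn4*, *Map2k1*, *Ndn* and *Lrtm1* have 0.97, 1.22, 0.54 and 0.26, against 1.76, 1.82, 0.94 and 0.48. All of these ratios remain above 0, and *Sema6b* stays within the controls at 0.55. Over the 20 genes, the median ratio on a linear scale is 1.85, against 3.25 and 2.28 in E18.5 controls 1 and 2, and 1.31 at E14.5 against 1.53, 1.71 and 1.32. With the periphery as the reference it is 2.25 at E18.5, against 2.54 and 2.28. These ratios are compared with the range of the controls and were not tested. In the center itself *Etv4* is lower (log2 fold change −1.51, SE 0.26, edgeR adjusted p = 0.0047), below 2 of 2 controls, while *Map2k1*, *Efnb1*, *Ndn* and *Lrtm1* change by −0.17, −0.15, −0.44 and −0.21 (edgeR adjusted p = 0.58, 0.56, 0.13 and 0.34).

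**Figure D7:**
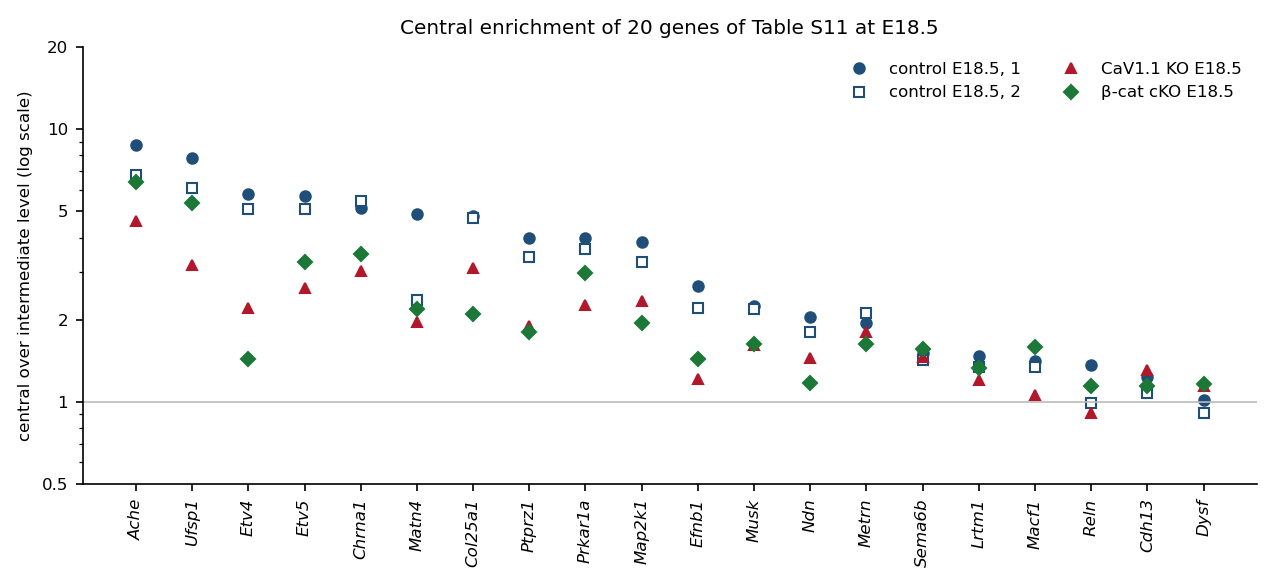
Ratio of central to intermediate level of raw CPM (log axis) for 20 genes of Table S11 in the E18.5 sections. Medians are 3.25 and 2.28 in controls 1 and 2 and 1.85 in the section labelled CaV1.1−/−.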

**Figure 6:**
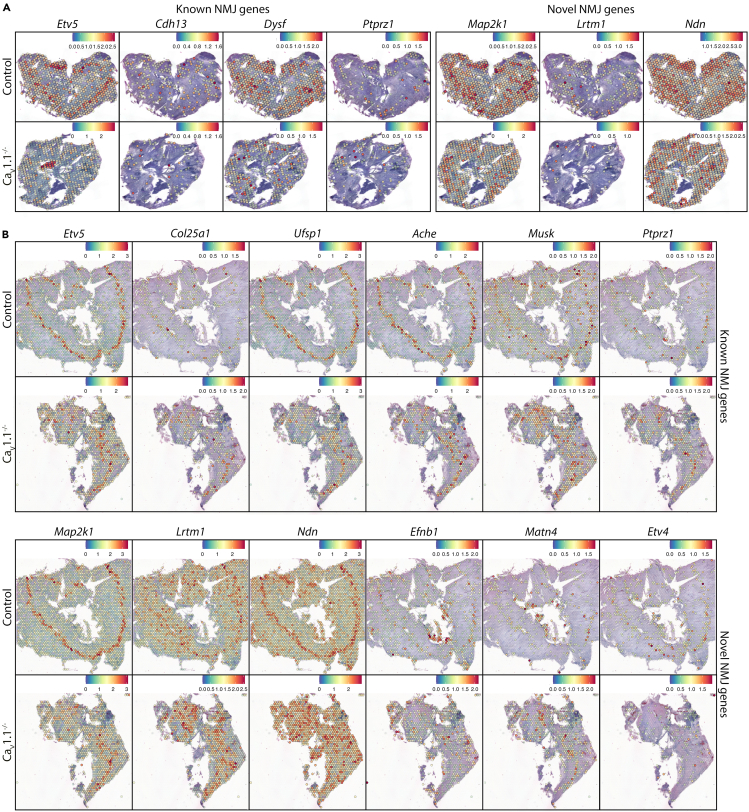
Spatial expression of synapse and axon related genes that show altered distribution by Ca_V_1.1 knockout (A) SpatialFeaturePlots demonstrating expression levels and distributions of affected genes in E14.5 control and E14.5 Ca_V_1.1^−/−^ diaphragm. (B) SpatialFeaturePlots demonstrating expression levels and distributions of affected genes in E18.5 control and E18.5 Ca_V_1.1^−/−^ diaphragm.

### Compromised muscular and neuro-muscular development in muscle-specific β-catenin knock-out mice

#### Multiple roles of β-catenin in diaphragm muscle development

We have recently shown that concomitant lack of Ca_V_1.1 and β-catenin at E18.5 leads to severe malformation of diaphragm muscle,^64^ suggesting a direct involvement of β-catenin in the regulation of muscle development. Thus, we performed spatial transcriptomics on E18.5 diaphragm from mice with conditional depletion of β-catenin in muscle tissues, (β-Cat cKO).^64^^,^^70^ We integrated two E18.5 control samples and one E18.5 β-cat cKO sample (Figure S6A), performed standard clustering and applied DEGs analysis in muscle clusters of control and β-Cat cKO samples. 

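The β-cat cKO sample is 1 Visium section of 1 embryo, from a line in which β-catenin is removed in skeletal muscle. The section labelled β-cat cKO holds 61092194 UMIs over 2166 spots, with 26872.5 in the median spot. Of 2157 spots kept, 1577 are muscle, with 224 central and 233 peripheral spots. Genes of the Y chromosome hold 8907 UMIs. Its muscle was compared with that of the same E18.5 controls in the fit of all 8 sections, and the single section is again assumed to vary like the controls. *Ctnnb1* (ENSMUSG00000006932, GRCm38 chromosome 9:120933400-120960507), the targeted gene, has TMM-scaled CPM of 96.2, against 105 and 97.4 in controls 1 and 2 (log2 fold change −0.07, SE 0.12, edgeR adjusted p = 0.77), below 2 of 2. It is also counted outside muscle, at 154 raw CPM against 81.5 in muscle. The RNA of the target therefore does not settle the label. Of 14832 genes, edgeR's quasi-likelihood test calls 471 higher and 834 lower. The sum of 1305 rises most when counts are scaled to the 9 muscle genes, to 3886, with a shift of the median of all genes by 0.52. It is 576 without E14.5 control 3, 826 without E18.5 control 2, 803 when only E18.5 sections labelled β-cat cKO and control are fitted, and 1590 with DESeq2. Without TMM, on library size alone, it is 2826, 2258 higher and 568 lower, with a median of all genes of 0.21.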

Among the top upregulated genes in β-cat cKO sample, *Chrng* captured our attention (0.74401 avg_log2FC, 5E-182 p_val_adj) (Table S12). 

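*Chrng* (ENSMUSG00000026253, GRCm38 chromosome 1:87205811-87211835) stands at TMM-scaled CPM of 234 in muscle of the section labelled β-cat cKO, against 119 and 103 in controls 1 and 2 (log2 fold change 1.08, SE 0.19, edgeR adjusted p = 0.018), above 2 of 2. Its call is lost without E14.5 control 3 or E18.5 control 2, with adjusted p from 1.1e-10 to 0.066 over the alternatives. On the scale that Seurat uses by default, the log2 of the mean of UMIs per 10000 plus 1, it rises by 0.757. Over 869 genes of the paper's Table S12, that scale gives r = 0.997 with the listed values and edgeR's log2 fold change r = 0.674. Of the 869 genes, 868 change in the listed direction and 321 are called. The list was drawn from these sections and is not independent evidence. Outside the genes the paper names, *Dcx*, *Il17b* and *Igtp* rise by 2.11, 1.55 and 1.32 (edgeR adjusted p = 0.0039, 0.011 and 0.012), above 2 of 2 controls.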

While this embryonic AChR gamma isoform was highly expressed, the mature AChR epsilon subunit *Chrne* was virtually absent in β-Cat cKO diaphragm (Figures 7A and 7B), indicating a role of β-catenin in AChR subunit switch. 

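*Chrne* holds 65 UMIs over the whole section labelled β-cat cKO, and 44 of them lie in the center, which gives 6.58 raw CPM there (exact Poisson 95% interval 4.78 to 8.83). In the E18.5 section labelled CaV1.1−/− the center has 48 raw CPM (39.7 to 57.5). Over all muscle it changes by −1.85 (SE 0.26, edgeR adjusted p = 0.0087), below 2 of 2 controls, and is not called over the muscle spots of higher muscle score only. What remains is as central as in the controls, with a log2 ratio of center to the muscle between of 3.81, against a mean of 3.76.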

Cell cycle scores (Figure S6B) and expression of cell cycle markers (*Mki67* and *Top2a*) (Figure 7B) were higher in β-cat cKO muscle, indicating a more proliferative state. This was accompanied by increased expression of developmental genes *Myog* and *Kfl5*, and decreased expression of mature muscle genes *Myh7*, *Myh4*, *Myh2*, *Myh1*, *Ckm*, and *Ckmt2* (Figure 7B). 

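In muscle of the section labelled β-cat cKO, *Mki67* and *Top2a* rise by 0.49 and 0.49 (SE 0.21 and 0.16, edgeR adjusted p = 0.19 and 0.10), above 2 of 2 controls. Both are called without E18.5 control 1, when scaled to the 9 muscle genes and on library size alone (0.71 and 0.71), with adjusted p from 1.7e-04 to 0.41 and from 5.1e-04 to 0.25. Of 39 S phase genes 36 are higher and 2 called (median log2 fold change 0.43), and of 47 G2M genes 43 are higher and 2 called (median 0.34), with adjusted p = 1.1e-07 and 3.8e-07 from limma's camera. Under limma's fry neither set is called. In summed raw CPM, the S phase genes hold 921, against 669 and 546 in controls 1 and 2, and the G2M genes 2116, against 1571 and 1314.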

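*Myh7* falls in muscle of the section labelled β-cat cKO to TMM-scaled CPM of 291, from 3060.2 and 4094 in controls 1 and 2 (log2 fold change −3.62, SE 0.26, edgeR adjusted p = 9.6e-04), below 2 of 2 and called under every alternative run. *Myh4* and *Myh2* change by −2.09 and −2.19 (SE 0.27 and 0.29, edgeR adjusted p = 0.0068 and 0.0072), below 2 of 2. *Myh1* changes by −1.03 and *Ckm* by −0.41 (SE 0.28 and 0.27, edgeR adjusted p = 0.061 and 0.39). *Myh1* is called with DESeq2, without the filter and without E14.5 control 1 or E18.5 control 1 (adjusted p from 2.5e-04 to 0.21), and *Ckm* without E14.5 control 1 (adjusted p from 0.031 to 0.60). *Ckmt2* is lower (log2 fold change −1.43, SE 0.31, edgeR adjusted p = 0.033), below 2 of 2, and loses its call without E14.5 control 3 or either E18.5 control. *Myog* rises by 0.67 (SE 0.17, edgeR adjusted p = 0.051), above 2 of 2, and is called with DESeq2, without the filter, without E14.5 control 1 and on library size alone (adjusted p from 3.1e-07 to 0.17). *Klf5* rises by 0.65 (SE 0.16, edgeR adjusted p = 0.047), above 2 of 2, and loses its call without E14.5 control 2, E14.5 control 3 or E18.5 control 1. The largest decreases among named genes are those of *Myl3* and *Myl2*, with −5.96 and −4.72 (edgeR adjusted p = 4.9e-04 and 2.5e-04), below 2 of 2.

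**Figure D8:**
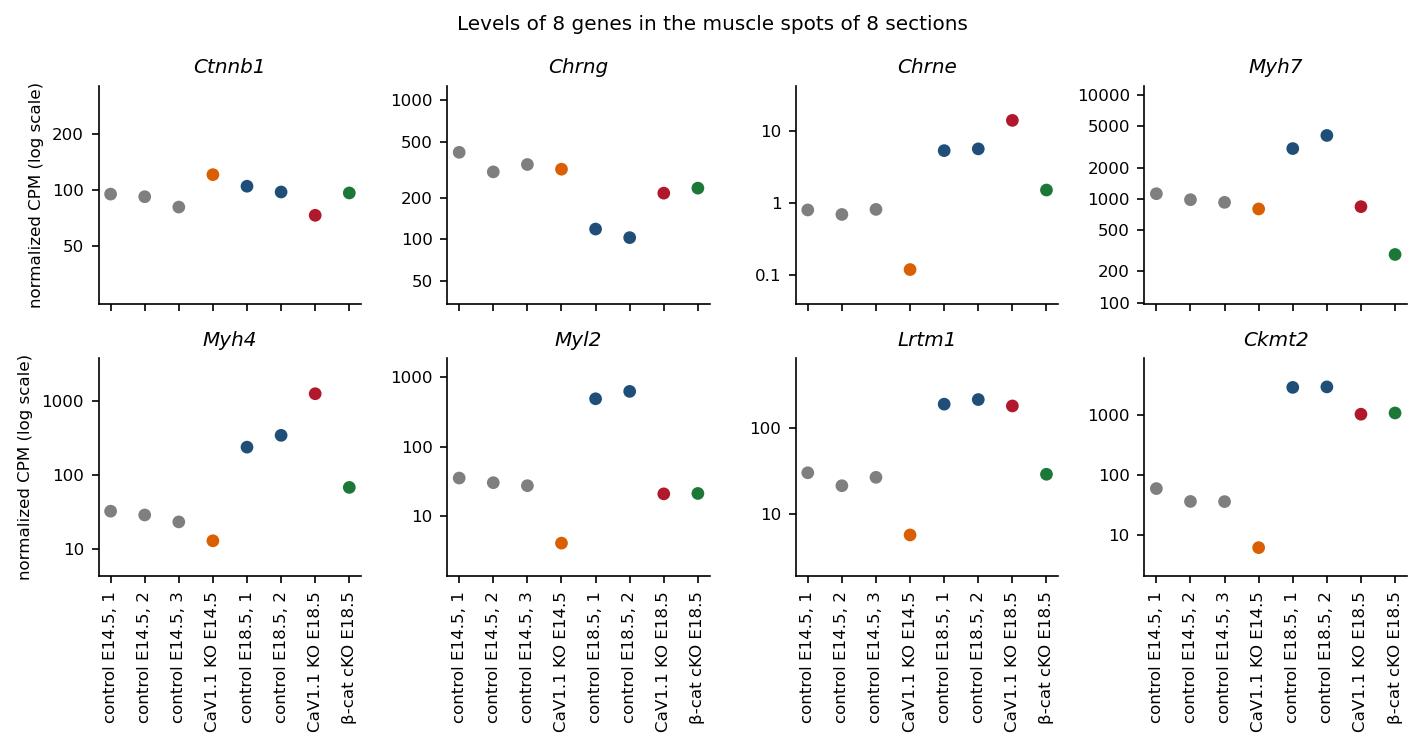
TMM-scaled CPM of 8 genes in muscle spots (log axis), 1 point per section, colored by stage and genotype. *Myl2* stands at 21.2 in the section labelled β-cat cKO, and *Myh7* at 291 against 3060.2 and 4094 in the E18.5 controls.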

Early markers were increased, and late markers were decreased in E18.5 β-cat cKO compared to control samples (Figures S6B and S8B). 

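The section labelled β-cat cKO holds 29750 raw CPM of the 100 early genes in muscle. Of these genes 100 are higher than in the E18.5 controls and 12 are called (median log2 fold change 0.40, adjusted p = 2.2e-17 from limma's camera). Of 99 late genes 96 are lower and 36 called (median −0.64, adjusted p = 6.5e-28 from limma's camera). Neither list is called by limma's fry. Of the 200 genes that rise most, 80 are among the 200 that fall most with age (simulated with shared controls and no true change, 8 to 25), and of the 200 that fall most, 88 are among those that rise most with age (simulated 8 to 24). Across expressed genes the changes correlate with those of age at r = −0.643 (simulated −0.0781 to 0.00199).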

GO analysis for 328 downregulated genes revealed association mostly with energy metabolism (Tables S12 and S13). 

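Of the genes that Table S13 lists under the respiratory electron transport chain, 24 of 34 are called lower by edgeR in the section labelled β-cat cKO, and of those under ATP synthesis driven by the proton motive force 20 of 32. Their medians are −0.71 and −0.64 log2. Muscle contraction has 22 of 43 called lower, and muscle system process 25 of 53. The remaining genes are lower without a call. The listed genes were chosen on these sections.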

Type I muscle genes were considerably reduced in costal diaphragm but not in crural diaphragm of β-cat cKO and accompanied by a strong reduction in *Myh7* in costal diaphragm (Figure 7C). This indicates the involvement of β-cat cKO in the specification of the slow myogenic program in costal diaphragm, but not in crural diaphragm. Most of the spots that expressed markers for immature muscle and early myofibrillogenesis, were located in the dorsal part of the costal diaphragm in the mutant (Figure 7D, left column). The characteristic localization of genes marking the ventral diaphragm cluster in controls (such as *Myog*, *Myh3*, *Csrp3*, *Flnc*, *Nrap*) (Figure 7D) and mature muscle markers such as (*Ckm*, *Ckmt2*, *Atp2a1*) (Figure S6C) and corresponding early and late markers (Figure S6D, left) appeared to be disrupted in the β-cat cKO, emphasizing delayed muscle development in these mice. Seurat cell cycle modules did not show regional alterations (Figure S6D, right), indicating that the disrupted dorsoventral maturity pattern in the mutant diaphragm was not due to an increased proliferative state in the absence of muscle β-catenin. Additionally, central accumulation of *Myh3* mRNA was not observed in the mutant (Figure 7D). 

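In the section labelled β-cat cKO, *Myh3* has a log2 ratio of center to the muscle between of 0.38 in raw CPM, which is above 0 and below the 0.75 and 0.77 of the E18.5 controls. For *Tnnt2* the ratio is 0.66, between the 0.66 and 0.68 of the controls. The E18.5 section labelled CaV1.1−/− has 0.88 for *Myh3*. The Pearson correlation of *Myh3* with *Chrna1* in the section labelled β-cat cKO is 0.376 over muscle spots outside the periphery, against 0.371 and 0.367 in the controls, and 0.412 over all spots, against 0.322 and 0.331. Over all muscle spots it is lower, 0.251 against 0.298 and 0.279.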

Altogether, the spatial gene expression profile of the β-cat cKO diaphragm points to a massive dysregulation of muscle development, including the loss of AChR subunit switch, regulation of energy metabolism, fiber type specification and the failure to establish the dorsoventral expression pattern in the mouse diaphragm in the absence of β-catenin.

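Changes in both mutants at E18.5 were compared as well. Of the genes called in both, 760 change in the same direction and 44 in opposite ones in the sections labelled CaV1.1−/− and β-cat cKO. The correlation over all genes is r = 0.215, no more than shared controls give (simulated 0.219 to 0.301), and over expressed genes r = 0.501 (simulated 0.174 to 0.444). *Chrne* and *Myh4* set the mutants apart, being higher in the E18.5 section labelled CaV1.1−/− by 3.21 and 4.19 (edgeR adjusted p = 0.0018 and 0.0012, 1 section each). From the receptor subunits, the metabolic genes, the fiber type genes and the dorsoventral pattern, the paper reads its profile as pointing to a broad misregulation of muscle development without β-catenin.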

**Figure 7:**
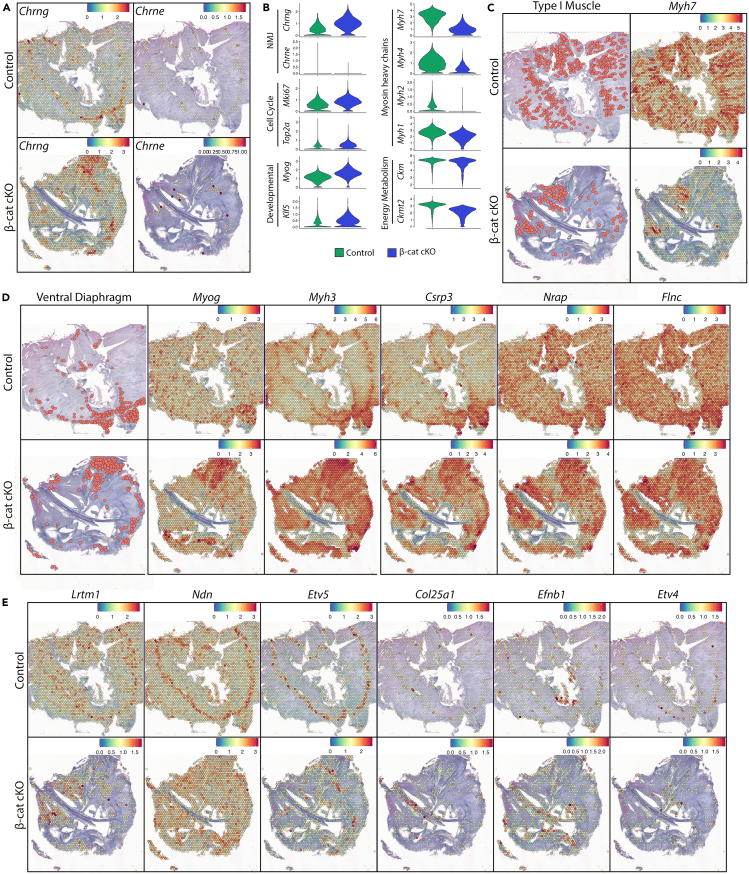
Spatial regulation of gene expression by β-catenin (A) SpatialFeaturePlots demonstrating expression levels and distributions of *Chrng* and *Chrne* in E18.5 control and E18.5 β-cat cKO diaphragms. (B) VlnPlots of expression levels of selected representative genes in clusters annotated as muscle in control and β-cat cKO diaphragm. Y axis indicates expression level. (C) Distribution of “Type I Muscle” cluster (left) and *Myh7* (right) expression in E18.5 control and β-cat cKO diaphragm shows a drastic reduction of slow muscle cluster and *Myh7* expression in costal diaphragm of β-cat cKO samples. (D) Distribution of “Ventral Diaphragm” cluster and expression of associated genes (*Myog*, *Myh3*, *Csrp3*, *Nrap*, *Flnc*) in E18.5 control and β-cat cKO diaphragm show the aberrant localization of the ventral diaphragm cluster and associated genes in the mutant muscle. (E) SpatialFeaturePlots demonstrating expression levels and distributions of synaptogenic genes in E18.5 control and β-cat cKO diaphragm.

#### Synaptogenic gene expression controlled by β-catenin

The other process where β-catenin plays a pivotal role in muscle is NMJ formation^70^ and we have shown that β-cat cKO cooperates with Ca_V_1.1 to regulate AChR clustering and motor innervation.^64^ Thus, we explored how knockout of β-catenin affected the expression and/or distribution of genes potentially involved in NMJ formation, by analyzing DEGs between NMJ clusters of control and the mutant diaphragm (Table S14) and performed GO analysis to extract genes involved in axonogenesis and synapse organization, neuron projection development and synapse using clusterProfiler (Jax informatics at https://www.informatics.jax.org/index.shtml). 114 genes were up- and 49 genes were downregulated in the NMJ cluster of β-cat cKO muscle (Figure S7A). 

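Between the center of the section labelled β-cat cKO and that of the controls, edgeR's quasi-likelihood test calls 484 genes higher and 950 lower, of 12934 tested. The sum of 1434 is 2085 without the filter on low counts, 659 with DESeq2 and 884 without E14.5 control 2, which shares the fit. On library size alone edgeR calls 1597 higher and 626 lower, so that the balance of both directions depends on the scaling. The paper's Table S14 lists 572 genes as higher and 362 as lower, before its selection by GO terms. Of the 927 that could be tested, 926 change in the listed direction and 538 are called, on the sections the list was drawn from. Outside the named genes, *Col19a1* rises by 2.73 (SE 0.22, edgeR adjusted p = 3.4e-05), above 2 of 2 controls.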

Among the genes upregulated in E18.5 β-cat cKO, only *Chrna1* and *Chrng* were expressed in the central muscle domain. On the other hand, many of the genes downregulated (such as *Lrtm1*, *Ndn*, *Etv5*, *Col25a1*, *Mt3*, *Trak2*, *Metrn*, *Map2k1*, *Ank3*, *Ache*) in E18.5 β-cat cKO were expressed in the central region (Figures 7E and S7B). This suggests that β-catenin largely possesses a gene expression promoting activity rather than a suppressing activity on the NMJ-specific transcription in subsynaptic nuclei. 

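In the center of the section labelled β-cat cKO, *Lrtm1* falls to TMM-scaled CPM of 37.5, from 248 and 267 in controls 1 and 2 (log2 fold change −2.78, SE 0.15, edgeR adjusted p = 3.0e-06), and *Col25a1* to 11.1 from 37.2 and 41.7 (log2 fold change −1.83, SE 0.21, edgeR adjusted p = 4.4e-04), each below 2 of 2. *Mt3*, *Metrn*, *Map2k1*, *Ache*, *Ank3*, *Ndn*, *Etv5* and *Trak2* are called as well and lie below 2 of 2, with −2.38, −1.09, −0.96, −0.89, −0.87, −0.86, −0.79 and −0.76 (edgeR adjusted p = 1.9e-04, 0.0022, 0.0078, 0.0066, 0.0054, 0.0096, 0.026 and 0.035). *Etv5* loses its call without E14.5 control 2 or E18.5 control 1, and *Trak2* without E14.5 control 2 or E18.5 control 2, with DESeq2, with a center of 25% of the muscle spots and on library size alone. Of the receptor genes, *Chrng* rises by 1.03 (SE 0.18, edgeR adjusted p = 0.0057), above 2 of 2, and *Chrna1* by 0.23 without a call (edgeR adjusted p = 0.40). In all muscle *Chrna1* rises by 0.49 (edgeR adjusted p = 0.12) and is called with DESeq2 and on library size alone (0.71, adjusted p from 3.6e-04 to 0.46 over the alternatives). Of 20 genes of Table S11, 15 have a ratio of center to the muscle between below both controls, 3 above both and 2 between them.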

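*Slit2* (ENSMUSG00000031558, GRCm38 chromosome 5:47981291-48307735) stands at 14.2 and 14.2 raw CPM in the center of E18.5 controls 1 and 2, at 14.2 and 11.9 in the muscle between and at 44.1 and 36.7 outside muscle. In muscle of the section labelled β-cat cKO it changes by 0.27 (SE 0.16, edgeR adjusted p = 0.35), and in its center by 0.55 (SE 0.16, edgeR adjusted p = 0.054). The center is called without the filter on low counts, with a share of 25% of the muscle spots and on library size alone (0.74), with adjusted p from 0.014 to 0.44.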

Although expression of *Slit2* was proposed to be a muscle-derived signal for motoneuron differentiation downstream of β-catenin expressed in the muscle center of mouse diaphragm,^71^ we failed to detect such a distribution or regulation by β-catenin (Figure S7C). On the other hand, comparison with the spatial transcriptomics data from Ca_V_1.1^−/−^ diaphragm, (Figures 6, 7E, and S7B) revealed hitherto unnoticed molecules that are regulated by both β-catenin and Ca_V_1.1, such as *Lrtm1*, *Ndn*, *Etv5*, *Col25a1*, *Efnb1*, *Etv4*. 

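In the centers of the sections labelled CaV1.1−/− and β-cat cKO at E18.5, 513 genes are called in the same direction and 42 in opposite ones. Of the named genes *Etv4* is lower in both (−1.59 in the β-cat cKO, edgeR adjusted p = 0.0013), below 2 of 2 controls, and *Col25a1* goes in opposite directions. *Ndn*, *Lrtm1* and *Etv5* are called in the center of the section labelled β-cat cKO alone. *Efnb1* changes there by −0.44 (edgeR adjusted p = 0.067) and is called without the filter on low counts (adjusted p from 0.048 to 0.47). Over all muscle the section labelled CaV1.1−/− lies above the one labelled β-cat cKO by 2.62 for *Lrtm1* and 0.99 for *Etv5* (edgeR adjusted p = 0.0016 and 0.015, 1 section each), while *Ndn* is not called (0.08, edgeR adjusted p = 0.85). At E14.5, *Lrtm1* (log2 fold change −2.17, SE 0.23, edgeR adjusted p = 0.0082) and *Ndn* (log2 fold change −1.06, SE 0.20, edgeR adjusted p = 0.048) are called lower in muscle of the section labelled CaV1.1−/−, below 3 of 3 controls each. *Ndn* loses that call without E14.5 control 2 or 3. In the E18.5 section labelled CaV1.1−/−, *Efnb1* rises over all muscle (log2 fold change 0.39, SE 0.10, edgeR adjusted p = 0.029), above 2 of 2 controls, and loses its call in most of the fits without 1 control.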

Since β-catenin and Ca_V_1.1 cooperate in multiple ways in regulating distinct features of NMJ formation,^64^ the data revealing the impact of β-catenin and Ca_V_1.1 on expression levels and patterns of these centrally expressed genes provide valuable leads for studying how NMJ formation is regulated by these two key regulators of muscle development.

## Discussion

This study reports the first spatially resolved transcriptomic data on embryonic (E14.5) and fetal (E18.5) mouse diaphragm muscle, as a primary model system for studying the mechanisms of neuro-muscular junction formation. We retrieved horizontally discernable domains of muscle, NMJ, MTJ and tendons, all of which were resolved in respective spatial gene expression patterns. Based on differential expression patterns, the muscle tissue could be further sub-divided into costal and crural muscles, as well as in radially (along the longitudinal axes of the muscle fibers) and dorsoventral regions of costal diaphragm, revealing functionally specialized domains and a spatial progression of muscle differentiation. Comparison of the spatial gene expression patterns with embryonic and/or fetal diaphragm muscles of transgenic mouse models with a global depletion of Ca_V_1.1^−/−^ and a muscular depletion of β-catenin, as key regulators of muscle development and NMJ formation, recapitulated known deficits in muscle development and NMJ formation in mutant mouse diaphragm and revealed new differentially expressed candidate genes possibly involved in the spatiotemporal regulation of these processes.

In recent studies, global gene expression profiles emerged from single nucleus RNA and ATAC sequencing in embryonic, fetal and adult muscle and spatial transcriptomics in adult limb muscle.^10^^,^^11^^,^^12^^,^^13^^,^^14^^,^^17^^,^^72^ While these studies provide highly valuable information on the regulation of myogenesis and muscle differentiation by sequentially active transcription factors and programs, they cannot provide information on the spatial progression of these processes, both laterally in different muscle regions and longitudinally along the length of the myofibers. Our datasets assessing murine developing diaphragm muscles enabled us to characterize spatial transcriptomic differences between the embryonic and fetal developmental stages. While immature muscle regions, characterized by the canonical marker *Myh3*, were preferentially located in the peripheral regions of the muscle (i.e., the ends of the muscle fibers) at E14.5, clusters with corresponding expression profiles and associated genes, such as *Csrp3*, *Flnc*, and *Nrap*, were restricted to ventral diaphragm at E18.5. Second, separation of muscle clusters into clusters with specific type I and IIb fiber type expression profiles is only observed at the fetal stage. Third, some synapse formation- and neuron projection-related genes display high spatial correlation with the nicotinic acetylcholine receptor gene *Chrna1* only at E14.5 and others at E18.5. Such dynamic changes of gene expression patterns between E14.5 and E18.5 show that the complex regulation of muscle differentiation and its role in the formation of NMJ with motor nerves needs to consider both, developmental and spatial regulation.

The interplay of different signaling pathways is illustrated by the effects of Ca_V_1.1 or β-catenin knockouts on gene expression for myogenesis.^64^ Our current data demonstrate that at late embryonic/fetal development, both mutants fail to show the down- and upregulation of genes associated with muscle differentiation in control diaphragm. The central function of Ca_V_1.1 in activity-dependent muscle differentiation is well-known and our spatial transcriptomics analysis recapitulated some of the striking features, like the failed downregulation of synapse-specific genes in extra-synaptic muscle regions. Also, the role of β-catenin in muscle development has been suggested previously and that the two regulatory pathways clearly cooperate with one another. Although initial characterization of β-cat cKO mice reported normal gross muscle morphology,^70^ overexpression of β-catenin leads to formation of ectopic muscle tissues in central tendon of the diaphragm,^73^ indicating the direct involvement of β-catenin in the myogenesis of the diaphragm. Moreover, the concomitant knockout of Ca_V_1.1 or β-catenin results in severe muscle developmental defects at E18.5.^64^ Our current data suggest that multiple and unexpected aspects of myogenesis are controlled by β-catenin. Localization of the developmentally less matured clusters, classified as ventral diaphragm in controls, is disrupted in β-cat cKO mice, suggesting a role of β-catenin in establishing the dorsoventral patterning of the diaphragm. Wnt/β-catenin signaling is well-known to be involved in positional tissue patterning^74^ and our data indicate a novel regulation of such process in muscles by β-catenin. Moreover, the absence of β-catenin leads to substantial reduction in slow type I fiber cluster. Surprisingly, this reduction is seen only in costal diaphragm, while crural diaphragm is protected from it. Why these two muscle domains are affected differentially by β-catenin knockout warrants further investigation. The finding that *Lrtm1* expression is strongly reduced in the costal but not in the crural domain of β-cat cKO diaphragm (Figure 7E), makes it a strong candidate for a downstream effector of β-catenin signaling for slow muscle development. Indeed, a recent study reported a role of *Lrtm1* in muscle development.^75^ Additionally, it has been elegantly documented that Pax7-driven deletion of β-catenin affects secondary myotube formation in the limb.^76^ 

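*Lrtm1* (ENSMUSG00000045776, GRCm38 chromosome 14:29018208-29033642) has TMM-scaled CPM of 28.9 over all muscle of the section labelled β-cat cKO, against 187 and 211 in E18.5 controls 1 and 2. It is lower there (log2 fold change −2.78, SE 0.21, edgeR adjusted p = 0.0012), below 2 of 2 and called under every alternative run.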

Consistent with this, central enrichment of *Myh3* expression, an indication of secondary myotube formation associated with motor innervation, was not detected in β-cat cKO diaphragm. This observation strongly suggests that β-catenin contributes to the initiation of the secondary myotube formation at the central muscle domain of the diaphragm. However, this and other observed defects in β-cat cKO diaphragm, such as AChR subunit switch, might be an indirect consequence of reduced motor innervation in the mutant diaphragm^64^^,^^70^ and can be resolved in future studies. Altogether, the spatial transcriptional profile of β-cat cKO diaphragm provides novel perspectives for future studies on regulation of diaphragm muscle development by β-catenin.

During embryonic development, NMJs are formed by spatio-temporally regulated molecular mechanisms. Prior to nerve arrival, muscle-intrinsic mechanisms concentrate AChRs and MuSK at the centrally located prospective synaptic regions, to which motor axons are guided. Arrival of the nerve provides signals to regulate the innervation-dependent fine-tuning of this NMJ patterning. At the same time, muscle-derived retrograde signals control axon pruning and presynaptic differentiation, such as the concentration of synaptic vesicles at the active zones, in register with postsynaptic structure.^4^ However, it is not known to what extent molecular mechanisms are shared by these consecutive steps of NMJ development. For example, prior to innervation LRP4/MuSK signaling determines the pre-patterning of AChRs and other NMJ proteins in the center of the muscle fibers. After innervation this signaling mechanism is enhanced by nerve-derived agrin secreted at the NMJ, whereas spontaneous and nerve-induced muscle activity and calcium signaling keep AChR and MuSK expression spatially in check.^77^^,^^78^ Conversely, a multiplicity of retrograde signals from muscle to nerve are thought to control the guidance of the motor axon to the synaptic zones, the accumulation of the presynaptic molecules and structures at the nerve terminals, as well as synapse elimination. In order to identify these regulatory mechanisms, it is important to explore the expression of which molecules are spatio-temporally regulated in muscle during early and late stages of NMJ formation. Our spatial transcriptomics datasets provide such information comprehensively by reporting gene expression that are spatially correlated with *Chrna1* at E14.5 and E18.5. Notably, some molecules are indeed spatially co-expressed with AChRs at both time points, suggestive of their functions during initial and later steps of the NMJ formation. On the other hand, other molecules showed clear differences in their early and late expression patterns. For example, *Etv4*, which belongs to the Pea3 transcription factor family and plays a role in retrograde signaling during axonal growth,^79^ is centrally expressed specifically at E18.5, suggesting its function as a transcriptional factor in subsynaptic nuclei during later steps of NMJ formation.

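*Etv4* (ENSMUSG00000017724, GRCm38 chromosome 11:101769747-101785310) has a log2 ratio of center to the muscle between of 2.35 and 2.53 in the E18.5 controls, and from −0.49 to −0.15 in the 3 E14.5 controls, in raw CPM. In the E18.5 section labelled β-cat cKO it is 0.52.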

Datasets from Ca_V_1.1^−/−^ and β-cat cKO diaphragms represent additional sources of information for a better understanding of NMJ development since these molecules play diverse roles during NMJ formation. We have recently shown that lack of either Ca_V_1.1 or β-catenin results in smaller AChR clusters distributed over a wider region of muscle fibers at E14.5, whereas at E18.5 AChR clusters are larger in Ca_V_1.1^−/−^ diaphragms and normal in β-cat cKO diaphragms. On the other hand, the roles of Ca_V_1.1 and β-catenin in postsynaptic muscle counteract each other in the retrograde regulation of presynaptic motor nerve branching.^64^ Therefore, molecules whose expressions are impacted by both Ca_V_1.1 and β-catenin knockout, might represent strong candidates as regulators of NMJ formation downstream of Ca_V_1.1 and β-catenin. For example, *Col25a1* expression in muscle is regulated by activity and required for motor innervation.^66^ 

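*Col25a1* (ENSMUSG00000058897, GRCm38 chromosome 3:130180358-130599884) has TMM-scaled CPM of 36.8 in muscle of the E18.5 section labelled CaV1.1−/−, 7.19 in the section labelled β-cat cKO and 14 and 16.2 in E18.5 controls 1 and 2. This is a rise in the first (log2 fold change 1.29, SE 0.14, edgeR adjusted p = 0.0017), above 2 of 2, and a fall in the other (−1.07, SE 0.15, edgeR adjusted p = 0.0087), below 2 of 2. The fall is not called when counts are scaled to the 9 muscle genes. The section labelled CaV1.1−/− lies above this one by 2.35 (edgeR adjusted p = 0.0011, 1 section each, so that the p rests on the spread of the controls). At E14.5 the gene rises by 0.72 in the section labelled CaV1.1−/− (SE 0.13, edgeR adjusted p = 0.037), above 3 of 3 controls, and is not called without any 1 of the E14.5 controls or on library size alone. The log2 ratio of center to the muscle between is 1.07 in the β-cat cKO section, below the 2.24 and 2.26 of the controls.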

Here, we show that *Col25a1* is overexpressed, and its distribution is disrupted in Ca_V_1.1^−/−^ diaphragm, but *Col25a1* is downregulated in β-cat cKO diaphragm. Therefore, molecular mechanisms for motor innervation may include a counteractive regulation of *Col25a1* expression by Ca_V_1.1 and β-catenin, in order to determine both, sufficient innervation and its correct pattern. Such opposing transcriptional regulation by Ca_V_1.1 and β-catenin, also demonstrate the specificity of the two signaling pathways in regulating muscle differentiation as opposed to their common action of delaying development. Dysregulated expression of *Etv5* might also contribute to the defects observed in both Ca_V_1.1^−/−^ and β-cat cKO diaphragms. Our data demonstrate a regulation of *Etv5*, which has been shown to be an important transcriptional regulator of NMJ genes including AChR subunits and MuSK.^22^ Moreover, T-cadherin has been reported to have an inhibitory effect on motor axon growth,^67^ and we have observed a strong downregulation of T-cadherin (*Cdh13*) expression in Ca_V_1.1^−/−^ diaphragms at E14.5. 

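*Cdh13* (ENSMUSG00000031841, GRCm38 chromosome 8:118140017-119324929) has TMM-scaled CPM of 8.93 in muscle of the E14.5 section labelled CaV1.1−/−, against 20.8, 15.8 and 16.7 in controls 1, 2 and 3 (log2 fold change −0.99, SE 0.17, edgeR adjusted p = 0.037), below 3 of 3. The call is lost without E14.5 control 3 and when counts are scaled to the 9 muscle genes. At E18.5 it changes by −0.36 (SE 0.15, edgeR adjusted p = 0.12) and is called without E14.5 control 1 and over all tissue spots (adjusted p from 3.2e-04 to 0.75).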

Reduction of such an inhibitory cell adhesion molecule in Ca_V_1.1^−/−^ diaphragms might also contribute to the unrestricted motor nerve branching and innervation observed in *dysgenic* mice. It is important to note that activity-dependent regulation of AChR clustering and motor innervation is largely mediated by Ca_V_1.1. Mice lacking Ca_V_1.1 function or Ca_V_1.1-driven calcium signaling mimic most of the defects observed in mice where neuromuscular synaptic or muscle activity is blocked.^7^^,^^55^^,^^56^^,^^57^^,^^65^ Yet lack of Ca_V_1.1 function leads to even increased muscle’s electrical activity.^55^ Calcium is the only secondary messenger that is able to translate electrical activity into cellular response and L-type calcium channels are well-known for their roles in coupling excitation with transcription. Thus, our datasets from Ca_V_1.1^−/−^ mice are more generally applicable to activity-dependent transcriptional regulation during myogenesis and neuromuscular synaptogenesis.

In conclusion, our spatial transcriptomics datasets deliver a powerful resource of the first spatially resolved global gene expression in the embryonic and fetal muscle in the mouse embryo. Moreover, it presents evidence for regional changes of gene expression patterns in the developing diaphragm (center vs. periphery, costal vs. crural, dorsal vs. ventral). Together with data from mice lacking critical regulators of myogenesis and neuromuscular synaptogenesis (Ca_V_1.1 and β-catenin), this report provides valuable insights and numerous testable hypothesis for the future investigations on muscle and NMJ development.

### Limitation of the study

Current technology does not allow spatial transcriptomics analysis at single cell resolution. Therefore, the clusters identified in this study captured transcripts from multiple cell types, which also resulted in several undefined clusters in the small E14.5 diaphragm. Nonetheless, this does not prevent us to spatially resolve the main anatomical structures and domains of the diaphragm. Moreover, it must be noted that the small size and fragility of tissue from embryonic mice and even more so from mutants affecting development limit the use of this approach. Because obtaining horizontal sections of the mutant diaphragm was challenging, some important data points are lacking or only documented with a single sample. Nevertheless, using three E14.5 and two E18.5 control samples, we consistently observed the same expression patterns, making us confident that also the conclusions drawn from the data points with limited samples are meaningful and will provide testable hypotheses for future functional studies. Finally, the analysis in this study is limited to muscle tissue since it represents our prime interest. However, our publicly available datasets can be readily used for analyses of other reported tissue types and the effects of Ca_V_1.1 and β-catenin knockouts thereon. For example, Ca_V_1.1 function has been shown to be involved in tendon development and impacts of Ca_V_1.1 knockout on gene expression in tendons, or tools for ligand-receptor interaction analysis such as CellChat,^80^ can provide insight in muscle contraction-dependent tendon development.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Critical commercial assays**		

Visium Spatial for FFPE Gene Expression Kit, Mouse Transcriptome	10X Genomics	1000339
Visium Mouse Transcriptome Probe Kit - Small	10X Genomics	1000365
Visium FFPE Reagent Kit - Small	10X Genomics	1000361
Visium Spatial Gene Expression Slide Kit	10X Genomics	1000188

**Deposited data**		

Raw and Processed Data	This paper	GSE244014

**Experimental models: Organisms/strains**		

Ca_V_1.1^−/−^ Mice	N/A	Pai, 1965^59^; Tanabe et al. 1988^6^
HSA-Cre; β-catenin^flox/flox^	N/A	Li et al. 2008^70^; Kaplan & Flucher 2022^64^

**Software and algorithms**		

SpaceRanger (2.0.1)	10X Genomics	https://www.10xgenomics.com/support/software/space-ranger/latest
R (4.2.2)	Open Source	https://www.r-project.org
Seurat (4.3.0)	Hao et al. 2021^31^	https://satijalab.org/seurat/articles/spatial_vignette
clusterProfiler (4.6.0)	Wu et. 2021^45^	https://guangchuangyu.github.io/software/clusterProfiler/
Clustree (0.5.0)	Zappia & Oshlack, 2018^32^	https://github.com/lazappi/clustree
Biorender	Biorender	https://www.biorender.com

**Other**		

Analysis Code	This paper	https://github.com/kaplanmm/diaphragm_spatial/blob/main/embryonic%20diaphragm%20spatial.R

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Mehmet Mahsum Kaplan ().

#### Materials availability

This study did not generate new unique reagents.

#### Data and code availability

• Raw and processes data and Seurat objects loaded by Load10X_Spatial function for all the samples have been deposited in GEO and will be publicly available at the time of publication with accession number GSE244014.
• This paper does not produce original codes. The codes used for data analysis can be accessed at https://github.com/kaplanmm/diaphragm_spatial/tree/main.
• Any additional information required to reanalyze the data reported in this paper is available from lead contact upon request.

### Experimental model and study participant details

#### Mice

All animal protocols conformed to the guidelines of the European Community (86/609/EEC) and were approved by the Austrian Ministry of Science (GZ: 2020–0.073.957 and GZ: 2020–0.073.961). Ca_V_1.1 KO and β-cat cKO mice were previously described.^6^^,^^64^^,^^70^ Ca_V_1.1 KO mice were obtained by heterozygous crossing of Ca_V_1.1^+/−^ mice or by HSA–β-cat^floxed/+^; Ca_V_1.1^+/−^ mice and β-cat^floxed/floxed^; Ca_V_1.1^+/−^. β-cat KO mice were obtained by crossing HSA–β-cat^floxed/+^; Ca_V_1.1^+/−^ mice. β-cat^floxed/floxed^; Ca_V_1.1^+/−^. Control mice contained at least one Ca_v_1.1 and one β-catenin expressing allele. Sperm plugs were checked daily at 8:00 a.m. and the day sperm plug was detected was counted as E0.5. Embryos were harvested at E14.5 or E18.5 as indicated in the figures.

### Method details

#### Spatial transcriptomics and library preparation

Trunks of the harvested embryos were stored in 4% PFA prepared in phosphate buffer (pH: 7.2) until further use, which did not exceed 4 weeks. Diaphragms were dissected in PBS and placed in biopsy bags maintaining its flat shape for dehydration. Next day, diaphragms were flat-embedded in paraffin and stored at 4°C until sectioning. 5 μm thick *en face* sections of FFPE diaphragms were checked for tissue quality (completeness, section plane) and collected for RNA analysis on Visium FFPE slides. Tissue sections were processed for H&E staining and imaged with a Zeiss Imager Z2 microscope (Zeiss, Vienna, Austria) equipped with a Pixelink PL-D674CU-CYL-07451 camera and processed using TissueFAXS software version 7.137 (Tissue Gnostics, Vienna, Austria). Libraries were generated from cDNA following the manufacturer’s instructions and checked with both a Qubit 2.0 Fluorometer (Invitrogen, Carlsbad, CA) and an Agilent Bioanalyzer DNA assay (Agilent Technologies, Santa Clara, CA). Subsequently, libraries were sequenced in paired-end 150bp mode on a NovaSeq 6000 system (Illumina, San Diego, CA).

### Quantification and statistical analysis

Visium Spatial Transcriptomics sequencing data were aligned using the default SpaceRanger (2.0.1) pipeline for FFPE slides in a Singularity Container running Ubuntu 22.04 on a high-performance cluster (Medical University of Innsbruck). All data were aligned against the mouse reference genome (MM10) provided by 10x Genomics and the Visum_Mouse_Transcriptome_Probe_Set_v1.0_mm10-2020-A.csv as background. Visium Slide Images were reoriented according to their position and slide spot locations and annotations downloaded from 10xGenomics.

Outputs from SpaceRanger were analyzed with Seurat (4.3.0) first loaded into R (4.2.2) environment by Load10X_Spatial function. This was followed by SCTransform normalization and data integration with IntegrateData function. We used 30 principal components for dimensionality reduction and for both tSNE and UMAP as non-linear dimensional reduction embedding. FindNeighbours and FindClusters methods were performed for clustering with resolution set to 0.3, 0.4 or 0,6 for different datasets determined by inspecting Clustree (0.5.0) graph. SCT assay was used for spatial plot visualization of the features. Normalized and Scaled data of the Spatial assay were used for finding markers for clusters and DEGs and generating heatmaps with default settings. Default Wilcoxon Rank-Sum test was used for DEGs. Seurat FindMarkers function was used to extract DEGs between clusters and conditions using default parameters where *p*-values were adjusted based on Bonferroni correction as default for the function. Gene ontology was performed with clusterProfiler R package (4.6.0) and enrichgo function to retrieve gene enrichments for Biological Processes Ontology space with default parameters. Cutoff was set to below 0.05 to adjust for multiple comparison. Clusters were annotated by using previously known markers from experimental data or recent single nucleus RNA sequencing studies cited throughout the manuscript, gene ontology for identified markers and mouse cell atlas for neonatal muscles (https://bis.zju.edu.cn/MCA/search2.html). This paper did not produce original codes, however R codes for an overview of data analysis are provided in https://github.com/kaplanmm/diaphragm_spatial/tree/main. Venn diagrams were generated using online platform at https://bioinformatics.psb.ugent.be/webtools/Venn/.

# Supplementary material for: Spatial transcriptomics in embryonic mouse diaphragm muscle reveals regional gradients and subdomains of developmental gene expression
**Source:** iScience. 2024 May 17;27(6):110018. doi: 10.1016/j.isci.2024.110018
**Supplement:** Document S1. Figures S1–S8

## **Supplemental information**

### **Spatial transcriptomics in embryonic mouse diaphragm muscle reveals regional gradients and subdomains of developmental gene expression**

**Mehmet Mahsum Kaplan, Maximilian Zeidler, Annabella Knapp, Martina Hölzl, Michaela Kress, Helga Fritsch, Anne Krogsdam, and Bernhard E. Flucher**

Figure S1

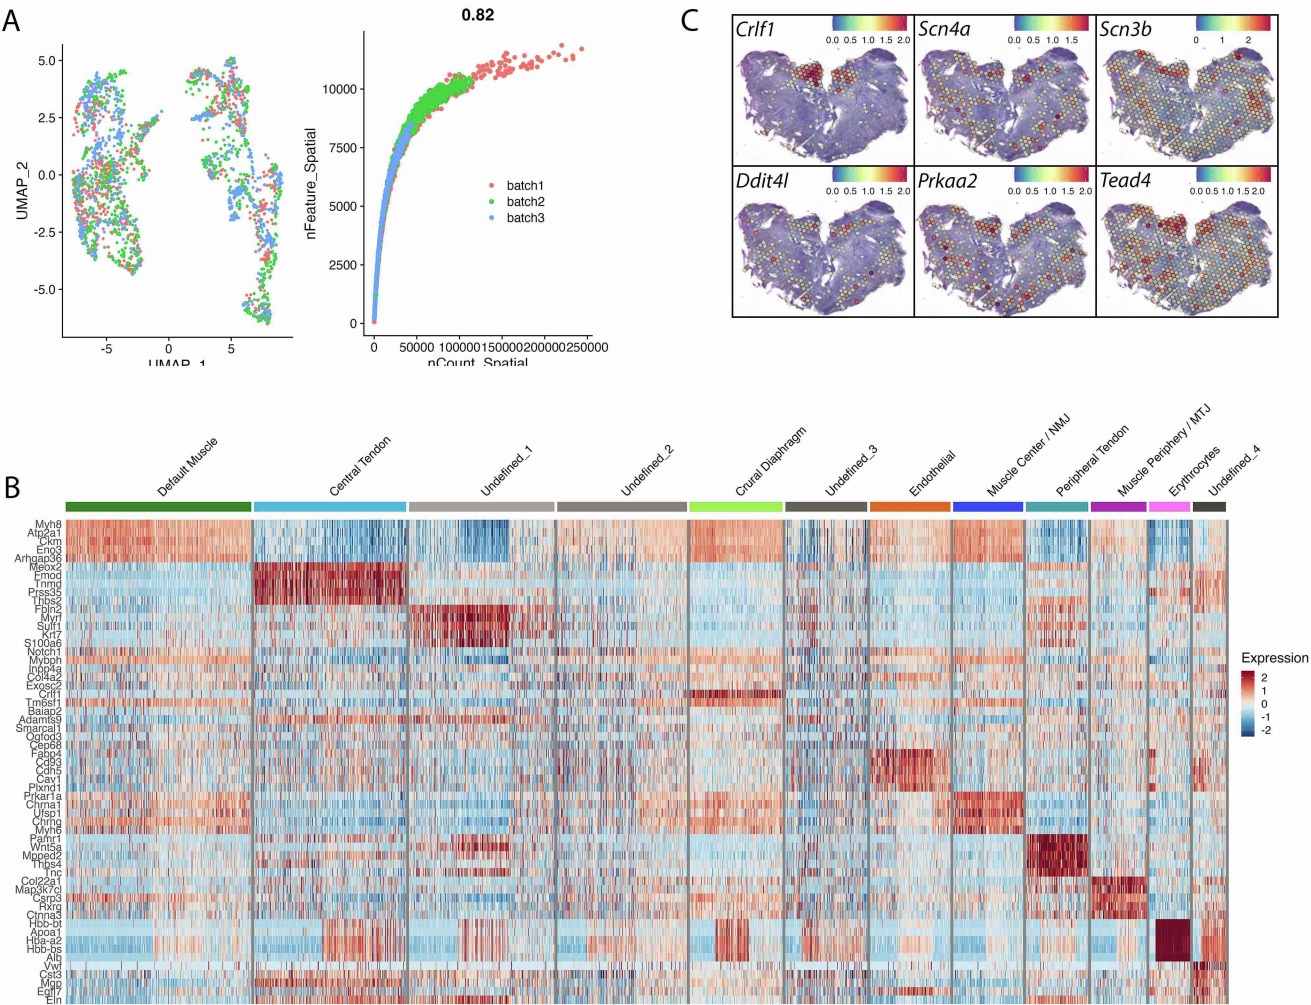

**Figure S1: Spatial Transcriptomics reveals gene expression in distinct anatomical regions in E14.5 diaphragms (related to Figure 1)**

(A) UMAP representation of three E14.5 control diaphragm samples after batch correction of the integrated data (left) and ScatterFeature plot (right) demonstrating the correlation between the number of genes (nFeature\_Spatial) and the number of mRNAs (nCount\_Spatial).

(B) Heatmap of top marker genes for each cluster. Each row represents genes labeled on the left; each column represents an individual Visium spot.

(C) SpatialFeaturePlots demonstrating expression levels and distributions of indicated genes.

Figure S2

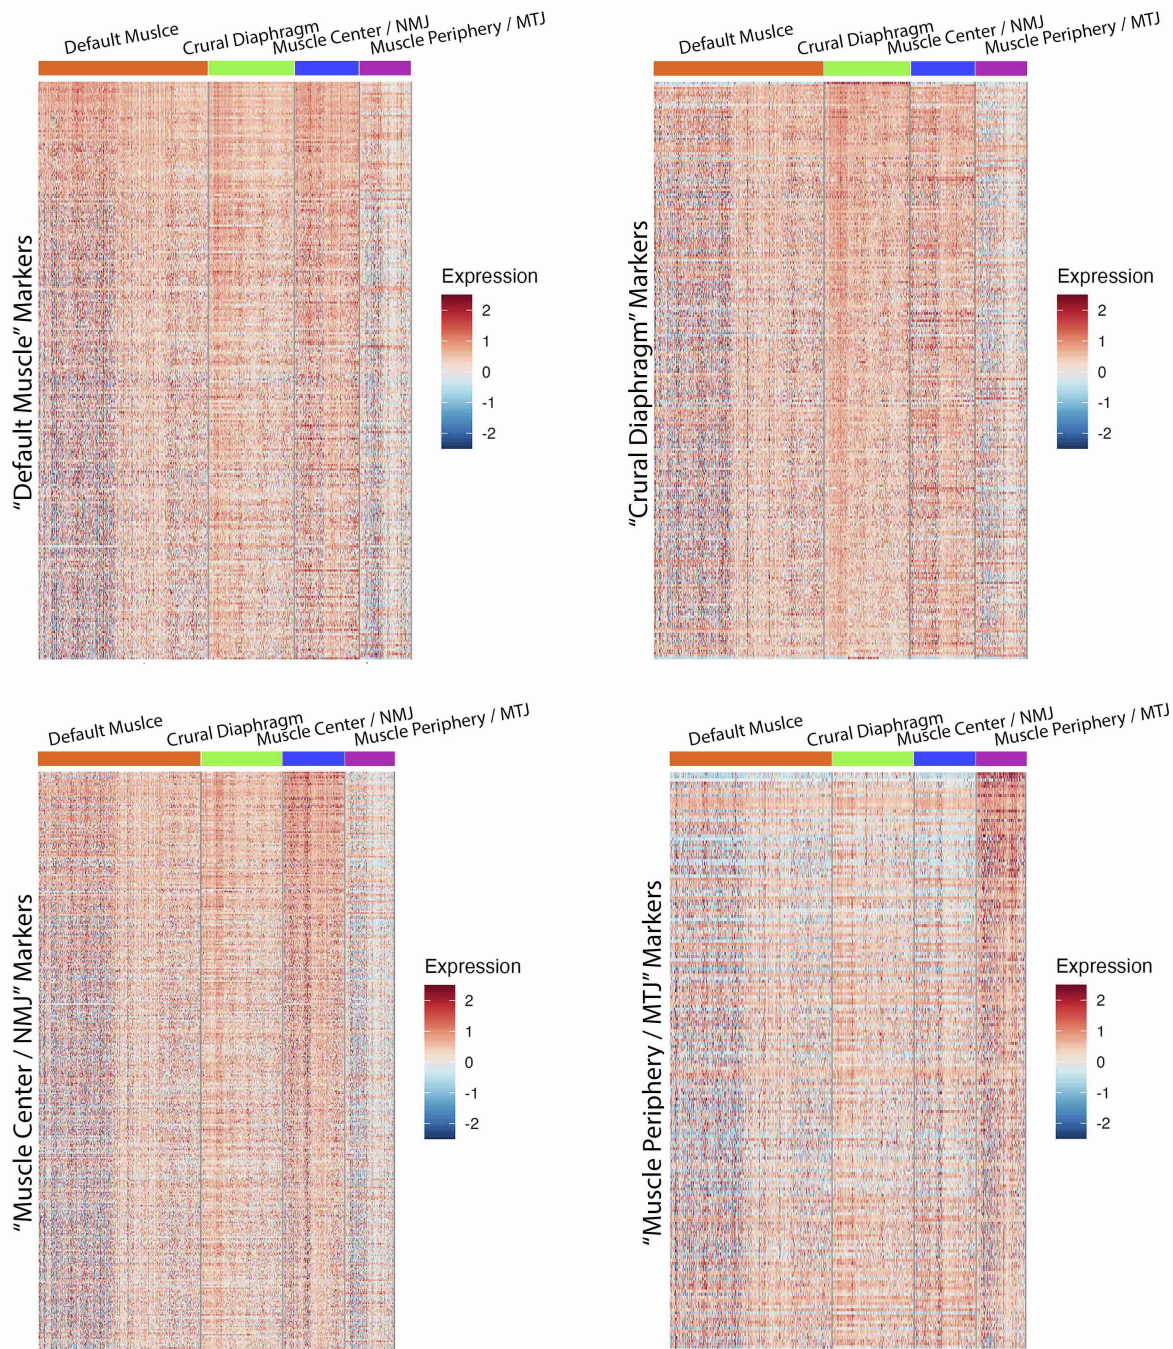

**Figure S2: Specialized gene signatures for center and periphery of E14.5 diaphragms (related to Figure 1)** Heatmaps of expression levels of markers for “Default Muscle” (top left), “Crural Diaphragms” (top right), “Muscle Center / NMJ” (bottom left) and “Muscle Periphery / MTJ” (bottom right) clusters in all muscle clusters demonstrate unspecialized gene expression signature for default muscle markers, but specialized gene expression profiles in muscle center and muscle periphery clusters.

Figure S3

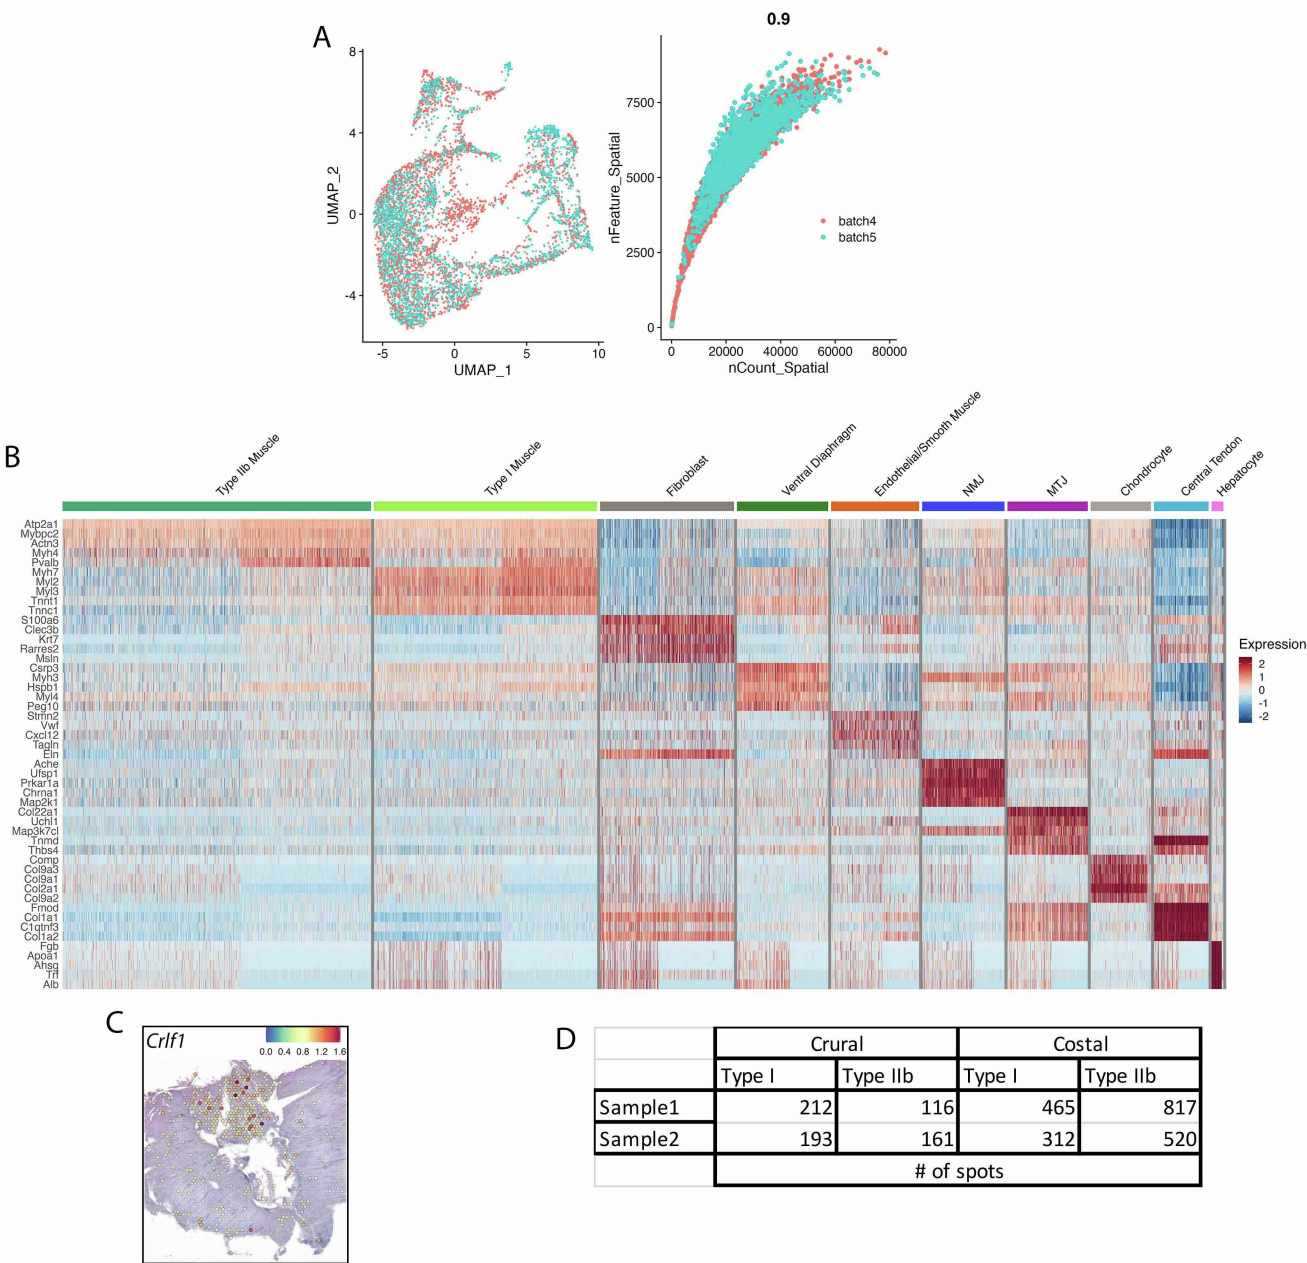

**Figure S3: Spatial Transcriptomics of E18.5 diaphragms (related to Figure 3)**

(A) UMAP representation of two E18.5 control diaphragm samples after batch correction of the integrated data (left) and ScatterFeature plot (right) demonstrating correlation between number of genes (nFeature\_Spatial) and number of mRNAs (nCount\_Spatial).

(B) Heatmap of top marker genes for each cluster shows their clear separation from each other. Each row represents genes labeled on the left; each column represents individual Visium spots belonging to the indicated clusters.

(C) SpatialFeaturePlots of expression levels and distributions of *Crlf1* at E18.5 showing its specific expression in crural diaphragm portion.

(D) Manual quantification of spots representing slow Type I and fast Type IIb muscle clusters in crural and costal diaphragm domains for two E18.5 control samples.

Figure S4

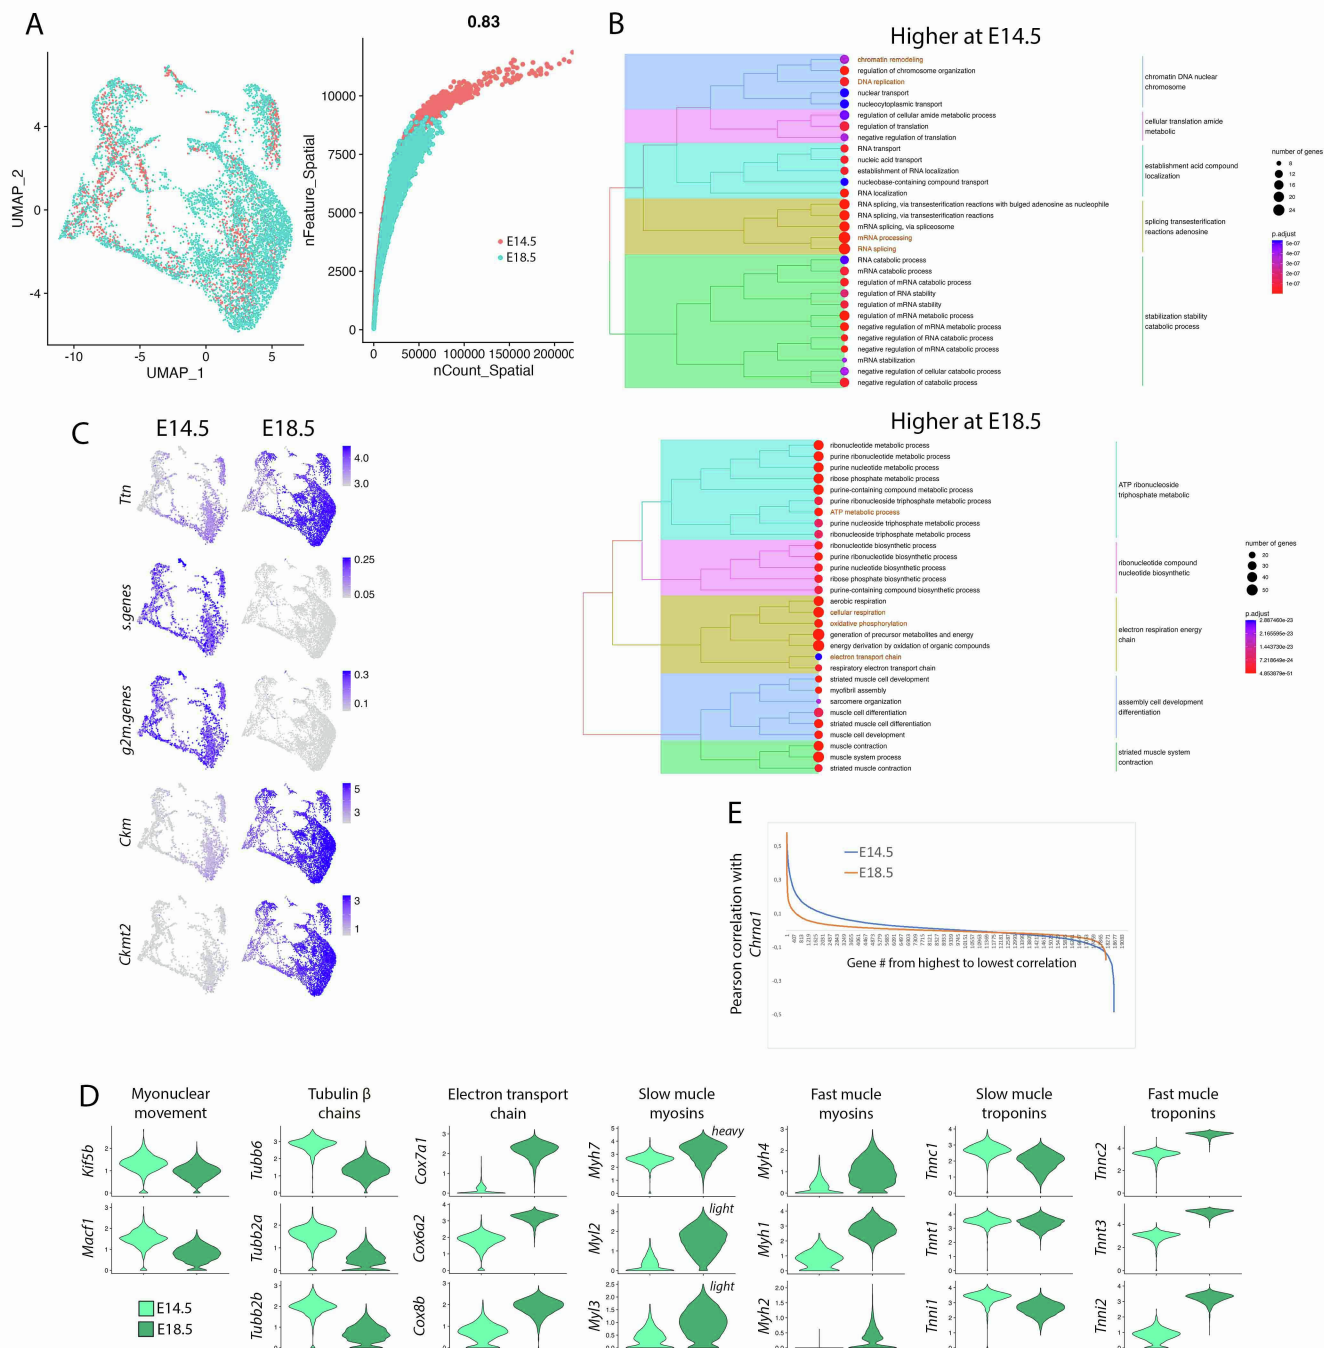

**Figure S4: Differential gene expression between E14.5 and E18.5 diaphragms (related to Figures 3 and 4)**

(A) UMAP representation of three E14.5 and two E18.5 control diaphragm samples after batch correction of the integrated data (left) and ScatterFeature plot (right) demonstrating the correlation between the number of genes (nFeature\_Spatial) and the number of mRNAs (nCount\_Spatial).

(B) Tree plots showing the hierarchical clustering of enriched GO terms for the top 200 DEGs with higher expression in E14.5 compared to E18.5 (top) and in E18.5 compared to E14.5 (bottom) diaphragm muscle.

(C) FeaturePlots of Ttn (muscle marker), module scores of cell cycle genes (s.genes for the genes associated with S-phase and g2m.genes for the genes associated with G2M-phase), and energy metabolism genes Ckm and Ckmt2 displayed by UMAP showing a decrease in cell cycle scores and an increase in energy metabolism genes between E14.5 and E18.5.

(D) Violin plots comparing expression of selected differentially expressed genes at E14.5 and E18.5. Y-axis indicates expression levels.

(E) Plotting the Pearson correlation values of all covered genes with Chrna1 indicates higher absolute Pearson correlation values with Chrna1 at E14.5 than at E18.5.

Figure S5

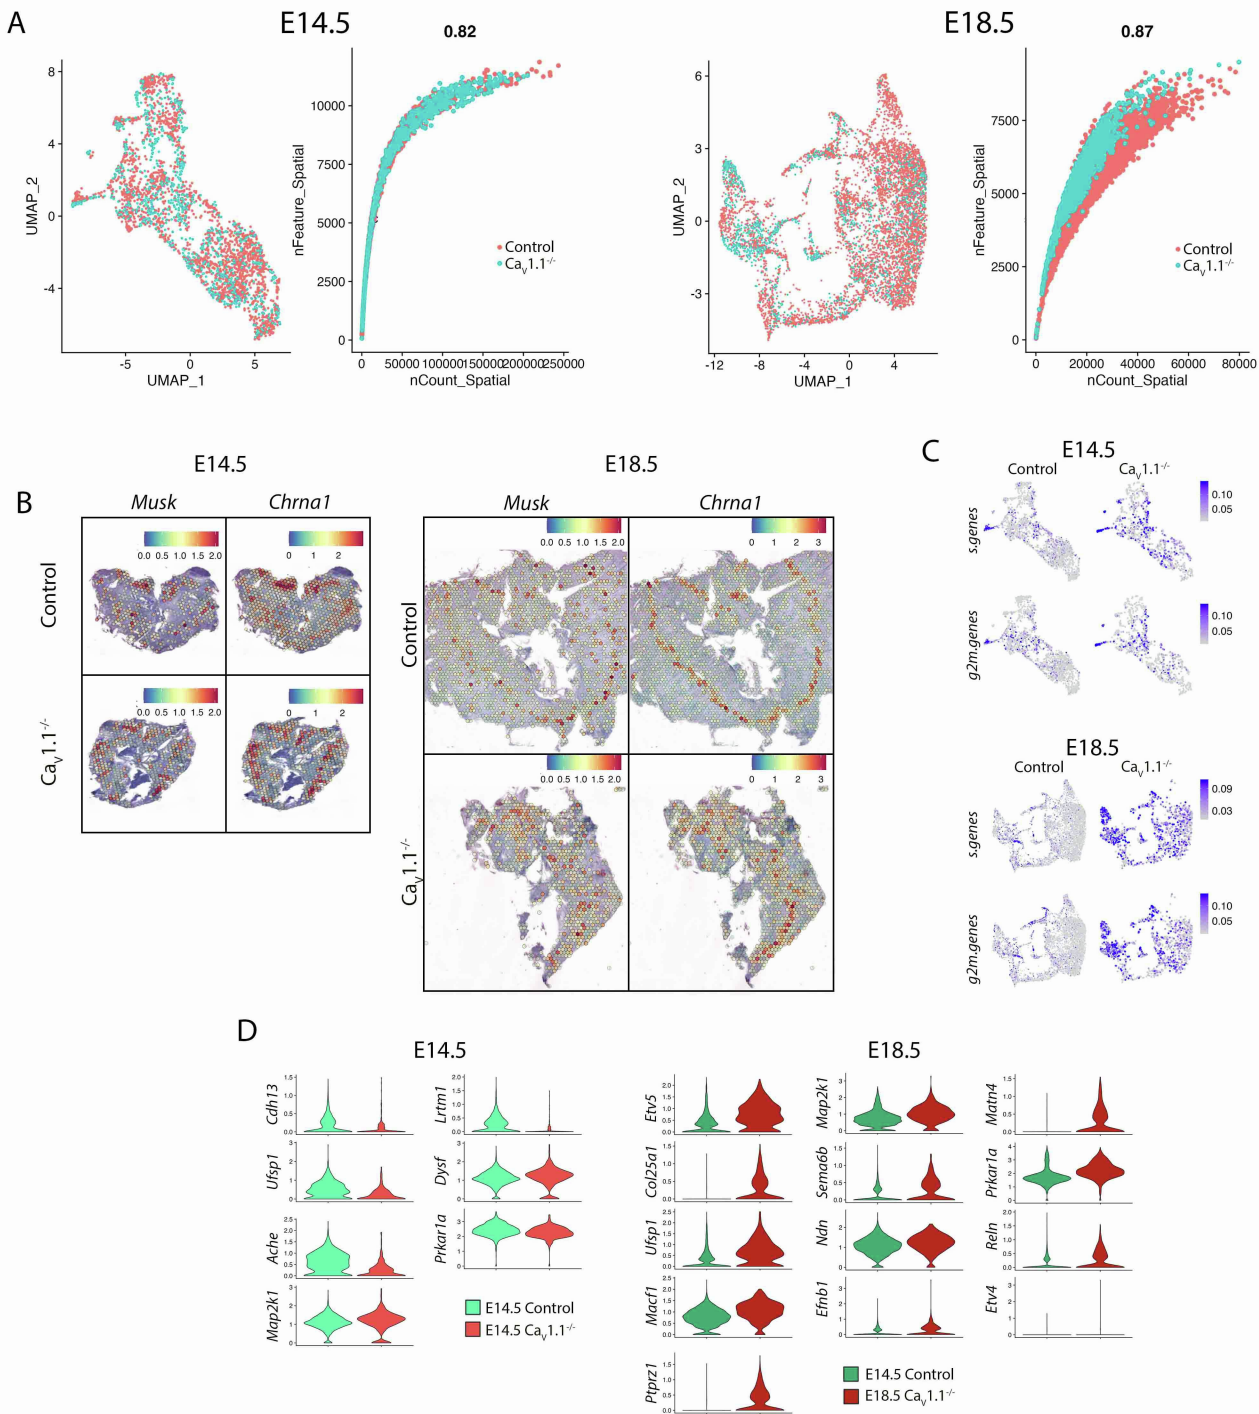

**Figure S5: Differences in gene expression between control and  $Ca_v1.1^{-/-}$  diaphragm (related to Figure 5)**

(A) UMAP representation of three E14.5 control diaphragms and one E14.5  $Ca_v1.1^{-/-}$  diaphragm (left) and two E18.5 control diaphragms and one E18.5  $Ca_v1.1^{-/-}$  diaphragm (right) after batch correction of the integrated data and ScatterFeature plot demonstrating the correlation between the numbers of genes (nFeature\_Spatial) and the numbers of mRNAs (nCount\_Spatial).

(B) SpatialFeaturePlots demonstrating expression levels and distributions of *Chrna1* and *Musk* at E14.5 (left) and E18.5 (right) control and  $Ca_v1.1^{-/-}$  diaphragm.

(C) FeaturePlots of module scores of cell cycle genes (s.genes for the genes associated with S-phase and g2m.genes for the genes associated with G2M-phase) displayed by UMAP in control and  $Ca_v1.1^{-/-}$  integrated dataset at E14.5 (top) and E18.5 (bottom) show an increase in cell cycle scores in  $Ca_v1.1^{-/-}$  muscles.

(D) Violin plots showing expression of synapse related genes which display differential expression between control and  $Ca_v1.1^{-/-}$  samples at E14.5 (left) and E18.5 (right). Y-axis indicates expression level.

Figure S6

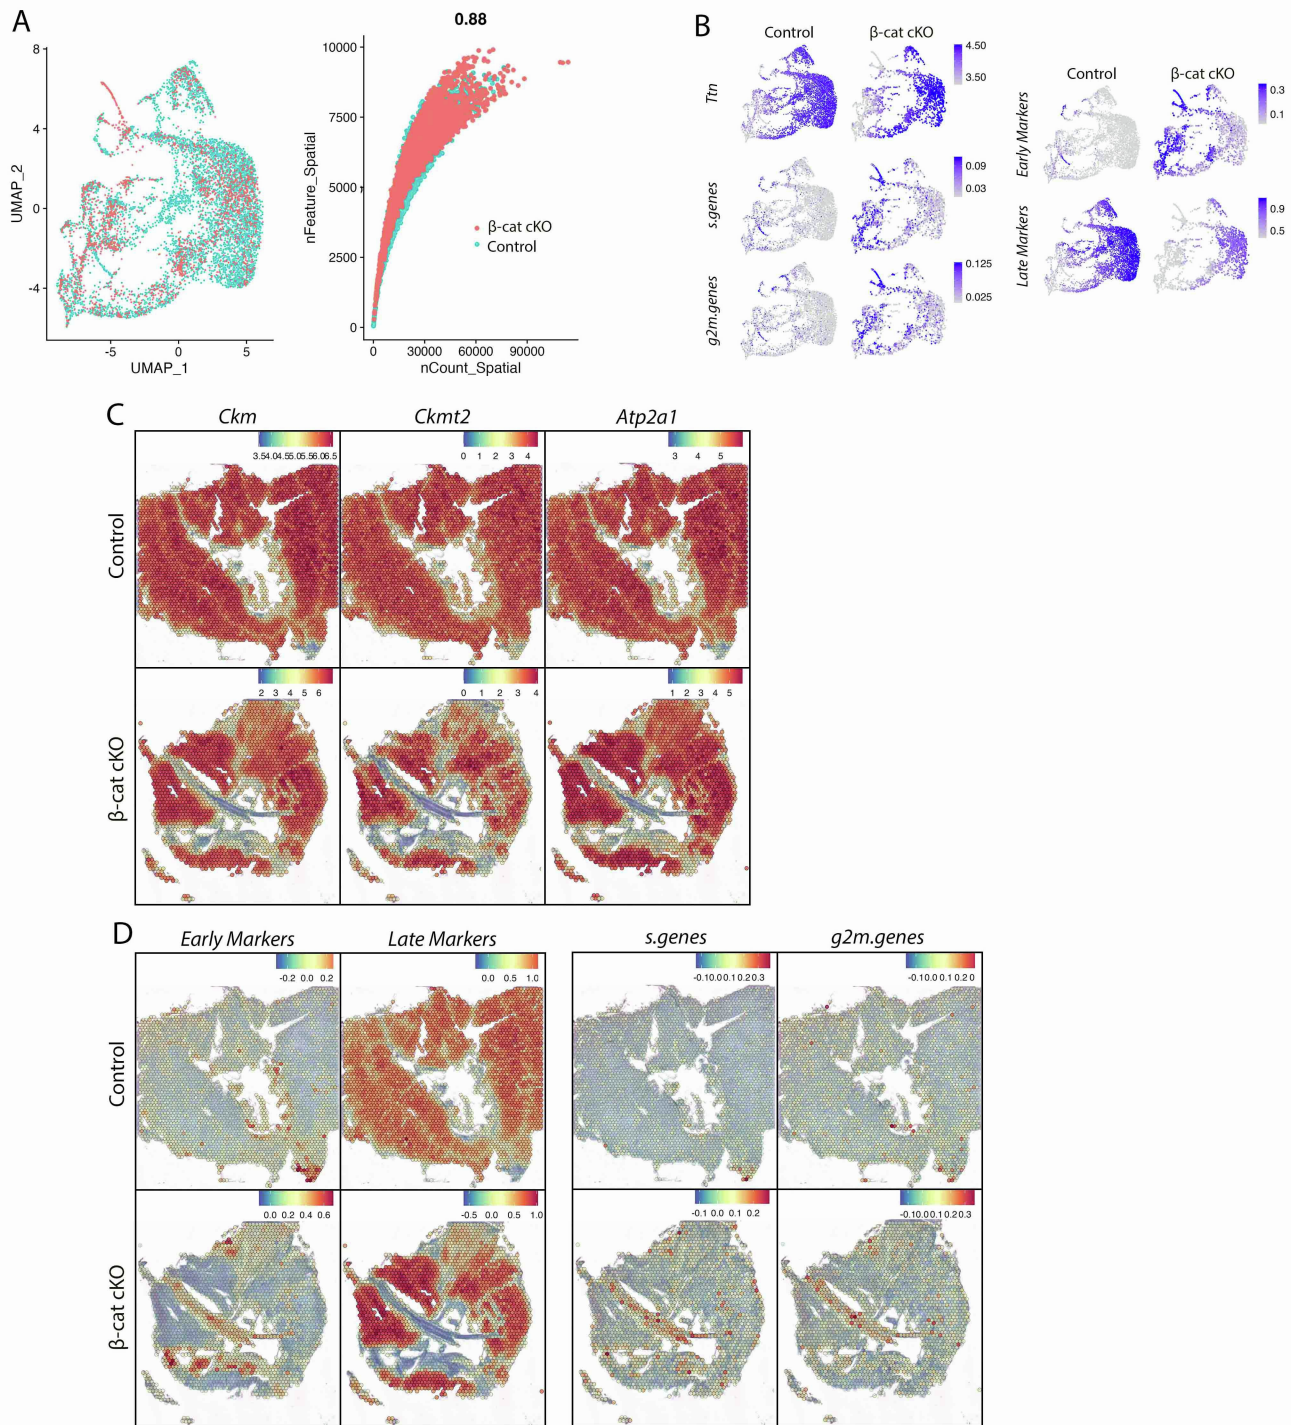

**Figure S6: Differential gene expression between control and  $\beta$ -cat cKO diaphragm (related to Figure 7)**

(A) UMAP representation of two E18.5 control diaphragms and one E18.5  $\beta$ -cat cKO diaphragm after batch correction of the integrated data (left) and ScatterFeature plot (right) demonstrating the correlation between the numbers of genes (nFeature\_Spatial) and the numbers of mRNAs (nCount\_Spatial).

(B) FeaturePlots of *Ttn* (muscle marker), module scores of cell cycle genes (*s.genes* for the genes associated with S-phase and *g2m.genes* for the genes associated with G2M-phase) and early and late markers displayed by UMAP show an increase in cell cycle and early markers scores in E18.5  $\beta$ -cat cKO muscles, whereas late markers scores decrease.

(C) Expression of mature muscle associated genes (*Ckm*, *Ckmt2*, *Atp2a1*) in E18.5 control and  $\beta$ -cat cKO diaphragm shows the aberrant localization of these genes in the mutant muscle.

(D) Spatial distribution of the early and late module scores (left) and module scores of cell cycle genes (*s.genes* for the genes associated with S-phase and *g2m.genes* for the genes associated with G2M-phase) (right) in control and  $\beta$ -cat cKO diaphragms

Figure S7

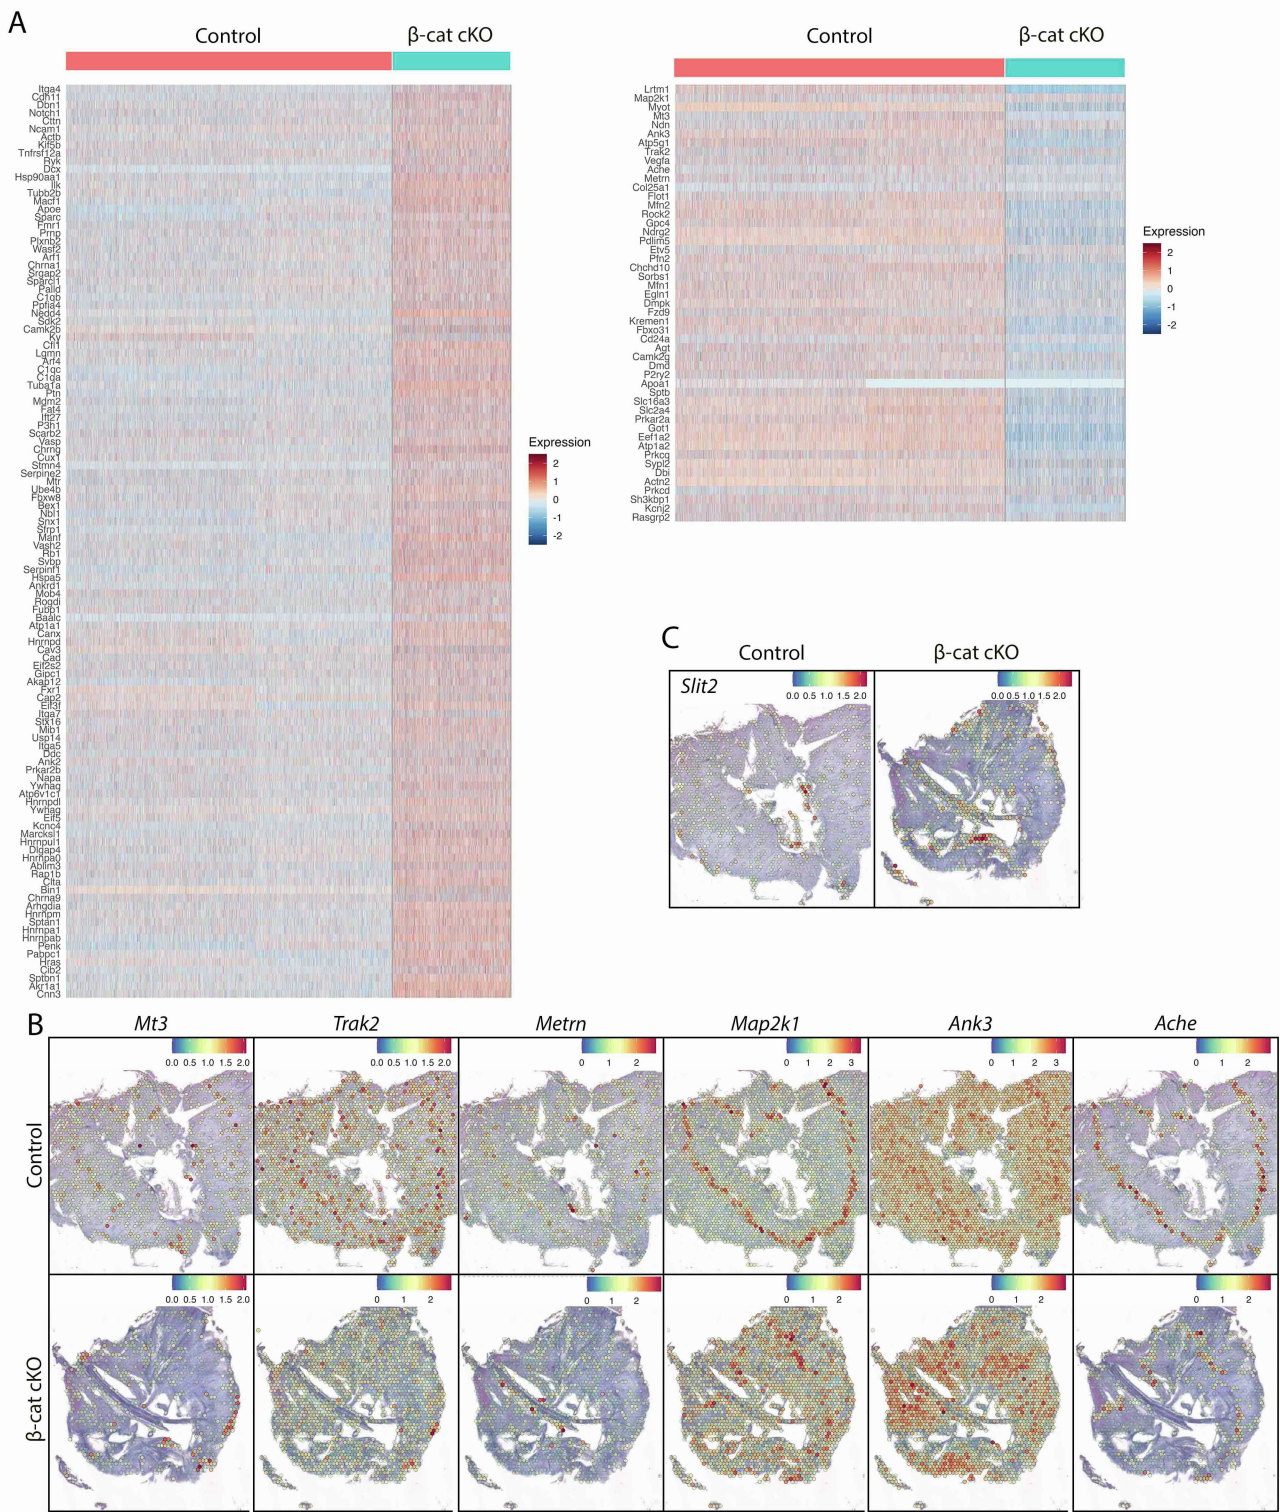

**Figure S7: Aberrant expression of synapse and axon related genes in  $\beta$ -cat cKO diaphragm (related to Figure 7)**

(A) Heatmap demonstrating expression of upregulated (left) and downregulated (right) synapse and axon related genes in  $\beta$ -cat cKO muscle.

(B) SpatialFeaturePlots showing expression levels and distributions of differentially expressed/distributed NMJ-related genes in E18.5 control and  $\beta$ -cat cKO samples.

(C) SpatialFeaturePlots showing expression levels and distributions of *Slit2* in E18.5 control and  $\beta$ -cat cKO muscle.

Figure S8

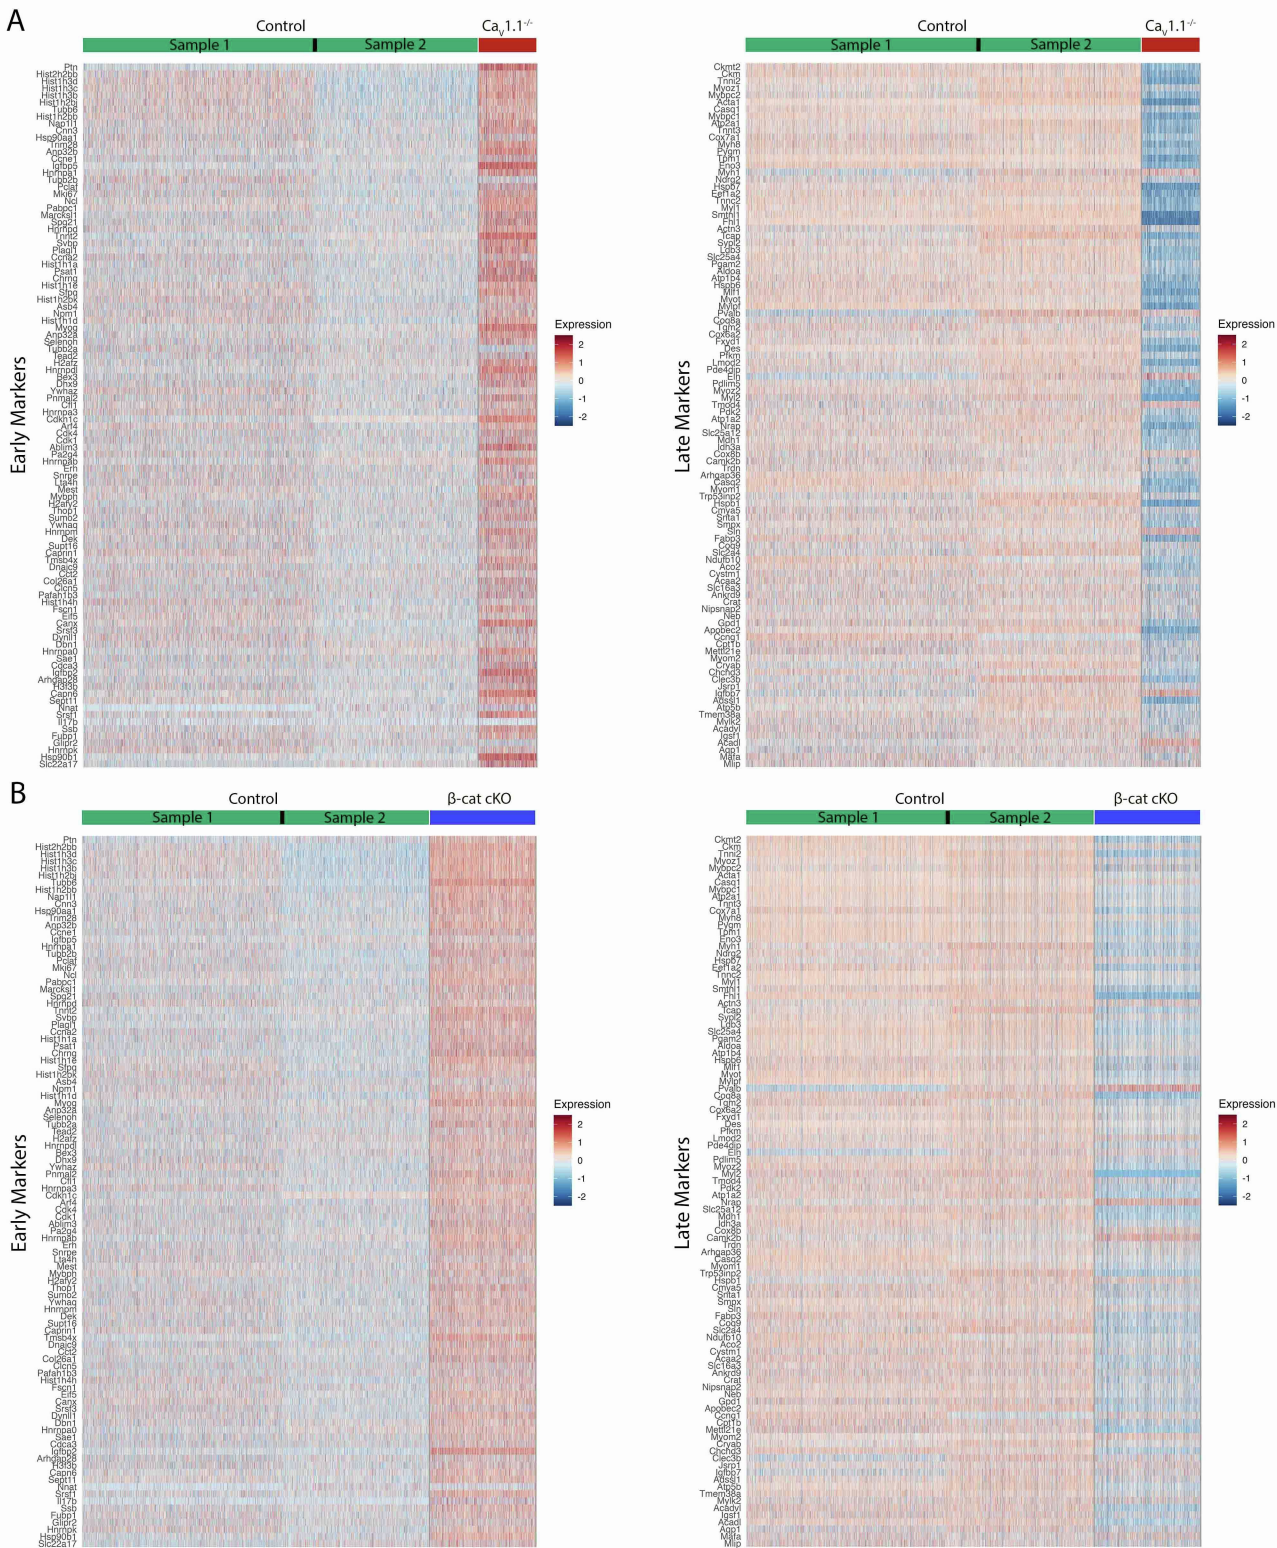

**Figure S8: Expression of early and late markers in E18.5  $Ca_v1.1^{-/-}$  and  $\beta$ -cat cKO diaphragm (Related to Figure 5 and Figure 7)**

(A) Heatmap demonstrating expression of the top 100 early (left) and late (right) markers in E18.5 control and  $Ca_v1.1^{-/-}$  samples.

(B) Heatmap demonstrating expression of the top 100 early (left) and late (right) markers in E18.5 control and  $\beta$ -cat cKO samples.

How the deposited data were processed for this re-analysis (not part of the article)

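Gene expression was measured by 10x Visium spatial transcriptomics in 8 sections of embryonic mouse diaphragm: 3 controls and 1 CaV1.1 KO at E14.5, and 2 controls, 1 CaV1.1 KO and 1 β-cat cKO at E18.5. The libraries are FFPE probe-based, from 5 µm sections with 1 section per capture area, and each spot is 55 µm wide at a spacing of 100 µm. The authors made the count matrices with Space Ranger from the reads of each section, which gives the number of distinct UMIs per gene and spot for the spots under tissue, with the mouse transcriptome probe set v1.0 on the mm10 (GRCm38) reference. No normalization was applied to these counts before they were deposited. The paper names version 2.0.1, whereas per the file headers E14.5 controls 1 and 2 and the KO at E14.5 were made with 2.0.0. With each matrix the authors deposited the spot barcodes, the list of 19465 genes, the positions of the spots and the scale factors of the images. The authors also deposited a score per gene and section, Moran's I with its p-value, which Space Ranger computed from counts it had normalized and only for genes with enough counts. These scores were left out, because they give 1 value per gene for a whole section and cannot compare regions or genotypes. Gene positions are those of the RefSeq annotation of GRCm38. Images and single reads were not analysed here. The sex and litter of the embryos are not named in the paper's text and entered no fit.

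The spots over tissue of E14.5 controls 1, 2 and 3, E18.5 controls 1 and 2, the KO at E14.5, the KO at E18.5 and the cKO hold in this order 30618837, 38967220, 14179161, 82859104, 69837233, 35139640, 23949267 and 61092194 UMIs, with a median per spot from 15434 (KO at E14.5) to 45284 (E14.5 control 2). Spots with at least 1000 UMIs were kept, which left in the same order 813 of 815, 842 of 842, 683 of 703, 3460 of 3478, 2525 of 2527, 892 of 904, 1331 of 1336 and 2157 of 2166 spots. A 95% interval of a share of spots is the exact Clopper-Pearson interval, and a count of 0 allows up to 3 counts of the total. Both cover counting error only. The error of a fold change is the standard error that edgeR's F statistic gives, with 1 section per mutant group and no replicate of it.

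Counts were log-normalized to 10000 UMIs per spot for scores, maps and correlations. Muscle spots are those whose mean over the 9 muscle genes *Ttn*, *Neb*, *Des*, *Ryr1*, *Actn2*, *Mylpf*, *Tnnt3*, *Acta1* and *Myl1* lies above Otsu's threshold of the section. The central region, at the NMJ, is the 15% of muscle spots with the highest mean z-score of *Chrna1*, *Chrnd*, *Chrng*, *Musk*, *Ache*, *Etv5*, *Prkar1a* and *Ufsp1*. The peripheral region, at the MTJ, is the 15% with the highest score of *Col22a1*, *Ankrd1*, *Rxrg* and *Uchl1*, and a spot in both went to the higher of its scores. The muscle spots left are the intermediate region. Genes that define a region were tested on regions defined without them, and were left out of counts of genes. Tendon spots are spots outside muscle above Otsu's threshold of *Col12a1*, *Col11a1*, *Scx* and *Antxr1*, and were split at the median distance to the outline of the section. In clusters, type I genes are *Myh7*, *Myl2*, *Myl3*, *Tnnc1*, *Tnnt1* and *Tnni1* and type IIb genes *Myh4*, *Pvalb*, *Mybpc2*, *Actn3* and *Atp2a1*, read as mean z-scores. Levels of other tissue were read from short lists of genes for endothelium, erythrocytes, hepatocytes, cartilage, smooth muscle and fibroblasts. Comparisons of crural with costal muscle, of parts of costal muscle and of fiber type spots, and markers of nerve, are not reported here.

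For each comparison of all genes the UMIs of a region were summed per section, because sections and not spots are replicates, and tested with edgeR 4.0.16 (filterByExpr, TMM normalization, quasi-likelihood F test, Benjamini-Hochberg adjusted p under 0.05). Center against periphery at E14.5, NMJ region and MTJ region against other muscle at E18.5, and central against peripheral tendon were fitted with the section as a block, since the regions of a section come from 1 embryo. This pairing was checked at E14.5, where the deviations of center and periphery of a section from their means across genes correlate at 0.487, 0.474 and 0.178 in sections 1, 2 and 3. The stages, the KO at both stages and the cKO were compared on muscle sums in 1 fit of all 8 sections with 5 groups and 3 residual degrees of freedom, so that a mutant section is assumed to vary as the controls do. NMJ regions of the mutants were compared in the same way. Gene sets (S, G2M, and the first 100 genes higher at each stage in the paper's Table S5) were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01. Correlations with *Chrna1* are Pearson r across all kept spots of a stage's controls, without p-values. Central enrichment is the rate per 10000 UMIs in central over that in intermediate spots. The expected overlap of comparisons that share controls came from 30 simulations of unchanged mutants.

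Genes named in the text are every gene the paper names in its Results, its Discussion or Table S11, in the comparison it is named for. To these come, per comparison and direction, the 3 genes with the largest absolute log2 fold change among those past the adjusted p threshold with a mean log2 CPM of at least 5 and every section on one side. The alternatives, whose effects the closing section gives, were DESeq2 1.42.0, no filter on low counts, leaving out each control section, no block or the replicate number as a block, a fit of only the groups compared, region shares of 10% and 25%, regions by distance (peripheral within 150 µm of other tissue) or by graph clusters, scaling to the muscle genes, all tissue spots, muscle spots above the median muscle score and no minimum of UMIs. Library size alone, without TMM, was added after the results were seen. For gene sets they were fry and the alternatives to the fit, and for correlations and enrichment muscle spots, thinning to 5000 UMIs, means of sections, Spearman's coefficient and a peripheral reference. Graph clusters were made with Seurat 5.3.0 and sctransform 0.4.2 (SCTransform, integration, 30 principal components, resolution 0.4) in R 4.3.3, where the paper used Seurat 4.3.0 in R 4.2.2. Resolutions 0.3 and 0.6, and the alternatives to the difference between the KO's effects at both stages, were chosen after seeing the data. Spots were handled in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Enrichment of Gene Ontology terms was not repeated, and the genes that the paper lists under a term were tallied in its place.

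Each fit was tested on simulated data, counts drawn from the means and library sizes of the sections with 200 genes changed 2-fold. It recovered 85.5% of them for center against periphery at E14.5 (of 12125 genes run, with 3.39% of the calls false), 62% for the stages (14568 genes, 8.15%), 55% for the KO at E14.5 (14594 genes, 5.17%), 51.5% for the KO at E18.5 (14591 genes, 5.5%) and 50.5% for the cKO (14591 genes, 10.6%). Among the comparisons reported here, recovery was lowest, at 49.5%, for the NMJ region of the KO at E18.5 (12699 genes), and the share of false calls was highest for the cKO.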

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

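The comparison of the CaV1.1 KO's effects between stages, and all tests of explanations in this part, were chosen only after the results were seen. Each mutant is 1 section of 1 embryo, so the effect of the genotype is not separable from that of the embryo or of the section, and each reading below is a hypothesis.

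Several genes that the paper does not discuss are called higher by edgeR in a mutant section, which lies above every control of its stage, and that signal is why they are listed here. In muscle of the CaV1.1 KO at E14.5 these are *Gadd45a* (log2 fold change 1.28), *Fst* (1.17) and *Sfrp1* (0.96), and at E18.5 *Alcam* (3.04) and *Fst* (2.40). In muscle of the β-cat cKO they are *Dcx* (2.11), *Il17b* (1.55) and *Igtp* (1.32), in the NMJ region of the KO *Tceal6* (2.03) and in that of the cKO *Col19a1* (2.73). Without any 1 of the E14.5 controls *Sfrp1* is no longer called, where its log2 fold change runs from 0.91 to 0.99. *Fst* and *Sfrp1* at E14.5 are not called over all tissue spots either.

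Depth and a few dominant genes were tested as explanations on the muscle sums. On sums thinned to the smallest section, 257 of 308 genes of the KO at E14.5, 3204 of 3819 of the KO at E18.5 and 947 of 1305 of the cKO are called the same way, all muscle genes listed above among them. Without the 100 most abundant genes these numbers are 301, 3714 and 1284, again with all of them. The first argues against depth. The second was scaled with TMM too, which already limits the weight of such genes, so it cannot settle whether they matter. The NMJ region, for *Tceal6* and *Col19a1*, was not tested in this way. RNA of the section's other tissue is argued against for *Gadd45a*, *Fst* at E14.5, *Dcx*, *Il17b*, *Igtp*, *Tceal6* and *Col19a1*, whose level in muscle spots of the mutant section is at least 1.41 times that in its other spots. An effect of sex is argued against for *Gadd45a* and *Fst* at E14.5, because control 1, which like the KO has no Y transcripts, has 29.8 and 90.2 CPM, against 28.1 and 28.6 and 91.1 and 96.1 in controls 2 and 3 and 70.1 and 207 in the KO. For *Alcam* and *Fst* at E18.5 sex stays open. In the cKO section, which has Y transcripts as its controls do, both are called higher too, but by less (log2 fold changes 1.07 and 0.95).

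For *Sfrp1* and for *Alcam* and *Fst* at E18.5, a change in muscle and RNA of other tissue cannot be told apart, because muscle spots of the KO sections reach at most 0.605 times the level of its other spots. *Alcam* and *Fst* also stand higher in the other spots of the E18.5 section, at 255 and 158 CPM against 55.5 and 47.8 and 69.4 and 73.6 in controls 1 and 2, a difference that was not tested. The genotype may raise any of the genes in this group, and this stays open with the embryo and the section as untested alternatives.

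Sox10 is called higher by edgeR in muscle of the CaV1.1 KO at E18.5 (log2 fold change 2.42), above both controls, and the paper does not discuss it. Control muscle spots hold UMIs of this gene too. A single nerve in a few spots is argued against, because 25% of the KO's muscle spots hold a UMI of it, where control muscle has 3.43% and 6.68%. RNA of all other tissue in the muscle spots is argued against as the only source by the tendon markers, whose median log2 fold change is −0.33 under TMM. In raw CPM *Col11a1*, *Antxr1* and *Scx* are higher in the KO, at 119, 117 and 69.2 against control means of 87.2, 90.8 and 66.6. *Col12a1* is lower, at 99.6 against 108. Sox10 rises by far more, to 16.9 raw CPM from 1.53 and 2.83 in controls 1 and 2. Sums thinned to the smallest section and sums without the 100 most abundant genes leave it called. More cells with this gene among the fibers, a plane of section with more nerve branches, and the sex of the embryo may each raise it and stay open, since 1 section holds them all and the cKO section, with Y transcripts, does not share the rise.

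The effect of the CaV1.1 KO differs between E18.5 and E14.5 in 949 genes by edgeR's test of the difference, 329 with a higher and 620 with a lower value at E18.5, and this difference between both stages is why it is listed here. The count and the balance of directions depend on the scaling, since library size alone in place of TMM gives 4655 genes, 4407 with a higher and 248 with a lower value. *Chrne*, which is lower at E14.5 and higher at E18.5, has the difference 3.99, and without E14.5 control 3 3.95, where it is no longer called. At E14.5 its muscle sum holds 3 UMIs in the KO and 19, 25 and 13 in controls 1, 2 and 3, so few that the fitted difference depends on edgeR's prior count. Depth is argued against by sums thinned to the smallest section, which call 789 of the genes the same way. Without the 100 most abundant genes the number is 921. That fit was scaled with TMM too, so a few genes taking most of the counts cannot be told apart by it. A lower share of muscle RNA in one section cannot be told apart, because the 10 tendon, endothelial and smooth muscle markers, which it would raise, go both ways in the difference, with 3 higher and a median of −0.11. A mislabelled section cannot be told apart, because *Cacna1s*, the mutated gene, fell by 0.30 on the log2 scale at E14.5 and the probes may still bind transcripts of the mutant allele. An unusual control cannot be told apart, because without E14.5 control 3 edgeR calls 0 genes, with 3233 at unadjusted p under 0.05, and 148 without E14.5 control 2, whereas DESeq2 on all sections calls 1582. A growing effect of the lost channel between the stages may explain the difference and stays open with these.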

How the results depend on the processing

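The alternatives for the difference between the effects of the CaV1.1 KO at both stages, the resolutions 0.3 and 0.6 of the clustering, and library size alone in place of TMM were chosen after seeing the data, and all others were planned. Each alternative that was set out was also run. A gene that an alternative did not test has no value there. A count of genes is said to hold where it lies within 1.5 times the reported count, which stands in parentheses below. A median central enrichment or a correlation holds where it moves by at most 1 SD between the control sections of its stage, and the enrichment of a single gene where it stays inside its 95% interval. Unless a sentence names a cause, the cause was not tested.

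The count of genes that change from E14.5 to E18.5 held under 12 alternatives, between 8534 and 9732 (9726). Scaled to the muscle markers, edgeR calls 14207 of 14832 tested genes, 13998 of them lower, so that this count does not bear on whether the result holds. The medians of the cell cycle, early and late gene sets kept their direction relative to all genes and their side of the threshold in 70 of 70 values with 1 control section left out and in 44 of 56 under other alternatives. Counts of called genes, that one included, lie within 1.5 times in 33 of 45 and 55 of 86. With 1 control section left out, 1011 of 1078 fold changes of single genes kept both direction and side, 44 fell short of the threshold, 23 newly passed it and 0 changed direction. Under other alternatives these numbers are 1946 of 2175, 89, 107 and 33. The numbers of graph clusters stayed within 1.5 times of each other over the resolutions, 8 to 10 at E14.5 and 11 to 14 at E18.5.

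DESeq2 in place of edgeR calls 1678 (2706) genes between center and periphery at E14.5, 614 (1469) in the NMJ region and 1956 (4376) in the MTJ region at E18.5, and 240 (818) between tendon parts. For the mutants it calls 731 (308) in the CaV1.1 KO at E14.5, 890 (1560) and 659 (1434) in the NMJ regions of the CaV1.1 KO and the β-cat cKO, and 1582 (949) where the KO's effect differs between stages, and the cause was not tested. Its counts held in the other 3 comparisons. Without the filter on low counts edgeR calls 536 (308) genes in the KO at E14.5, where the test covers more genes and any further cause was not tested. With only the 2 groups compared in the fit, it calls 2398 (3819) genes in the KO and 803 (1305) in the cKO at E18.5, with fewer sections behind the spread. With limma's fry in place of camera, 9 of 14 gene set results fell short of the threshold. These are the early (0.18) and late (−0.71) genes of the KO at E14.5, the S (0.50), G2M (0.32) and early genes (0.29) of the KO at E18.5, and the S (0.43), G2M (0.34), early (0.40) and late genes (−0.64) of the cKO. The values in parentheses are medians of log2 fold changes, which fry leaves as they are.

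Without the section as a block, fits of regions within a section leave the spread between embryos in the error. The counts are then 1341 (2706) between center and periphery, 73 (1469) in the NMJ region, 483 (4376) in the MTJ region, and 228 (818) between tendon parts.

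The labels give controls of both stages the numbers 1 and 2, which were tried as a replicate block, although the embryos of different stages share only a number. Across genes, deviations from the stage mean of controls with the same number correlate at −0.36 and −0.35, and of controls with different numbers at 0.36 and 0.35. With this replicate block edgeR calls 0 (308) genes in the KO at E14.5, with 2052 at unadjusted p under 0.05, where DESeq2 without the block calls 731. It calls 81 (1305) in the cKO, and the counts for the KO at E18.5 (2863) and for the stages (9048) held. The cause was not tested.

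Where regions follow the distance from the nearest spot outside muscle instead of marker scores, the NMJ region at E18.5 has 13 (1469) called genes, 7 of them in both. These log2 fold changes change sign there: at E14.5 *Myh3* (0.023), *Myh7* (0.017), *Nrap* (0.57), *Enah* (0.033), *Flnc* (0.18) and *Csrp3* (0.19). In the NMJ region at E18.5 they are *Chrng* (−0.044), *Myh3* (−0.022), *Myh8* (0.11), *Chrna9* (0.061) and *Pvalb* (0.19), and in the MTJ region *Myh3* (−0.11) and *Tnnt2* (−0.092). With graph clusters as regions, 1163 (2706) genes are called between center and periphery, and *Nrap* (0.047) changes sign. At E14.5 no endplate gene leads the cluster with the highest endplate score, so the contrast there may partly be one of other parts of the muscle. Regions of 10% and 25% of the muscle spots kept all counts within 1.5 times. For all changes in this paragraph the cause was not tested.

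Scaling to the muscle markers shifts the median log2 fold change of all genes to −3.19 between the stages, 0.56 in the KO at E14.5, 1.40 in the KO at E18.5, 0.52 in the cKO, 0.24 in the NMJ region, 0.40 in the MTJ region and −0.13 between center and periphery. This shift follows from the construction. The counts become 6934 (1469) and 9396 (4376) in the NMJ and MTJ regions, 4939 (308) and 12468 (3819) in the KO at E14.5 and E18.5, 3886 (1305) in the cKO and 4715 (949) for the KO's effect between stages. The genes that change sign are, between the stages, *Myh7* (−1.35), *Myl3* (−0.51), *Tnnt1* (−2.55) and *Chrne* (−0.33), and in the KO at E14.5 *Macf1* (0.54). In the KO at E18.5 they are *Ckm* (0.094), *Tead4* (1.07), *Tnnc1* (0.64), *Tnni1* (1.00), *Tnnc2* (0.16), *Tnnt3* (0.21), *Myh1* (1.35), *Myh2* (1.28), *Dysf* (1.03), *Ndn* (1.12), *Etv4* (0.31), *Lrtm1* (1.25) and *Cdh13* (1.04). Relative to the shifted median of all genes, each gene named here stays on the side it had before. In the KO at E14.5 the S genes' median becomes 0.64 and the G2M genes' 0.57, both newly past the threshold. The late genes' median in the KO at E18.5 becomes 0.21, positive yet below the median of all genes. Over all tissue spots the S genes of the KO at E14.5, at 0.18, also pass the threshold. The cause was not tested.

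Library size alone in place of TMM moves the median log2 fold change of all genes to −0.73 between the stages, 0.54 and 0.37 in muscle and NMJ region of the KO at E18.5, 0.21 and 0.20 in those of the cKO and 0.54 for the KO's effect between stages. The counts become 7997 (3819) and 3577 (1560) in the KO, 2826 (1305) and 2223 (1434) in the cKO, 4655 (949) for the KO's effect between stages and 2222 (1469) in the NMJ region of the controls, with more genes higher than lower in each. The other counts held, with 11292 (9726) between the stages, 9033 of them lower. Between the stages *Tnnt1* changes sign (−0.11, not called) and *Kif5b*, *Tnnc1* and *Tnni1* are newly called. So are *Klf5* in the KO at E14.5, *Ache*, *Macf1*, *Map2k1*, *Metrn*, *Mki67*, *Musk*, *Prkar1a*, *Reln*, *Tnnt1*, *Top2a* and *Ufsp1* in the KO at E18.5, *Ache*, *Chrna1*, *Etv5*, *Macf1*, *Metrn*, *Musk*, *Reln* and *Ufsp1* in its NMJ region, *Chrna1*, *Mki67*, *Myog* and *Top2a* in the cKO, *Slit2* in its NMJ region, *Flnc* between center and periphery and *Nectin3* in the NMJ region of the controls. Calls are lost for *Col25a1* in the KO at E14.5, *Tnnc1* in the KO at E18.5 and *Trak2* in the NMJ region of the cKO. Which of both scales is nearer to the RNA per cell was not tested.

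The median central enrichment of E14.5 control 2 moves from 1.71 to 1.49 with 25% of the spots and to 1.93 with peripheral spots as the reference, and that of E18.5 control 1 from 3.25 to 2.53 and 2.54. The other medians held (28 of 32), and among values of single genes 575 of 958 did. The cause was not tested.

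With each spot thinned to 5000 UMIs, the r of *Musk* with *Chrna1* falls from 0.33 to 0.12 at E14.5 and from 0.33 to 0.11 at E18.5. The genes with r above 0.3 fall from 217 to 17 and from 22 to 0. Between 7 and 84 spots per section hold too few UMIs for this. Spearman's coefficient gives 0.25 for *Musk* at E18.5 and 4 genes above 0.3 there (*Ache*, *Chrnd*, *Prkar1a* and *Ufsp1*, named after their values were seen), and muscle spots alone leave 26 genes at E14.5. The cause of these changes was not tested. Among single correlations, 150 of 155 held with 1 section left out and 132 of 248 under other alternatives.

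With 1 control section left out, the count of genes between center and periphery runs from 1513 without E14.5 control 2 and 1536 without control 1 to 2731 without control 3 (2706). In the NMJ region it is 518 without E18.5 control 1 and 900 without control 2 (1469), and in the MTJ region 2504 without control 2 and 3005 without control 1 (4376). For the KO at E14.5 it runs from 65 without E14.5 control 3 to 391 without E18.5 control 1 (308). For the cKO it runs from 576 without E14.5 control 3 and 826 without E18.5 control 2 to 1459 without E14.5 control 1 (1305), and in its NMJ region from 884 without E14.5 control 2 to 1562 without E18.5 control 1 (1434). The tendon parts have 450 without control 2 and 711 without control 3 (818).

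The KO's effect differs between stages in 0 genes by edgeR without E14.5 control 3, with 3233 at unadjusted p under 0.05 and 1582 by DESeq2 on all sections, in 148 without E14.5 control 2 and in 1105 without E14.5 control 1 (949). The genes with r above 0.3 with *Chrna1* at E14.5 number 117 without control 2 and 327 without control 1 (217). Fewer sections stand behind each of these values, which leaves fewer degrees of freedom, and any further cause was not tested. Where 1 section of a stage remains, it is assumed to vary like the sections of the other stage. The counts for the stages, the KO at E18.5 and its NMJ region held under every omission of a control section.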

Differences from the paper's values

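All comparisons and alternatives in this part were planned, except library size alone in place of TMM, which was chosen after the results were seen.

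The paper gives 347 genes as markers of the muscle center at E14.5 and 186 as markers of the periphery. Compared with each other, center and periphery differ by 1358 and 1348 genes that edgeR calls, of which 405 and 628 change at least 1.5-fold. The contrast and the threshold differ from the paper's. Its markers were drawn by comparing a cluster with all others. Its numbers here and for the cKO below come from Wilcoxon tests across spots with Bonferroni correction. Under the alternatives set before the data were examined, the number for the center runs from 545, scaled to the 9 muscle genes, to 1675, with regions of 25% of the muscle spots. That for the periphery runs from 541, with regions from the graph clusters, to 1834, scaled to the 9 muscle genes. None of these alternatives comes within the paper's values, nor does library size alone (1082 and 1627).

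For the β-cat cKO the paper gives 328 genes with lower expression in muscle, and edgeR calls 834. Of the alternatives set before the data were examined, those without E14.5 control 3 (372) and scaled to the 9 muscle genes (234) come within 1.5 times of the paper's number. The others stay apart from it: DESeq2 (1051), no filter on low counts (1071), the fits without E14.5 control 1 (973) or 2 (615) and without E18.5 control 1 (736) or 2 (532), control numbers as a block (47), only both groups compared (566), all spots over tissue kept (855), all tissue in place of muscle (1133) and the muscle spots of higher muscle score (903). So does library size alone (568).

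In directions and genes, the values at E14.5 part from the paper as follows. The paper reports no *Chrne* at this stage, where controls 1, 2 and 3 hold 22, 27 and 15 UMIs of it. It has *Flnc* higher in the periphery, whereas edgeR does not call it (log2 fold change −0.13, adjusted p = 0.085, lower in the center in 2 of 3 sections). *Flnc* is called without the filter on low counts, without control 3, with regions from the graph clusters, scaled to the 9 muscle genes and on library size alone, and is higher in the center with regions by distance. Its change runs from −0.21 to −0.06 with 1 control left out. A region led by hemoglobin genes, which the paper has at E14.5, is not among the clusters at resolution 0.4.

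At E18.5 the paper describes *Myh8* as uniform over muscle, whereas edgeR calls it lower in the center (−0.29, adjusted p = 0.0019) and in the periphery (−0.43, adjusted p = 2.5e-05) than between, in 2 of 2 sections each. The center is not called without E18.5 control 1, without the section as a block and with regions from the graph clusters, and changes sign with regions by distance. Omitting 1 control gives −0.39 to −0.28.

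Between the stages the paper has *Kif5b* declining, whereas under TMM it changes by −0.02 (edgeR adjusted p = 0.91, with overlapping sections). This rests on the scaling, since on library size alone *Kif5b* is called lower (−0.74, with 289, 262 and 249 raw CPM at E14.5 and 176 and 144 at E18.5), and so it is scaled to the 9 muscle genes. *Tnnt1* is described as falling or unchanged, and under TMM edgeR calls it higher by 0.61 (adjusted p = 0.014), with 2 of 2 E18.5 controls above all E14.5 controls. Without E14.5 control 3, without E18.5 control 2 and with control numbers as a block it is not called, and neither is it on library size alone (−0.11). Scaled to the 9 muscle genes it is lower. Fits that omit 1 control give 0.52 to 0.78. Of the genes given as correlated with *Chrna1* at E14.5, the paper's Fig. 4B sets *Cap2*, *Prkaca*, *Dag1* and *Sema6b* apart from those of both stages, but they are among the 500 most correlated at E18.5 too.

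In the CaV1.1 KO the paper has *Musk* and *Chrna1* higher. At E14.5 they change by 0.56 and 0.06, above 3 of 3 controls for *Musk* and within them for *Chrna1* (edgeR adjusted p = 0.13 and 0.90). At E18.5 *Musk* rises by 0.54 (edgeR adjusted p = 0.051), above 2 of 2. *Mki67* and *Top2a*, which the paper has higher at both stages, rise by 0.08 and 0.18 at E14.5 and 0.50 and 0.46 at E18.5 (edgeR adjusted p = 0.89, 0.61, 0.12 and 0.072), above all controls of the stage. Scaling to the 9 muscle genes calls all of these. Library size alone calls *Musk*, *Mki67* and *Top2a* at E18.5, by 1.07, 1.04 and 1.00, so that for these the difference from the paper at E18.5 rests on TMM. At E18.5 *Musk* is also called with DESeq2, without the filter, without E14.5 control 1 or 2, with only both groups compared, with all spots kept and over the spots of higher muscle score. *Mki67* and *Top2a* are called there without E18.5 control 1 and over the spots of higher muscle score. Fits without 1 of the controls give, at E18.5, 0.50 to 0.58 for *Musk*, 0.26 to 0.80 for *Mki67* and 0.28 to 0.68 for *Top2a*. Histone genes, reported as higher at both stages, are so under TMM in 24 of 37 clustered genes at E18.5, where edgeR calls 2 higher and 2 lower. They were not tallied on library size alone.

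Fiber type genes part from the paper in the KO at E18.5 as well. *Myh1* and *Myh2*, given as strongly increased, change by −0.05 and −0.13 (edgeR adjusted p = 0.90 and 0.75), within the range of the controls under TMM, and are called higher only when scaled to the 9 muscle genes. On library size alone they rise by 0.48 and 0.41 without a call, above 2 of 2 controls in raw CPM (2141 against 1226 and 1838, and 56.8 against 32.3 and 53.4). *Tnnc2*, *Tnnt3* and *Tnni2*, given as slightly changed, fall in all 3 cases, by log2 fold changes of −1.25, −1.19 and −1.97 (edgeR adjusted p = 0.0089, 0.0074 and 0.0017, below 2 of 2 controls), and the first 2 turn positive when scaled to the muscle genes. *Map2k1*, *Lrtm1*, *Ndn*, *Efnb1*, *Matn4*, *Etv4* and *Sema6b*, whose central enrichment the paper finds lost in the KO, keep a ratio of center to the muscle between above 0 in log2, from 0.26 for *Lrtm1* to 1.22 for *Map2k1*, and *Sema6b* lies within the controls. Of the genes named as regulated in both mutants, *Lrtm1*, *Ndn* and *Efnb1* are not called in the NMJ region of the KO at E18.5 under any alternative run. Over all its muscle at E18.5 *Lrtm1* and *Ndn* are called only when scaled to the 9 muscle genes, and *Efnb1* is called higher, with a change of 0.38 to 0.40 and no call in most fits that leave out 1 control. At E14.5, on the other hand, *Lrtm1* (−2.17, edgeR adjusted p = 0.0082) and *Ndn* (−1.06, 0.048) are called lower in muscle of the KO, below 3 of 3 controls each. *Lrtm1* is not called there with control numbers as a block, and *Ndn* neither so nor without E14.5 control 2 or 3 or scaled to the 9 muscle genes.

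For the β-cat cKO, genes of the paper's account that edgeR does not call in muscle are *Mki67* (0.49, adjusted p = 0.19), *Top2a* (0.49, 0.10) and *Myog* (0.67, 0.051), above 2 of 2 controls, and *Myh1* (−1.03, 0.061) and *Ckm* (−0.41, 0.39), below 2 of 2. Without E18.5 control 1, *Mki67*, *Top2a* and *Myh1* are called, and without E14.5 control 1 *Myog*, *Myh1* and *Ckm*. With 1 control left out the changes run from 0.25 to 0.78 for *Mki67*, 0.30 to 0.71 for *Top2a*, 0.66 to 0.68 for *Myog*, −1.29 to −0.72 for *Myh1* and −0.45 to −0.36 for *Ckm*. DESeq2 and the fit without the filter call *Myog* and *Myh1*. Scaling to the 9 muscle genes and library size alone each call *Mki67*, *Top2a* and *Myog*. The spots of higher muscle score call *Top2a*, all tissue in place of muscle *Myh1*, and only both groups compared and all spots kept *Myog*. In the NMJ region *Chrna1*, given as higher, changes by 0.23 (edgeR adjusted p = 0.40, above 2 of 2) and is called under none of the alternatives. The paper's Table S14 holds more genes with higher than with lower expression in this region, whereas edgeR calls 484 higher and 950 lower under TMM. On library size alone it calls 1597 higher and 626 lower. *Efnb1* is called there only without the filter (−0.44, edgeR adjusted p = 0.067, below 2 of 2). *Myh3*, said not to gather in the center, has a log2 ratio of center to the muscle between of 0.38, below the 0.75 and 0.77 of the controls, and a correlation with *Chrna1* outside the periphery of 0.376, against 0.371 and 0.367, though over all muscle spots 0.251, against 0.298 and 0.279. *Chrne*, given as virtually absent, has 65 UMIs in the section and 6.58 raw CPM in its center.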

Other observations

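The tests of shared controls and of other divisions of the sums were planned, except those on the correlations of both mutants across expressed genes and in the NMJ region and on that of age and KO. These and the tests of sex, dilution, the share of muscle RNA, nearness to E14.5, cartilage and a mislabelled section were chosen only after the results were seen.

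Genes of the Y chromosome have 1 UMI in E14.5 control 1, 8 in the CaV1.1 KO section of E14.5 and 0 in that of E18.5, whereas the other 5 sections have from 3583 to 12922. The sex of the embryos is not stated in the paper. Too few UMIs is argued against as the explanation, because even at the lowest rate of the sections with Y transcripts at least 3168 UMIs would be expected in each of these 3. The embryos without them may be female, since *Kdm6a*, an X gene expressed from both X chromosomes, has 1.8, 1.95 and 3.19 times the mean of the controls of the same stage with Y transcripts in these 3.

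The KO section of E18.5 is therefore compared with controls that may all be male, and a part of the 3819 genes called in its muscle may follow sex. Sex and genotype cannot be told apart for them, because no KO section of this stage has Y transcripts and no control lacks them. Of these genes 760 are called the same way in the β-cat cKO, which has Y transcripts as its controls do, but both mutants are compared with the same controls, so that this count decides nothing on sex. Across 6097 expressed genes, the difference of E14.5 control 1 from controls 2 and 3 correlates with the KO's log2 fold changes at r 0.0558, but that is 1 embryo of another stage. Of 519 X genes edgeR calls 25.1% in the KO, and of 14132 autosomal genes 25.9%, a difference that was not tested. The embryo and the section stay open as well.

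Cell cycle genes are higher and late genes lower in muscle of the KO at E18.5. A lower share of muscle RNA in the spots, which would raise every other tissue alike, cannot be told apart, because the markers of other tissue point both ways. The endothelial markers have a median log2 fold change of −0.72, but vessels and muscle share spots. The tendon share, estimated as at E14.5, is 35.8% of the periphery and 24.1% of the center in the KO. In E18.5 controls 1 and 2 it is 20.7% and 23.9% of the periphery and 9.62% and 8.7% of the center. The higher shares of the KO come from its central tendon spots, whose tendon genes hold 1291 raw CPM, against 2960 and 3460. In its muscle these genes hold 462 in the periphery, against 614 and 827, and 310.5 in the center, against 285 and 301. Dilution by other tissue is argued against for some strong falls, because the 9 muscle markers have a median of −1.29 at E18.5, where *Ankrd2* and *Myl2* have −6.90 and −4.74, and of −0.51 at E14.5, where *Ckm* and *Yipf7* have −3.54 and −4.38. Of these *Ckm* and *Myl2* are named by the paper, and the others were picked by their fall. In muscle spots of the KO sections *Ankrd2* and *Myl2* hold 22 and 360 UMIs, and *Ckm* and *Yipf7* 2219 and 12. Of the genes called both with age and in the KO at E18.5, 2812 change in opposite directions. For these genes the shared controls and an effect of the KO cannot be told apart by the count, because the simulated unchanged KO has at most 11 calls in all. Across expressed genes the changes with age and in the KO correlate at r −0.60 (simulated −0.094 to 0.011), which argues against the shared controls as the only source of the opposite changes. Muscle of the KO may stand nearer to that of E14.5, but this and a changed share of mature fibers cannot be told apart, because both would give such an r.

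Both mutants of E18.5 share their controls, so that genes changed the same way were set against simulations of unchanged mutants. In the NMJ region 513 genes are called the same way in both. For these the shared controls and other sources cannot be told apart by the count, because the simulated cKO has at most 17 calls in all. The correlation of both mutants' log2 fold changes across all genes, 0.21, is no higher than shared controls alone give (simulated 0.219 to 0.301) and may come from them. Across expressed genes it is 0.50 (simulated 0.174 to 0.444), and in the NMJ region 0.30 across all genes (0.179 to 0.258) and 0.48 across expressed ones (0.225 to 0.352), all above what shared controls give, which argues against them as the only source there. A common effect of both genotypes on these genes stays open, as does a difference of both embryos from the controls apart from genotype.

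Among the 10 ways to divide the 6 sums of E14.5 controls into groups of 3, the real split has the highest count of called genes in each of 2 comparisons and no other split reaches it: 1 of 10 splits for center and periphery (2706 genes) and 1 of 10 for the tendon parts (818). With 10 splits the share is never below 0.1, so that a chance division cannot be told apart from an effect by this count. Both sums come from the same embryos. Of the splits that part the sums of all 3 embryos, 4 with the real one, the real one alone calls any gene with edgeR in these comparisons. The other 6 keep both sums of an embryo together. No biological explanation was tested here.

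*Col2a1* is lower in both mutants of E18.5, called in the KO (edgeR adjusted p = 0.028) but not in the cKO (0.12). Cartilage next to the muscle spots of E18.5 control 1 is a candidate source, because *Col2a1*, *Col9a1* and *Col9a3* are at least 10.4 times as high in its muscle spots as in those of control 2. Its log2 fold change is −7.33 in the KO and −4.36 in the cKO. In raw CPM of muscle spots the KO has 3.81 and the cKO 23.9, against 42 in control 2, so that a fall below control 2 stays open. Transcripts of *Ctnnb1* remain in muscle spots of the β-cat cKO (log2 fold change −0.070), and a mislabelled section cannot be told apart from a section of the right genotype by them, because spots also hold cells other than muscle fibers and probes may bind outside the deleted exons.

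The remaining lists of cell type markers have these median log2 fold changes in muscle spots, in the order smooth muscle, fibroblast, erythrocyte, hepatocyte and chondrocyte: −0.20, −0.097, 0.041, 0.021 and 0.73 in the KO at E14.5, −0.49, −1.08, −0.99, 0.88 and −4.80 in the KO at E18.5 and 0.67, 0.17, −1.29, −5.79 and −4.01 in the cKO. Endothelial markers have −0.73 in the KO at E14.5 and −0.66 in the cKO, tendon markers −0.23 and 0.17, and muscle markers −0.56 in the cKO. All of these genes hold UMIs in muscle spots of the controls, and no gene is in more than 1 list. No explanation was tested for these values.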
